# Glutamine antagonist DRP-104 suppresses tumor growth and enhances response to checkpoint blockade in *KEAP1* mutant lung cancer

**DOI:** 10.1126/sciadv.adm9859

**Published:** 2024-03-27

**Authors:** Ray Pillai, Sarah E. LeBoeuf, Yuan Hao, Connie New, Jenna L. E. Blum, Ali Rashidfarrokhi, Shih Ming Huang, Christian Bahamon, Warren L. Wu, Burcu Karadal-Ferrena, Alberto Herrera, Ellie Ivanova, Michael Cross, Jozef P. Bossowski, Hongyu Ding, Makiko Hayashi, Sahith Rajalingam, Triantafyllia Karakousi, Volkan I. Sayin, Kamal M. Khanna, Kwok-Kin Wong, Robert Wild, Aristotelis Tsirigos, John T. Poirier, Charles M. Rudin, Shawn M. Davidson, Sergei B. Koralov, Thales Papagiannakopoulos

## Abstract

Loss-of-function mutations in *KEAP1* frequently occur in lung cancer and are associated with poor prognosis and resistance to standard of care treatment, highlighting the need for the development of targeted therapies. We previously showed that *KEAP1* mutant tumors consume glutamine to support the metabolic rewiring associated with NRF2-dependent antioxidant production. Here, using preclinical patient-derived xenograft models and antigenic orthotopic lung cancer models, we show that the glutamine antagonist prodrug DRP-104 impairs the growth of *KEAP1* mutant tumors. We find that DRP-104 suppresses *KEAP1* mutant tumors by inhibiting glutamine-dependent nucleotide synthesis and promoting antitumor T cell responses. Using multimodal single-cell sequencing and ex vivo functional assays, we demonstrate that DRP-104 reverses T cell exhaustion, decreases T_regs_, and enhances the function of CD4 and CD8 T cells, culminating in an improved response to anti-PD1 therapy. Our preclinical findings provide compelling evidence that DRP-104, currently in clinical trials, offers a promising therapeutic approach for treating patients with *KEAP1* mutant lung cancer.

## INTRODUCTION

Somatic mutations found in cancers play an important role in promoting tumorigenesis by driving multiple hallmarks of cancer including metabolic rewiring and immune evasion (*1*–*4*). As a result, precision medicine–based therapies that directly target driver mutations or downstream dependencies have shown great promise (*5*–*10*). Loss-of-function Kelch-like ECH-associated protein 1 (*KEAP1*) mutations or gain-of-function nuclear factor erythroid 2-related factor 2 (*NFE2L2*; also known as *NRF2*) mutations are found in ~20% of lung adenocarcinoma (LUAD) and in ~30% of lung squamous cell carcinoma (LUSC) (*11*, *12*). LUAD and LUSC are the two major histologic subtypes of non–small cell lung cancer (NSCLC). KEAP1 is a negative regulator of NRF2 (*13*–*17*), a key transcription factor that governs the cell’s antioxidant response (*11*, *12*, *14*, *17*). In LUAD, *KEAP1* mutant tumors respond poorly to checkpoint blockade (*18*–*20*) and are more resistant to KRAS^G12C^ inhibitors (*10*, *21*, *22*). Unfortunately, there are no clinically approved therapies that specifically target *KEAP1* mutant LUAD.

Multiple preclinical studies have shown that *KEAP1* loss leads to NRF2 activation, which promotes LUAD progression and metastasis (*2*, *3*, *23*–*35*). Our group previously demonstrated that NRF2 activation by *KEAP1* loss rewires cellular metabolism and generates a vulnerability that can be targeted by glutaminase (GLS1) inhibition with CB-839 (*2*, *36*). Furthermore, additional studies established that NRF2 activation in multiple cancers drives a glutamine dependency (*2*, *37*). However, CB-839 showed limited efficacy in a clinical trial that enrolled patients with *KEAP1* mutant lung cancer possibly because this compound targets only one of many glutamine-dependent reactions that are essential for cancer growth. Therefore, the development of other therapies to target *KEAP1* mutant NSCLC remains a pressing clinical issue.

6-Diazo-5-oxo-l-norleucine (DON), a glutamine antagonist, previously showed promising antitumor effects (*38*). However, clinical utility was limited due to adverse effects (*39*–*42*). Recently, DRP-104 (sirpiglenastat), a prodrug of DON, was developed as a new cancer agent with reduced toxicity as its activation is dependent on two enzymatic reactions occurring in the tumor microenvironment (*43*, *44*). However, previous studies evaluating the efficacy of DRP-104 were restricted to subcutaneous tumor mouse models without defined tumor genetics (*43*, *44*), and conducted in the absence of the native lung microenvironment where antitumor immune responses and therapeutic responses can be drastically different (*45*). On the basis of our earlier work (*2*, *46*), we hypothesize that *KEAP1* mutant lung tumors would be highly sensitive to DRP-104 due to the increased glutamine dependency of these tumors. Here, we use an antigenic orthotopic lung cancer mouse model and patient-derived xenografts (PDXs) to investigate the impact of DRP-104 on *KEAP1* mutant lung tumor growth. We found that in these preclinical models, *KEAP1* mutant tumors are highly sensitive to DRP-104, as compared to *KEAP1* wild-type (WT) tumors. Using a systematic metabolomics approach, we found that the cell-intrinsic sensitivity of *KEAP1* mutant tumors to DRP-104 is primarily mediated by inhibition of nucleotide synthesis. Furthermore, after a comprehensive immune analysis using flow cytometry and multimodal single-cell sequencing [expanded cellular indexing of transcriptomes and epitopes by sequencing (ExCITE-seq)] in our orthotopic mouse model, we found that DRP-104 reduces exhausted CD4 and CD8 T cell populations, enhances T cell cytokine production, and augments the response to anti-PD1 checkpoint inhibitor therapy in *Keap1* mutant tumors. In summary, our research establishes a convincing mechanistic rationale for the ongoing clinical trial combining DRP-104 with checkpoint blockade in patients with *KEAP1* mutant LUAD (NCT04471415).

## RESULTS

### *KEAP1* mutant tumor growth is impaired by DRP-104

*KEAP1* mutant tumors have an increased glutamine dependency to support the metabolic rewiring associated with activation of NRF2 (Fig. 1A) (*2*). In addition, CES1, the enzyme that activates the prodrug DRP-104 into DON (fig. S1A), is an NRF2 target (Fig. 1A) (*47*). We therefore suspected that *KEAP1* mutant tumors would be highly susceptible to the glutamine antagonist DRP-104. To determine the effect of DRP-104 on *Keap1* mutant tumors, we transplanted murine *Kras*^G12D/+^ *p53*^−/−^ *Keap1* knockout (KPK) cell lines generated by CRISPR/Cas9 editing or *Keap1* WT (KP) cell lines subcutaneously into immunodeficient mice. We observed that KPK tumors were sensitive to escalating doses of DRP-104, while KP tumors were resistant (Fig. 1B). Both cell lines were sensitive to DRP-104 and DON in vitro, with KPK cell lines being more sensitive (fig. S1B). Since DON failed in clinical trials due to its high toxicity when delivered systemically, we monitored mice for adverse effects during treatment with multiple doses of DRP-104 and observed no evidence of weight loss or toxicity (fig. S1C). Our previous work has demonstrated that loss of function of *Keap1* increases NRF2 transcriptional activity and promotes glutamine addiction in LUAD mouse models (*2*, *36*). To determine whether sensitivity of KPK cells to DRP-104 is due to this NRF2-mediated glutamine addiction, we overexpressed a gain-of-function mutant of *Nrf2*, which has a deletion in the Neh2 domain and cannot bind KEAP1 (*2*), in KP cells and measured the sensitivity of this cell line to DRP-104 in vivo. Consistent with the loss-of-function *Keap1* mutant tumors, we observed that *Nrf2* gain-of-function tumors were also sensitive to DRP-104 (Fig. 1C). This finding demonstrates that NRF2 activation, and likely the subsequent glutamine addiction it induces, sensitizes cells to DRP-104.

**Fig. 1.**
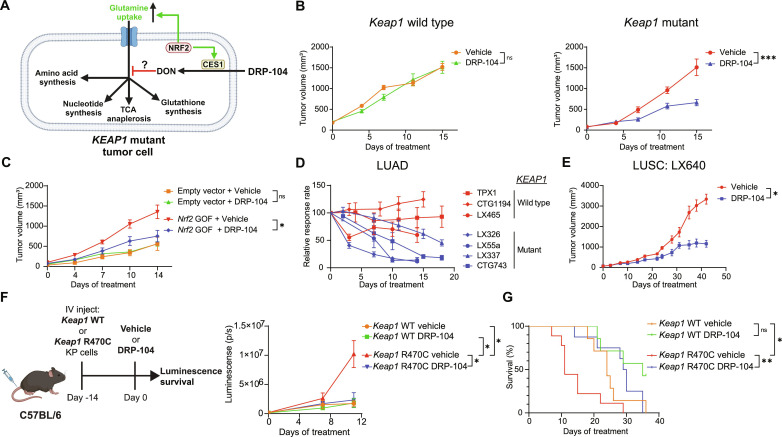
*KEAP1* mutant tumors are sensitive to DRP-104 in vivo. (**A**) *KEAP1* mutant tumors have enhanced NRF2 activity leading to metabolic rewiring and enhanced glutamine uptake, potentially sensitizing them to DRP-104, the prodrug of DON. CES1, carboxylesterase 1. (**B**) *Keap1* WT or mutant *Kras*^G12D/+^ *p53*^−/−^ (KP) cells were subcutaneously transplanted into nude mice (*n* = 15 per group). Mice were treated with either DRP-104 (2 mg/kg) or vehicle subcutaneously 5 days on, 2 days off. (**C**) KP cells were transduced with an *Nrf2* gain-of-function (GOF) vector or empty vector control and were subcutaneously transplanted into nude mice (*n* = 7 to 8 per group), and mice were treated with either DRP-104 (3 mg/kg) or vehicle control. (**D**) Lung adenocarcinoma patient-derived xenografts (PDXs) were implanted into NSG mice. Mice were treated with either vehicle control or DRP-104 (3 mg/kg), and tumors were measured over time. Relative response rate (tumor volume/average vehicle volume × 100%) over time is plotted. *KEAP1* WT and mutant PDXs are labeled. (**E**) Growth kinetics of the lung squamous cell carcinoma PDX LX640 treated with DRP-104 (3 mg/kg) or vehicle control (*n* = 8 per group). (**F** and **G**) Schematic of orthotopic transplant lung cancer model. *Keap1* WT or *Keap1* R470C mutant KP cell lines expressing luciferase were intravenously (IV) injected into C57BL/6 mice on day 0. On day 14, lung luminescence (p/s, photons/second) was measured and mice were randomized into treatment groups (seven to nine mice per group) with either DRP-104 (3 mg/kg) or vehicle control. Tumor growth kinetics based on luminescence was measured (F), and survival data (G) are shown. Data are plotted as mean with SEM. For statistical analysis, two-way analysis of variance (ANOVA) was used for growth kinetics and log-rank test was used for survival. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

*KEAP1* mutations frequently co-occur with serine/threonine kinase 11 [*STK11*, also known as liver kinase B1 (*LKB1*)] mutations in human LUAD, and the co-occurrence of these mutations is associated with resistance to therapies through unknown mechanisms (*19*). To verify that the sensitivity of KPK tumors to DRP-104 is retained with loss-of-function mutations in *Stk11*, we generated KPK cells with loss of *Stk11.* When transplanted subcutaneously, these *Keap1/Stk11* mutant tumors were indeed also sensitive to DRP-104, thereby demonstrating that *Stk11* mutations do not induce resistance to DRP-104 (fig. S1D). Furthermore, to investigate whether *Stk11* mutation status has an effect on DRP-104 sensitivity in the setting of *Keap1* WT tumors, we treated *Stk11* mutant KP tumors and found that DRP-104 still had no antitumor effect (fig. S1E).

Given the substantial degree of genetic heterogeneity in patient tumors, which may lead to drug resistance, we wanted to ascertain the effectiveness of DRP-104 in multiple genetically defined PDX models of NSCLC. To accomplish this, we tested seven LUAD PDX lines (three *KEAP1* WT and four *KEAP1* mutant), each with different co-occurring mutations (fig. S2A). *KEAP1* WT PDX models did not show a significant response to DRP-104 (TPX1, CTG1194, and LX465) (Fig. 1D and fig. S2B). Remarkably, all four *KEAP1* mutant PDXs (LX326, LX55a, LX337, and CTG743) demonstrated a robust response to DRP-104 (Fig. 1D and fig. S2, C and D). Furthermore, DRP-104 maintained long-term suppression of the *KEAP1* mutant PDX CTG743, as demonstrated by significant tumor regression followed by sustained maintenance of tumor growth inhibition during an extended dosing period of 50 days without evidence of resistance (fig. S2D). Withdrawal of the drug results in resumption of tumor growth in this PDX, suggesting that, in an immunodeficient host, sustained drug administration is required to maintain efficacy (fig. S2D). Since NRF2 activation by either loss-of-function mutation of *KEAP1* or gain-of-function mutation of NRF2 is observed in approximately 30% of LUSC, the other major subtype of NSCLC (*11*), we also tested the therapeutic efficacy of DRP-104 in a LUSC PDX model (LX640) with *KEAP1* mutation. Consistent with the LUAD PDXs, we observed that DRP-104 suppressed the growth of *KEAP1* mutant LUSC (Fig. 1E).

Previous work has demonstrated that treatment responses in the lung can markedly differ from those in subcutaneous tissue, a discrepancy partly attributable to antitumor immune responses (*45*). In addition, inhibiting glutamine metabolism can have profound effects on immune cell function (*48*, *49*). With this in mind, we sought to evaluate the efficacy of DRP-104 using an antigenic orthotopic lung transplant model that we have recently established (*50*). With this model, we have demonstrated that KP tumor cell lines expressing a *Keap1* loss-of-function point mutation (R470C) grow faster in the lung than those expressing WT *Keap1*, primarily by suppressing CD8 T cell antitumor surveillance (*50*). Further using this model, we transplanted *Keap1* R470C mutant or *Keap1* WT KP tumor cells, each expressing luciferase, and continuously tracked the lung tumor burden through bioluminescence imaging (Fig. 1F). Upon engraftment of tumors in the lung, mice were treated with DRP-104 or vehicle. Consistent with our subcutaneous in vivo model (Fig. 1B), DRP-104 impaired the growth of *Keap1* R470C mutant lung tumors (Fig. 1F) as well as significantly increased the median survival of mice with *Keap1* R470C mutant lung tumors from 11 days to 35 days (Fig. 1G). Overall, using both human and murine tumor models in immunodeficient and immunocompetent mice, we demonstrate that DRP-104 effectively inhibits the growth of *KEAP1* mutant lung tumors and, in some cases, results in tumor regression.

### DRP-104 impairs tumor proliferation by inhibition of nucleotide synthesis

Glutamine is used in multiple biosynthetic pathways including nucleotide synthesis, nicotinamide adenine dinucleotide (NAD) synthesis, glutathione production, hexosamine pathway, and amino acid synthesis, as well as for replenishing tricarboxylic acid (TCA) intermediates via α-ketoglutarate (Fig. 2A) (*51*). We hypothesized that DRP-104 has superior efficacy against *KEAP1* mutant tumors compared to previous selective glutaminase inhibitors due to its ability to target multiple glutamine-dependent metabolic pathways. To probe the metabolic pathways affected by DRP-104, we performed in vivo metabolomics using our *KEAP1* mutant (CTG743) PDX model and harvested tumors after 5 days of treatment with DRP-104 or vehicle (Fig. 2B). We have previously observed that CB-839 primarily affected *KEAP1* mutant tumors through reduction of intracellular glutamate via inhibition of GLS1 (*36*). However, our liquid chromatography mass spectrometry (LCMS) analysis demonstrated that while DRP-104 levels did increase glutamine levels, DRP-104 treatment did not significantly reduce glutamate levels, suggesting that inhibition of glutaminolysis is not a major effect of DRP-104 in vivo (Fig. 2C) and acts through mechanisms distinct from CB-839.

**Fig. 2.**
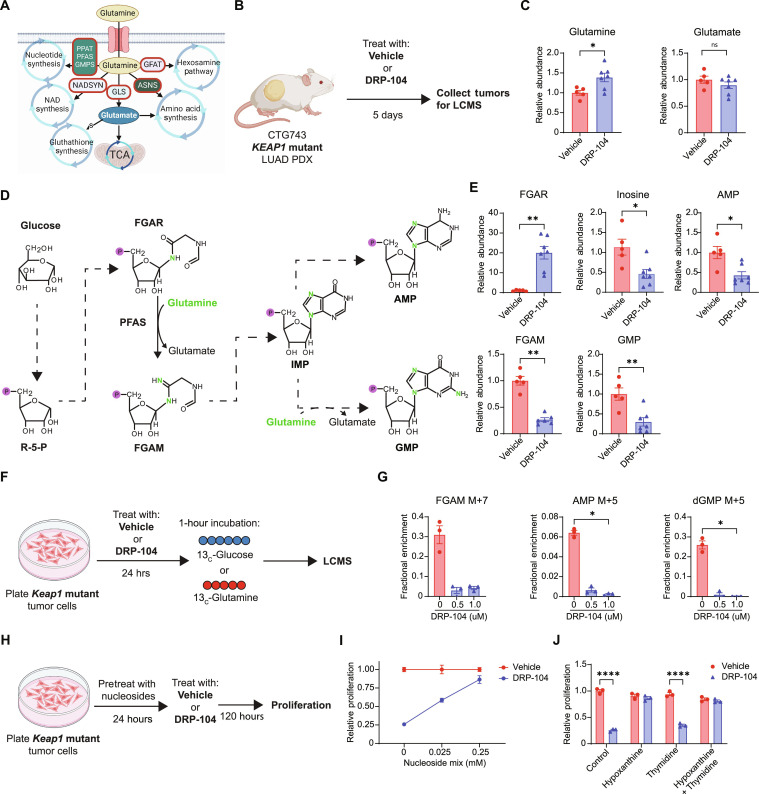
DRP-104 targets nucleotide metabolism in *KEAP1* mutant tumors. (**A**) Overview of glutamine-dependent pathways. (**B**) Schematic of in vivo metabolomics. After implantation of the CTG743 (*Keap1* mutant) PDX into NSG mice, treatment with DRP-104 (3 mg/kg) or vehicle control (*n* = 5 to 7 per group) was initiated. After 5 days of treatment, tumors were collected for liquid chromatography mass spectrometry (LCMS). (**C**) Relative abundance of glutamine and glutamate as measured by LCMS from experiment in (B). (**D**) Outline of purine biosynthesis where glucose is used to generate ribose-5-phopshate (R-5-P), FGAR, FGAM, IMP, AMP, and GMP. (**E**) Relative abundance of FGAR, FGAM, inosine, AMP, and GMP as measured by LCMS in *KEAP1* mutant PDX tumors after treatment with DRP-104 (3 mg/kg). (**F**) *Keap1* mutant tumor cells were treated with DRP-104 (0, 0.5, or 1 μM) (*n* = 3 per group). After 24 hours, cells were incubated with either labeled ^13^C-glucose or ^13^C-glutamine for 1 hour and then cells were collected for LCMS. (**G**) Fractional enrichment of FGAM, AMP, and dGMP for experiment outlined in (F). (**H**) *Keap1* mutant tumor cells were pretreated with the nucleosides cytidine, hypoxanthine, uridine, thymidine, guanosine, and adenosine (0 to 0.25 mM) for 24 hours and then treated with DRP-104 (2 μM) or control medium for 120 hours (*n* = 3 per group). Proliferation was measured by crystal violet. (**I**) Plot of nucleoside mix concentration versus relative proliferation of *Keap1* mutant tumor cells treated with DRP-104 normalized to control cells. (**J**) Relative proliferation of DRP-104 or vehicle-treated *Keap1* mutant tumor cells after addition of either hypoxanthine or thymidine or both. Statistical analysis was done by either Mann-Whitney test, Kruskal-Wallis test with Dunn’s multiple-comparisons test, or two-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

We then systematically investigated other metabolic pathways using glutamine (Fig. 2A) to identify the vulnerability of *KEAP1* mutant tumors to DRP-104. Given that nucleotide synthesis plays a pivotal role in cell proliferation, we next focused on the synthesis of purines and pyrimidines. For purine synthesis, the generation of inosine monophosphate (IMP), the purine precursor for adenosine monophosphate (AMP) and guanosine monophosphate (GMP), requires glutamine as a nitrogen source (*52*) to generate formylglycinamidine ribonucleotide (FGAM) from formylglycinamide ribonucleotide (FGAR) and this reaction is mediated by the enzyme phosphoribosylformylglycinamidine synthase (PFAS) (Fig. 2D). We found that FGAR abundance was significantly increased, while FGAM was significantly reduced, in tumors upon DRP-104 treatment, suggesting that the activity of PFAS was inhibited (Fig. 2E). Consistent with an inhibition of the purine synthesis pathway, we found that inosine, AMP, and GMP levels were both significantly reduced following DRP-104 treatment (Fig. 2E). We then examined pyrimidine biosynthesis, which uses glutamine as a substrate for synthesis of the pyrimidine ring (fig. S3A). Orotate, an intermediate in pyrimidine synthesis, and downstream metabolites uridine monophosphate (UMP) and deoxythymidine monophosphate (dTMP) were significantly reduced following DRP-104 treatment (fig. S3B). CTP was not reduced after treatment with DRP-104 (fig. S3B), despite requiring glutamine for the generation of CTP from uridine triphosphate (UTP). We next examined other glutamine-dependent pathways beyond nucleotide synthesis. Glutamine is used as a substrate in the hexosamine pathway to synthesize uridine diphosphate (UDP)–*N*-acetyl-glucosamine and is also required for the generation of asparagine, aspartate, and glutathione (Fig. 2A). Our LCMS analysis demonstrated that UDP–*N*-acetyl-glucosamine and asparagine levels were unchanged, but aspartate and glutathione were significantly reduced by treatment with DRP-104 (fig. S3C).

To identify which synthetic reactions were affected by DRP-104, we performed in vitro metabolic tracing by labeling DRP-104–treated KPK tumor cells with either ^13^C-glutamine or ^13^C-glucose for 1 hour (Fig. 2F). *KEAP1* mutant tumors replenish intracellular glutamate via glutaminolysis mediated by the enzyme GLS1 (fig. S3D). Our tracing analysis demonstrated that DRP-104 did not have any significant effect on glutamate M+5 fractional labeling by ^13^C-glutamine (fig. S3D), further suggesting that DRP-104 does not markedly affect glutaminolysis. We chose to focus on the labeling of nucleotide synthesis intermediates given the alteration in purine and pyrimidine synthesis intermediates induced by DRP-104 (Fig. 2E and fig. S3B). First, we looked at labeling of intermediates of purine synthesis by ^13^C-glucose (fig. S3E) and found a trend toward a reduction in the FGAM M+7 fraction (Fig. 2G). In addition, there was a decrease in labeled AMP M+5 and dGMP M+5 fraction (Fig. 2G), demonstrating that DRP-104 impairs the biosynthetic reactions for these metabolites. Coinciding with this, we found a reduction of FGAM and a trend toward reduced levels of AMP and dGMP after 24 hours of DRP-104 treatment (fig. S3F). Similarly, when examining labeled pyrimidines, we found that DRP-104 reduced the labeling of UMP, dTMP, and CTP (fig. S3G), suggesting that DRP-104 also impairs the synthesis of pyrimidines. Consistent with the lack of changes in glutamate levels, we also did not see any reduction in labeling of TCA intermediates such as α-ketoglutarate, succinate, and fumarate (fig. S3H).

To determine whether impaired nucleotide synthesis was responsible for the reduction in tumor growth induced by DRP-104, we investigated whether the addition of nucleosides could restore the proliferation in treated *Keap1* mutant tumor cells. We pretreated KPK tumor cells in vitro with a mix of nucleosides (cytidine, thymidine, hypoxanthine, uridine, guanosine, and adenosine). After 24 hours of nucleoside pretreatment, we administered DRP-104 to the KPK cells and measured their proliferation 5 days later (Fig. 2H). Remarkably, the proliferation of DRP-104–treated KPK cells improved drastically in a dose-dependent manner with increasing nucleoside concentrations (Fig. 2I). To distinguish the necessity of purines from pyrimidines in DRP-104–treated cells, we pretreated KPK cells in vitro with either hypoxanthine, thymidine, or both. Addition of the purine hypoxanthine, but not the pyrimidine thymidine, rescued the proliferation of DRP-104–treated *Keap1* mutant tumor cells (Fig. 2J), demonstrating that while both purine and pyrimidine synthesis pathways are inhibited with DRP-104, the deficit in purines drives the reduced proliferation observed.

To comprehensively evaluate the role of other metabolic deficiencies induced by DRP-104, we performed additional metabolite rescues. While loss-of-function mutations in *KEAP1* result in increased expression of antioxidant pathways, our previous work has established that the sensitivity to glutaminase inhibition is not due to increased oxidative stress (*36*). Rather, CB-839 suppresses tumor growth by reducing intracellular glutamate stores required for TCA cycle anaplerosis (*36*, *53*) and amino acid synthesis—a suppression reversible by either glutamate supplementation or blocking glutamate export through the transporter xCT using erastin (*36*). Contrary to the effect seen with CB-839, addition of glutamate or erastin had no impact on cell proliferation of DRP-104–treated KPK cells (fig. S3I), demonstrating that DRP-104’s effect is not mediated through intracellular glutamate depletion. Supplementation with cell-permeable α-ketoglutarate [dimethyl 2-oxoglutarate (DMG)] or pyruvate also did not improve cell proliferation, suggesting that DRP-104 does not induce deficiencies in TCA cycle intermediates (fig. S3I). Finally, treatment with the aspartate or the antioxidant Trolox also failed to rescue DRP-104–treated cells despite having reduced aspartate and glutathione levels (fig. S3, C and I). We therefore concluded that while DRP-104 induces multiple metabolic deficiencies, its primary mechanism of impairing the proliferation of *KEAP1* mutant tumors is through inhibition of purine synthesis.

### DRP-104 modulates antitumor T cell responses and augments checkpoint blockade efficacy

The function of T cells is heavily influenced by nutrient availability. Activated T cells are highly proliferative and use numerous metabolites including glucose, asparagine, and serine (*54*–*60*). CD8 T cell function is impaired in glutamine-depleted conditions (*61*, *62*). Additionally, differentiation of CD4 T cells into various subsets, including T helper 1 (T_H_1), T_H_17, and T regulatory cells (T_regs_), is modulated by the levels of glutamine and glutamate (*49*). Furthermore, previous work has suggested that the efficacy of DON in vivo is partially mediated by the enhancement of CD8 T cell function (*48*). Recently, despite efficacy in preclinical models (*2*, *63*, *64*), blockade of GLS1 with CB-839 had failed to show efficacy in clinical trials. One possible explanation is that the beneficial effect of CB-839 on *KEAP1* mutant tumors may be offset by potential negative effects on T cell function (*61*). We therefore thought that it was necessary to evaluate the impact of DRP-104 on the immune microenvironment of *Keap1* mutant lung tumors. We first sought to determine whether T cell infiltration is altered by DRP-104 in *Keap1* mutant lung tumors. To investigate this, we performed immunohistochemistry for CD3 to quantify T cell infiltration of end-stage *Keap1* R470C mutant lung tumors. In vehicle-treated mice, *Keap1* mutant tumors demonstrated immune exclusion with very low intratumoral T cell infiltration (Fig. 3A). However, DRP-104 significantly increased the infiltration of T cells into tumors (Fig. 3A). These findings suggest that one of the mechanisms by which DRP-104 might suppress tumor growth in vivo is by enhancing antitumor T cell responses against *Keap1* mutant tumors.

**Fig. 3.**
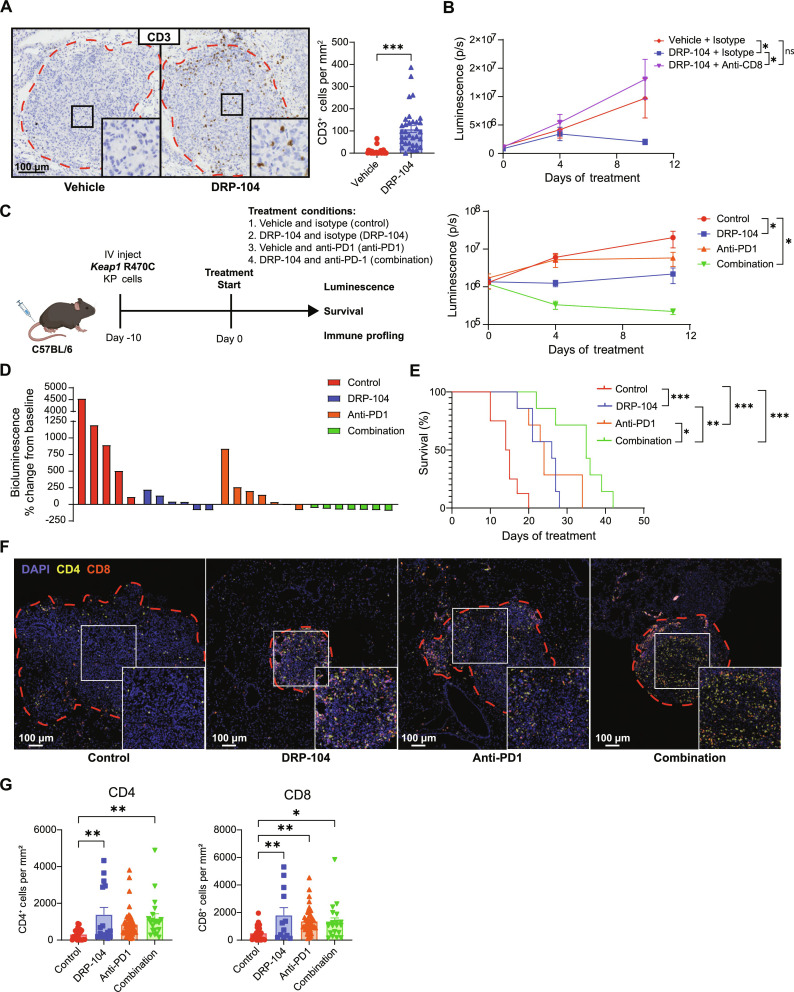
DRP-104 augments T cell infiltration and increases response rates to anti-PD1 therapy. (**A**) Immunohistochemistry staining for CD3 of mouse lungs with *Keap1* R470C KP tumors treated with either DRP-104 or vehicle control. Intratumoral CD3 quantification is shown for individual tumors. (**B**) *Keap1* R470C mutant KP tumor cells were intravenously injected into C57BL/6 mice. After 10 days, mice were treated with either anti-CD8 or isotype control (150 μg intraperitoneally twice a week) and DRP-104 or vehicle control (*n* = 4 to 6 per group). Lung tumor burden as measured by luminescence is displayed. (**C** and **D**) *Keap1* R470C mutant KP tumor cells were intravenously injected into C57BL/6 mice. After 10 days, mice were randomized into treatment conditions displayed in the schematic. Tumor burden was measured over time by luminescence (*n* = 5 to 7 per group) (C), and waterfall plot showing bioluminescence signal at day 11 relative to signal at treatment initiation is shown (D). (**E**) Survival of mice shown from experiment outlined in (C). (**F** and **G**) Multi-color immunofluorescent staining of *Keap1* R470C lung tumors (F) after 5 days of treatment with DRP-104 (+ isotype), anti-PD1 (+ vehicle), the combination of both, or controls (vehicle + isotype control). Quantification of CD4 (yellow) and CD8 (red) intratumoral T cell populations is shown for individual tumors (G). Data were analyzed by one-way ANOVA and Tukey’s multiple-comparison testing or log-rank test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

We previously showed that CD8 T cell depletion had no impact on *Keap1* mutant tumor growth using this model (*50*). To determine whether T cells were now generating antitumor responses in the context of the glutamine antagonist, we evaluated the effect of CD8 T cell depletion on DRP-104–treated *Keap1* mutant tumors. To do this, we injected mice with *Keap1* R470C mutant cells via tail vein injection. After tumors had successfully engrafted in the lung, we treated mice with vehicle and isotype control, DRP-104 with isotype control, or DRP-104 with anti-CD8–depleting antibody. In contrast to our work where anti-CD8 antibodies had no effect on *Keap1* mutant tumor growth (*50*), CD8 T cell depletion accelerated the growth of *Keap1* R470C mutant tumors in the presence of DRP-104 (Fig. 3B), suggesting that DRP-104 can activate antitumor T cell responses against *Keap1* mutant tumors.

Patients with *KEAP1* mutant LUAD are known to have poor responses to checkpoint blockade (*19*, *65*), and our previous work has similarly demonstrated that this also holds true in our *Keap1* mutant orthotopic tumor mouse model (*50*). Given our findings that DRP-104 enhances T cell infiltration and induces T cell–mediated antitumor responses (Fig. 3, A and B), we next asked whether DRP-104 can augment antitumor responses when combined with immunotherapy, the standard of care for advanced LUAD. Following the injection of *Keap1* R470C mutant KP cells, we administered either DRP-104 or a vehicle control to the mice, along with either anti-PD1 or isotype control antibody (Fig. 3C). Lung tumor burden was then monitored via bioluminescence. Consistent with previous results, tumor growth was impaired with DRP-104 (Fig. 3C). While anti-PD1 alone dampened tumor growth, combination of anti-PD1 with DRP-104 significantly reduced tumor growth (Fig. 3C). After 11 days of treatment, while DRP-104 generally slowed tumor growth, combination therapy induced regressions in all treated mice at this time point (Fig. 3, C and D). In an independent cohort, we found that combination therapy markedly increased survival of mice with *Keap1* mutant lung tumors (with a median survival difference exceeding 20 days) (Fig. 3E).

Given the increased infiltration of T cells and their functional importance in suppression of tumor growth in response to DRP-104, we next evaluated which T cell subsets were affected in the tumor microenvironment of animals treated with DRP-104 alone and in combination with anti-PD1. We collected tumor-bearing lungs after 5 days of treatment to minimize differences in immune infiltration associated with disparities in tumor burden. Using multi-immunofluorescence, we stained for CD4 and CD8 T cells and quantified the intratumoral populations (Fig. 3F). We found that both CD4 and CD8 populations were increased with DRP-104–treated animals compared to the control group (Fig. 3G). Anti-PD1 monotherapy resulted in an increase in CD8 infiltration without significantly altering CD4 infiltration (Fig. 3G). While the combination of DRP-104 and anti-PD1 increased the infiltration of CD4 and CD8 T cells compared to the control arm, this infiltration was not significantly different than the DRP-104 single treatment condition (Fig. 3G). The fact that combination therapy significantly improved survival compared to monotherapy (Fig. 3E) despite comparable T cell infiltration among the treatment arms (Fig. 3, F and G) raises the possibility that the functionality of T cells is enhanced with the combination of DRP-104 with anti-PD1 rather than simply increasing the number of T cells. Our findings overall demonstrate that DRP-104 exerts tumor-intrinsic effects by suppressing glutamine-dependent metabolism while also promoting antitumor T cell responses, thereby enhancing the efficacy of checkpoint blockade.

### Multimodal sequencing identifies T cell populations altered by DRP-104

Intratumoral T cells are a heterogeneous population composed of effector, exhausted, and memory CD8s, along with various CD4 T cell subsets such as T_H_1, T_H_17, and T_regs_. Given the general diversity of T cell populations and our observation that DRP-104 may alter the functionality of T cells, we chose to comprehensively examine the immune microenvironment of *Keap1* mutant tumors using the multimodal single-cell platform ExCITE-seq (*66*, *67*) to identify immune populations that are affected by glutamine antagonism. ExCITE-seq uses oligo-tagged antibodies to simultaneously provide surface epitope information along with gene expression at a single-cell resolution (*66*–*68*). 

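The single-cell data come from the lungs of 8 mice bearing Keap1 mutant tumors, 2 in each of 4 arms: vehicle and isotype control (control), DRP-104, anti-PD1, or both (combination). DRP-104 is a prodrug of a glutamine antagonist, and anti-PD1 blocks an inhibitory receptor of T cells. Treatment started 14 days after tumor cells were injected and lasted 5 days, with DRP-104 at 3 mg/kg and 200 μg of anti-PD1, whose schedule the legend of Fig. 4 and the methods give differently. The cells of each mouse carried an antibody hashtag, and 1 mouse of every arm was pooled on each of 2 lanes. The files hold raw counts of unique molecular identifiers (UMIs) for 32288 genes and 28 antibody tags, and these counts were processed anew with the steps of the methods. Of 59402 barcodes, 57274 had more than 200 genes, under 10% mitochondrial UMIs and any hashtag count, and 27814 of them were called for a single hashtag (3127 to 3967 per mouse). 7707 called for several hashtags and 21753 with no hashtag past the cutoff of the caller were left out. Total UMIs of the 2 mice were 8393746 and 12811296 for control, 6797517 and 7395235 for DRP-104, 6751319 and 10440448 for anti-PD1, and 6199137 and 8966497 for the combination. Clusters were named again from marker genes, so a name such as Treg-like is a rebuilt one and need not hold the same cells as the cluster of that name in the paper. Shares of cells and UMIs summed per mouse were compared with edgeR, all 8 mice in one fit, and an adjusted p under 0.05 was called. Only the genes of γδ T cell-like cells were fitted without 1 mouse, anti-PD1 replicate 2, which had too few of these cells. The average effect of DRP-104 compares the 4 mice given it, with or without anti-PD1, with the 4 others. A further fit had the lane, shared by 1 mouse of each arm, as a block. Its values are given as those with the lane as a block. With 2 mice per arm the smallest exact p (two-sided) is 0.33, so calls between single arms rest on the variance that edgeR pools over populations or genes.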

We treated mice with *Keap1* R470C mutant lung tumors with DRP-104 and/or anti-PD1 and harvested whole lungs for single-cell analysis after 5 days of treatment (Fig. 4A), a time point where tumor burden differences among treatment arms are minimal (Fig. 3C). Lungs were digested, and noncirculating CD45^+^ immune cells and tumor populations were sorted out and subsequently analyzed by ExCITE-seq (Fig. 4A). 

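Among the non-tumor cells of control mice, neutrophil-like cells made up 24.7% ± 1.16 (SD, n = 2 mice), B cell-like 15.3% ± 2.02, conventional dendritic cell-like (cDC-like) 10.5% ± 0.559 and macrophage-like 9.15% ± 2.57. Dendritic cells, which carry antigen to T cells, fell in both arms given DRP-104: cDC-like cells were 3.64% ± 0.554 under DRP-104 (log2 change −1.52, SE 0.323, adjusted p = 0.00166, edgeR) and 3.16% ± 0.385 under the combination (−1.73, SE 0.327, adjusted p = 0.000443). Under anti-PD1 alone they were 8.13% ± 1.22 (−0.36, adjusted p = 0.71). NK-like cells, which kill without prior priming, rose under the combination, from 0.900% ± 0.164 to 2.43% ± 0.398 (1.43, SE 0.359, adjusted p = 0.0045), and were 1.01% ± 0.128 under DRP-104 alone. Type 2 innate lymphoid (ILC2)-like cells rose under DRP-104, from 0.981% ± 0.205 to 2.84% ± 0.998 (1.54, SE 0.406, adjusted p = 0.0071). γδ T cell-like cells were 2.30% ± 0.517 in the 4 mice with DRP-104 and 1.28% ± 0.576 in the 4 without, an average rise of 0.88 on the log2 scale (SE 0.289, adjusted p = 0.0187). Their TCRb tag, against the αβ receptor, averaged 0.298 ± 0.035 on the centered log-ratio scale (SD over 7 mice). CD8 Mem-like cells had 0.295 ± 0.017 and NK-like cells 0.140 ± 0.029 (8 mice each). The γδ T cell-like cluster may therefore hold αβ T cells too. Macrophage-like cells were 14.5% ± 3.18 with DRP-104 and 9.87% ± 1.71 without. This difference was called only with the lane as a block (0.54, adjusted p = 0.0161, against 0.55, adjusted p = 0.0762 without). Plasmacytoid dendritic cell-like and plasma cell-like cells were 1.07% and 2.23% in control. Between 16.0% and 22.9% of the cells of an arm stayed in clusters without a name, and since shares sum to 100%, the fall of the cDC-like cells raises every other share a little.

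**Figure D1:**
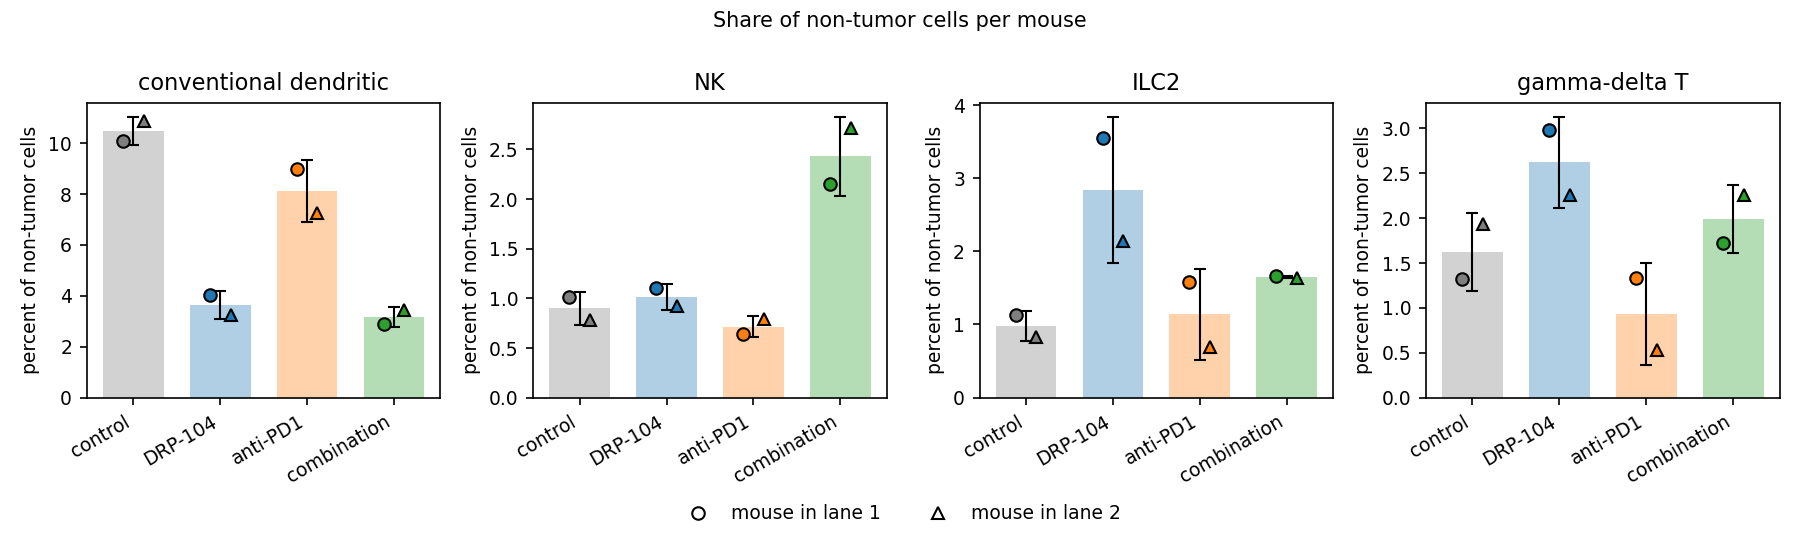
Percent of non-tumor cells (vertical axis) that are cDC-like, NK-like, ILC2-like or γδ T cell-like in the 4 treatment arms (horizontal axis). Points are mice (circles for lane 1, triangles for lane 2), bars are means and whiskers 1 SD.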

Our initial clustering revealed a diverse subset of immune populations including macrophages, neutrophils, B cells, T cells, and natural killer (NK) cells (Fig. 4B). 

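αβ T cell-like cells together made up 17.1% ± 1.56 of non-tumor cells in control mice, 16.1% ± 1.24 under DRP-104, 19.6% ± 2.74 under anti-PD1 and 18.9% ± 3.18 under the combination (SD, n = 2 mice each). Combination against control the difference was 0.14 on the log2 scale (SE 0.309, adjusted p = 0.792, edgeR), and without the second mouse of the combination it was −0.04. CD4 T cell-like cells were 9.45% ± 1.17 in control and 11.7% ± 1.30 under the combination (0.31, SE 0.310, adjusted p = 0.488), and CD8 T cell-like cells 7.66% ± 2.72 and 7.17% ± 1.88 (−0.10, SE 0.343, adjusted p = 0.926). Neither the CD4 nor the CD8 share was called in any comparison of arms.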

In general, we observed a subtle increase in total T cell populations with combination therapy (Fig. 4B), further supporting that functional changes may contribute to the robust suppression in tumor growth by CD8 T cells opposed to T cell numbers (Fig. 3B). We focused our single-cell analysis on lymphoid populations composed of T cells, NKT cells, NK cells, and innate lymphoid cells (ILCs), with clustering of these populations shown in Fig. 4C. 

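The CD4 and CD8 tags, antibodies against the coreceptors that tell helper from cytotoxic T cells, differed between the clusters of the 2 lineages. On the centered log-ratio scale the CD4 tag averaged 1.71 ± 0.074 in the CD4 Tox/Ex1-like cluster and 1.33 ± 0.060 in the Treg-like cluster (SD over 8 mice), against 0.331 ± 0.057 in the CD8 Ex-like and 0.184 ± 0.027 in the CD8 Mem-like cluster. The CD8 tag was 3.03 ± 0.139 in CD8 Ex-like cells and 1.88 ± 0.084 in CD8 Mem-like cells, and 1.13 ± 0.044 in Treg-like cells. It was closest between lineages in CD4 Mem1-like cells, at 1.44 ± 0.151, where the CD4 tag was 1.20 ± 0.107. The transcripts followed the tags: Cd8a was at 902 ± 120 counts normalized to library size (CPM) in CD8 Ex-like and 15.9 ± 18.3 in Treg-like cells, and Cd4 at 53.8 ± 34.0 and 187 ± 27.0. Lineages were assigned with these tags and genes together, so that their separation here follows from the way the cells were named.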

Using antibody-derived tags (ADTs), we were able to identify CD4 and CD8 T cell populations (fig. S4A). 

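In CD4 T cell-like cells Cd44 (ENSMUSG00000005087), an adhesion receptor kept high after activation, stood at 505 ± 49.5 CPM in control, 567 ± 74.8 under DRP-104, 485 ± 39.1 under anti-PD1 and 455 ± 35.0 under the combination (SD, n = 2 mice). Pdcd1 (ENSMUSG00000026285), which encodes PD-1, stood at 251 ± 54.5, 207 ± 31.4, 220 ± 32.7 and 280.0 ± 22.1 in the same order. Nkg7 (ENSMUSG00000004612), needed for the release of cytotoxic granules, stood at 496 ± 211, 411 ± 201, 644 ± 310.0 and 694 ± 252. In CD8 T cell-like cells Cd44 was at 522 ± 34.8, 502 ± 92.6, 508 ± 27.8 and 408 ± 11.9 CPM, Pdcd1 at 397 ± 65.0, 352 ± 11.9, 369 ± 95.2 and 316 ± 2.41, and Nkg7 at 2253 ± 943, 2052 ± 1148, 3031 ± 1126 and 2110 ± 262. None of the 3 genes was called in either lineage, with or without the lane as a block. The smallest adjusted p with the block was that of Nkg7 in CD4 T cell-like cells under the combination (log2 change 0.50, SE 0.131, adjusted p = 0.117, edgeR). Across all genes 0 were called in CD4 or CD8 T cell-like cells for DRP-104, anti-PD1 or the combination against control in edgeR, where 186, 128 and 164 (CD4) and 132, 96 and 112 (CD8) had an unadjusted p under 0.05. DESeq2 called 0 in CD4 and 1 in CD8, Ccl1 (ENSMUSG00000020702) under the combination. With the lane as a block edgeR called 38, 6 and 19 genes in CD4 (DRP-104, anti-PD1, combination) and 6, 12 and 2 (Ccl1 and Serpine2, both higher) in CD8 T cell-like cells. Under DRP-104 in CD4 T cell-like cells these included falls of 2 costimulatory or inhibitory receptors high in Tregs, Tnfrsf9 (ENSMUSG00000028965, 434 ± 112 to 189 ± 44.4 CPM, −1.19, adjusted p = 0.00377) and Ctla4 (ENSMUSG00000026011, 753 ± 120 to 403 ± 56.4 CPM, −0.92, adjusted p = 0.00363). On simulated data for the average effect of DRP-104, 4 mice against 4, a 2-fold change in CD4 T cell-like cells was found in 3.0% of genes without and 55.2% with the lane as a block. Single arms against control were not simulated.

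**Figure D2:**
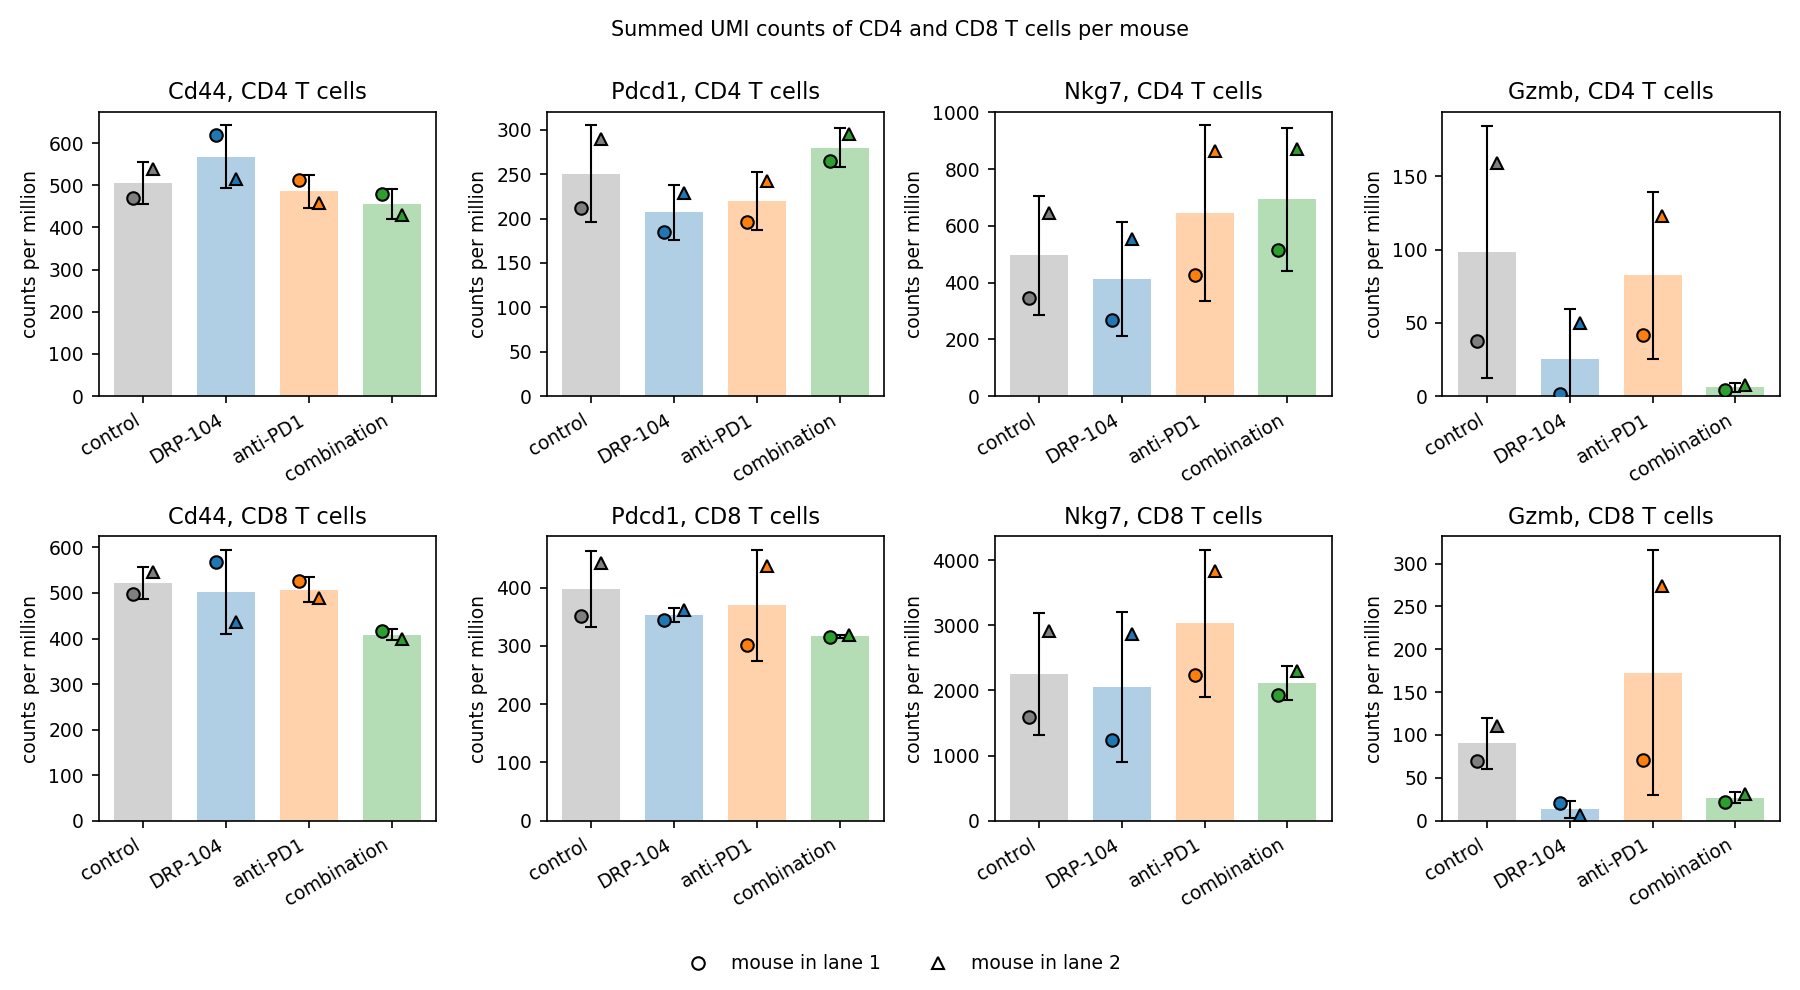
Counts normalized to library size (CPM, vertical axes) of Cd44, Pdcd1, Nkg7 and Gzmb in CD4 and CD8 T cell-like cells of the 4 treatment arms (horizontal axes). Points are mice (circles for lane 1, triangles for lane 2), bars are means and whiskers 1 SD.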

When looking at relative gene expression in CD4 and CD8 T cells, we observed a clear up-regulation of several genes associated with activation, such as *Cd44*, *Pdcd1*, and *Nkg7* brought about by DRP-104 and/or anti-PD1 (fig. S4B). 

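Sell (ENSMUSG00000026581), the homing receptor CD62L of naive and central memory cells, stood at 83.6 ± 12.3 CPM in the CD8 T cell-like cells of control mice, 58.0 ± 25.2 under DRP-104, 31.0 ± 7.53 under anti-PD1 and 95.7 ± 53.9 under the combination (SD, n = 2 mice). Against control no arm was called. For anti-PD1 the log2 change with the lane as a block was −1.37 (SE 0.323, adjusted p = 0.0865, edgeR). Combination against anti-PD1, Sell was higher with the lane as a block (1.62, SE 0.316, adjusted p = 0.00471) and had an adjusted p of 1.0 without it. Ccr7 (ENSMUSG00000037944), which guides cells to lymph nodes, was at 37.9 ± 4.33, 32.8 ± 18.0, 26.0 ± 5.70 and 55.6 ± 22.2 CPM in CD8 T cell-like cells. In CD4 T cell-like cells Ccr7 was at 88.5 ± 34.5, 53.4 ± 16.1, 70.3 ± 40.1 and 92.3 ± 8.26 CPM and Sell at 55.2 ± 0.686, 37.9 ± 1.63, 46.1 ± 35.5 and 41.1 ± 30.7. Neither was called in any comparison.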

Concurrently, we noticed a down-regulation of genes associated with naïve populations, such as *Ccr7* and *Sell* (fig. S4B).

**Fig. 4.**
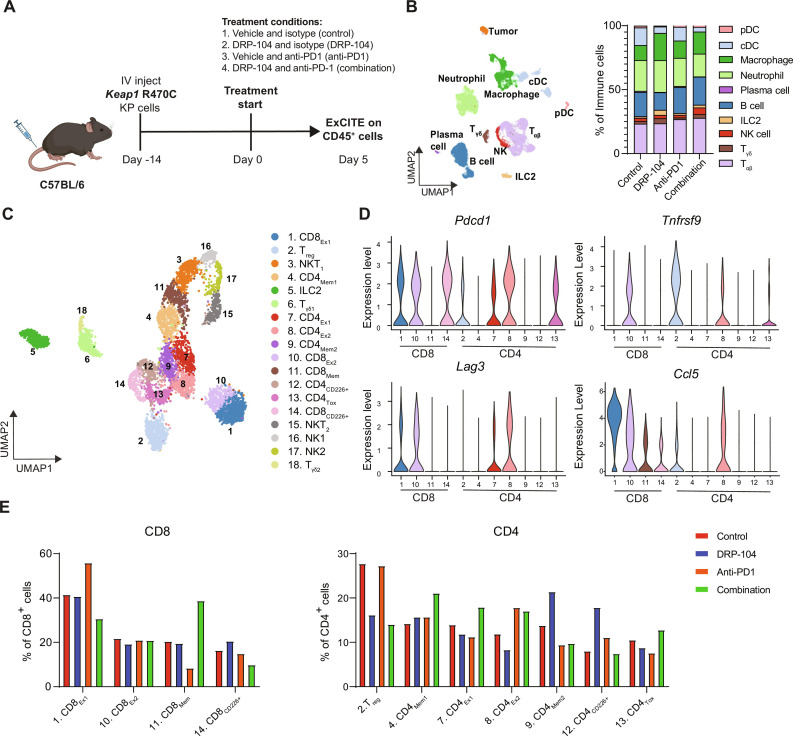
ExCITE-seq identifies transcriptional changes in T cell populations with DRP-104 and anti-PD1 therapy. (**A**) Schematic of experimental design of acquisition of samples for ExCITE-seq. Fourteen days after injection of *Keap1* R470C mutant KP cells, mice were treated with DRP-104 (3 mg/kg) or vehicle and anti-PD1 (200 μg intraperitoneally every other day) or isotype control. Tumor-bearing lungs were digested after 5 days of treatment, and extravascular CD45^+^ cells and tumor cells were sorted for analysis by ExCITE-seq (*n* = 2 per group). (**B**) UMAP showing clustering of cell populations with quantification of immune subpopulations. (**C**) Subcluster showing T cell, NKT cell, NK cell, and ILC populations, with subclusters labeled. (**D**) Violin plots showing expression of *Pdcd1*, *Tnfrsf9*, *Lag3*, and *Ccl5* by T cell clusters shown in (C). (**E**) Quantification of T cell subclusters stratified by treatment condition and normalized to total CD8 or CD4 T cells.

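T, NK and innate lymphoid cells fell into 17 clusters, at a resolution of 1.0 that was set here because the text of the paper gives none. The largest with a name was the CD8 Ex-like cluster (1095 cells), followed by the CD4 Tox/Ex1-like (727), Treg-like (605), CD4 Ex2-like (553), CD4 Mem1-like (540) and CD8 Mem-like clusters (529), γδ T (494), ILC2 (455) and the CD8 CD226+-like cluster (418). Treg-like cells carried Foxp3 (ENSMUSG00000039521), which encodes the factor that defines Tregs, at 310 ± 61.3 CPM (SD over 8 mice). Mem1-like and Mem-like cells carried the quiescence factor Tcf7 (ENSMUSG00000000782): 508 ± 111 CPM in CD4 Mem1-like and 377 ± 87.4 in CD8 Mem-like cells, against 50.8 ± 12.6 in CD8 Ex-like cells. The CD4 Tox/Ex1-like cluster was marked by Tox (ENSMUSG00000041272), a regulator of the exhausted state, at 2222 ± 752 CPM. CD4 CD226+-like (370 cells) and CD8 CD226+-like cells had few ribosomal protein transcripts, 2.90% and 2.30% of UMIs. NK (337 cells) and NKT (140) closed the list, and 5 clusters without a clear set of markers were left unnamed.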

To gain greater understanding of the diverse adaptive immune populations and transcriptional changes induced by DRP-104, we subclustered the T cell, ILC, NK, and NKT cells into 18 subclusters (Fig. 4C). Seven of these clusters were identified as CD4 T cells, and four as CD8 T cells (Fig. 4C and fig. S4A). 

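The data were divided into 5 CD4 and 3 CD8 T cell-like clusters. No CD8 cluster took the name CD8_Ex1_ or CD8_Ex2_ alone. The markers of CD4_Tox_ and CD4_Ex1_ share the CD4 Tox/Ex1-like cluster, and no CD4_Mem2_-like cluster was found. The CD4 T cell-like clusters hold 2795 cells, 298 to 439 per mouse, and the CD8 T cell-like clusters 2042, 174 to 367 per mouse.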

Differential gene expression and ADT expression facilitated identification of these T cell populations (Fig. 4D and fig. S4, C and D). 

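Pdcd1 and Lag3 (ENSMUSG00000030124), inhibitory receptors that mark exhausted T cells when expressed together, were both high in the CD8 Ex-like cluster: Pdcd1 at 475 ± 73.3 and Lag3 at 294 ± 64.0 CPM (SD over 8 mice). In the CD8 Mem-like cluster they were at 19.8 ± 15.5 and 9.60 ± 6.52 CPM. CD8 CD226+-like cells had Pdcd1 at 438 ± 95.6 but Lag3 at 104.4 ± 58.6 CPM. Nkg7 was also highest in the CD8 Ex-like cluster, 3412 ± 510.0 CPM against 1181 ± 146 in the CD8 Mem-like cluster. These levels describe clusters that were drawn with the same transcripts, so no test is attached to them.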

We identified four CD8 T cell clusters, with two of these clusters (labeled CD8_Ex1_ and CD8_Ex2_) coexpressing *Lag3* and *Pdcd1* (Fig. 4D), likely representing some degree of exhaustion (*69*–*72*). These two exhausted T cell clusters distinguish themselves, with CD8_Ex1_ displaying higher *Ccl5* expression, while CD8_Ex2_ expresses *Tnfrsf9* (Fig. 4D), another marker of exhaustion. 

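Ccl5 (ENSMUSG00000035042), a chemokine that draws T cells and myeloid cells, was at 5375 ± 1913 CPM in the CD8 Ex-like cluster, 3817 ± 1040.0 in the CD8 Mem-like cluster and 342 ± 79.1 in the CD8 CD226+-like cluster (SD over 8 mice). Tnfrsf9, the costimulatory receptor 4-1BB, was at 237 ± 85.8, 30.9 ± 16.5 and 235 ± 95.2 CPM. High Tnfrsf9 with low Ccl5 was seen in the CD8 CD226+-like cluster, and both were high in the CD8 Ex-like cluster. The paper marks CD8_Ex2_ by Tnfrsf9 among clusters that also carry Lag3 and Pdcd1. The CD8 CD226+-like cluster had less Lag3 than the CD8 Ex-like cluster and is not taken as CD8_Ex2_ here. Outside the CD8 lineage Ccl5 was highest in NK-like cells (3354 ± 2033 CPM) and Tnfrsf9 in Treg-like cells (761 ± 263 CPM).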

Notably, *Ccl5*-expressing CD8 T cells have previously been implicated with a dysfunctional state and poor responses to anti-PD1 therapy in orthotopic lung cancer models (*45*). Our data demonstrate that anti-PD1 therapy expands these *Ccl5*-expressing dysfunctional CD8 T cells (CD8_Ex1_) (Fig. 4E) within the lungs of tumor-burdened mice, potentially limiting the effectiveness of anti-PD1 therapies. However, addition of DRP-104 reduces this population, possibly facilitating more effective antitumor responses (Fig. 4E). 

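CD8 Ex-like cells, the cluster with the highest mean of Ccl5 (CD8 Mem-like cells carry it too), made up 51.1% ± 16.0 of CD8 T cell-like cells in control mice and 66.6% ± 10.5 under anti-PD1 (SD, n = 2 mice, log2 change 0.38, SE 0.468, adjusted p = 0.655, edgeR). The paper's CD8_Ex1_ and CD8_Ex2_ were not told apart in this cluster, so opposite moves of the 2 would not show in its share. Ccl5 itself averaged 3939 ± 2016 CPM over all CD8 T cell-like cells in control and 6377 ± 3158 under anti-PD1, a rise called with the lane as a block (0.70, adjusted p = 0.00997) and not without it (adjusted p = 1.0). With the lane as a block other secreted effector molecules rose with it under anti-PD1: the chemokine Ccl4 (ENSMUSG00000018930, 1.90, adjusted p = 8.81e-07) and the granzymes Gzmk (ENSMUSG00000042385, 12.2 ± 2.80 to 72.8 ± 22.7 CPM, 2.57, adjusted p = 0.000248) and Gzma (ENSMUSG00000023132, 2.07, adjusted p = 0.00455). Bcl2 (ENSMUSG00000057329), a survival factor of resting and memory T cells, fell in the same fit, from 1001 ± 174 to 369 ± 63.7 CPM (−1.42, adjusted p = 1.2e-05). These changes over all CD8 T cell-like cells were not separated from shifts between clusters. Of 18 tested effector and cytotoxic genes 5 rose and 0 fell, or 8 and 0 when adjusted over the list alone, and of 20 exhaustion genes 0 changed.

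**Figure D3:**
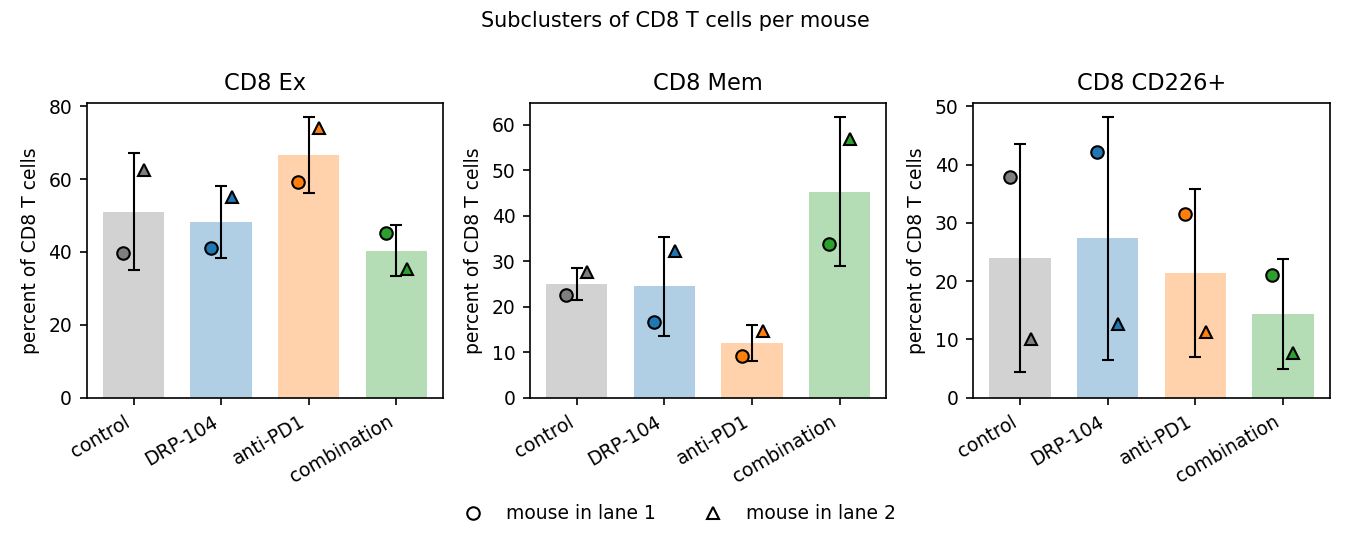
Percent of CD8 T cell-like cells (vertical axis) in the CD8 Ex-like, CD8 Mem-like and CD8 CD226+-like clusters in the 4 treatment arms (horizontal axis). Points are mice (circles for lane 1, triangles for lane 2), bars are means and whiskers 1 SD.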

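With DRP-104 added to anti-PD1 the CD8 Ex-like share was 40.3% ± 6.99 of CD8 T cell-like cells (SD, n = 2 mice), a log2 difference from anti-PD1 alone of −0.73 (SE 0.472, adjusted p = 0.238, edgeR, and −0.71, adjusted p = 0.0824 with the lane as a block). The Ccl5 transcript in CD8 T cell-like cells was 3329 ± 1820.0 CPM under the combination, a fall from anti-PD1 with the lane as a block (−0.96, adjusted p = 9.62e-05). Granzyme B, Gzmb (ENSMUSG00000015437), which kills target cells, fell as well (173 ± 143 to 26.7 ± 6.45 CPM, −2.65, adjusted p = 4.47e-05 with the block), and so did Gzma (−2.88, adjusted p = 0.000166) and Gzmk (−1.94, adjusted p = 0.00276). In total 95 genes differed between the 2 arms in CD8 T cell-like cells with the lane as a block. Without it edgeR called 0 (226 at an unadjusted p under 0.05), DESeq2 called 0, and DESeq2 with the block 77. These changes were not separated from the shift between CD8 clusters. Of the 18 effector and cytotoxic genes 6 were lower and 0 higher (10 and 0 adjusted over the list alone), while 0 of 20 exhaustion genes differed.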

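CD8 Mem-like cells carried the Ly6C protein at 2.52 ± 0.10 on the centered log-ratio scale, against 1.94 ± 0.039 in CD8 Ex-like and 1.97 ± 0.021 in CD8 CD226+-like cells (SD over 8 mice), and its gene Ly6c2 (ENSMUSG00000022584) at 1196 ± 287 CPM against 70.5 ± 65.8 in CD8 Ex-like cells. They made up 25.0% ± 3.56 of CD8 T cell-like cells in control mice, 24.5% ± 10.9 under DRP-104, 12.0% ± 3.91 under anti-PD1 and 45.3% ± 16.4 under the combination (SD, n = 2 mice, 33.7% and 56.9%). The share was higher under the combination than under anti-PD1 (log2 difference 1.91, SE 0.555, adjusted p = 0.0218, edgeR). It missed the threshold without anti-PD1 replicate 1 (1.62, adjusted p = 0.15), without combination replicate 2 (1.48, adjusted p = 0.21) and at clustering resolution 0.7 (1.84, adjusted p = 0.059). Against control it was not called for the combination (0.86, SE 0.536, adjusted p = 0.435, and 0.83, adjusted p = 0.0716 with the lane as a block), and under anti-PD1 it fell only with the block (−1.08, adjusted p = 0.0229, against −1.06, adjusted p = 0.256 without). With the block the effect of DRP-104 on this share also differed with and without anti-PD1 (interaction 1.99, adjusted p = 0.00362, against 1.95, adjusted p = 0.0953 without the block). Of 15 genes of naive and memory cells, combination against anti-PD1, 6 rose and 0 fell with the lane as a block (13 and 0 adjusted over the list alone). Without the block 0 were called (7 and 0 over the list alone), and as a set they had an adjusted p of 0.191 with fry and the block. Among the 6 were Lef1 (ENSMUSG00000027985), a partner of Tcf7 (1.04, adjusted p = 0.0149), Ly6c2 (1.20, adjusted p = 0.00231) and Bcl2 (1.18, adjusted p = 0.000262). Tested over all CD8 T cell-like cells, they were not separated from the larger Mem-like share.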

We also identified a memory CD8 cluster (CD8_Mem_) expressing Ly6C (*73*) (fig. S4E) that is preferentially expanded with combination therapy (Fig. 4E).

In a parallel manner, we looked at differences in CD4 subsets induced by DRP-104, anti-PD1, or combination therapy. Quantification of these subclusters revealed that the most markedly reduced CD4 population by DRP-104 is T_regs_ (Fig. 4E), which we have previously shown to be enriched in *Keap1* mutant tumors (*74*). 

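Treg-like cells, the suppressors of the CD4 lineage, made up 15.6% ± 2.31 of CD4 T cell-like cells in the 4 mice given DRP-104 and 28.6% ± 5.20 in the 4 without it, a fall of the share in 4 of 4 pairs of mice on one lane. Averaged over anti-PD1 the log2 change was −0.87 (SE 0.233, adjusted p = 0.0443, edgeR, two-sided exact permutation p = 0.0286 with the lanes disregarded). Leaving out 1 mouse kept the direction (−1.01 to −0.7) and lost the call in 7 of 8 fits, and so did 8 other alternatives of cell filter, hashtag caller, clustering or Treg definition (adjusted p 0.053 to 0.14). For DRP-104 alone, 28.2% ± 1.73 in control and 16.3% ± 3.08 with the drug (n = 2 mice), the change of −0.79 (SE 0.328) had an adjusted p of 0.254. The other clusters were not called. Under DRP-104 the change of CD4 Tox/Ex1-like cells was −0.57 (SE 0.356, adjusted p = 0.307). Treg genes were lower under DRP-104 with the lane as a block, 5 of 16 tested and 0 higher (13 and 0 adjusted over the list alone), Tnfrsf9 and Ctla4 among them. Tested over all CD4 T cell-like cells, these were not separated from the smaller Treg-like share. Averaged over the arms 10 of the 16 fell, and so did the KLRG1 tag, a receptor of terminally differentiated Tregs and effector cells (−0.11 on the centered log-ratio scale, adjusted p = 0.00251, limma with the block), and its gene Klrg1 (ENSMUSG00000030114, 84.5 ± 50.8 to 26.9 ± 18.4 CPM, −1.65, adjusted p = 0.00076). As a set these genes had an adjusted p of 0.178 with fry and the block.

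**Figure D4:**
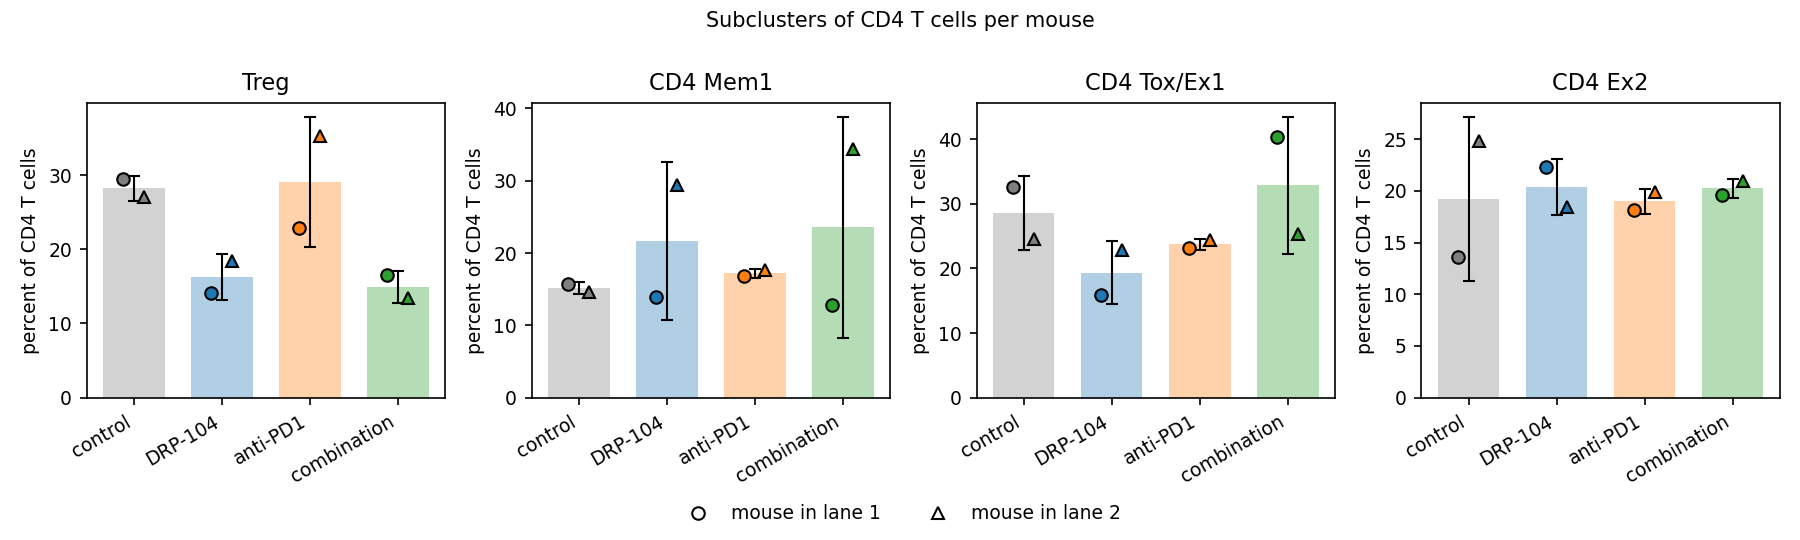
Percent of CD4 T cell-like cells (vertical axis) in the Treg-like, CD4 Mem1-like, CD4 Tox/Ex1-like and CD4 Ex2-like clusters in the 4 treatment arms (horizontal axis). Points are mice (circles for lane 1, triangles for lane 2), bars are means and whiskers 1 SD.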

A similar change in this population was observed both upon DRP-104 treatment and in response to the combination therapy. 

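Under the combination the Treg-like share was 15.0% ± 2.15 and under anti-PD1 alone 29.0% ± 8.80 (SD, n = 2 mice). Against control the change under the combination was −0.91 on the log2 scale (SE 0.329, adjusted p = 0.155, edgeR), and the effect of DRP-104 with anti-PD1 minus that without it was −0.16 (SE 0.462, adjusted p = 0.993). Foxp3 stood at 116 ± 21.2 CPM in the CD4 T cell-like cells of control mice, 73.8 ± 8.77 under DRP-104 and 54.6 ± 13.4 under the combination, a fall called for the combination with the lane as a block (−1.10, adjusted p = 0.0321).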

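Among CD4 T cell-like cells Pdcd1 and Lag3 were highest in the CD4 Ex2-like cluster, at 433 ± 147 and 217 ± 88.3 CPM (SD over 8 mice). In the CD4 Tox/Ex1-like cluster they were at 248 ± 49.5 and 142 ± 52.9 CPM. CD4 Mem1-like cells had 40.2 ± 23.8 and 10.5 ± 10.2 CPM. Treg-like cells had Pdcd1 at 188 ± 70.7 and Lag3 at 62.2 ± 36.5 CPM, and CD4 CD226+-like cells had Pdcd1 at 297 ± 133 with Lag3 at 1.45 ± 3.84 CPM (7 mice). CD4 Ex2-like cells also carried Ccl5 at 628 ± 373 CPM, against 112 ± 83.8 in CD4 Tox/Ex1-like cells.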

Similar to CD8 T cells, we identified two CD4 populations with coexpression of *Pdcd1* and *Lag3* expression (shown in Fig. 4D, labeled as CD4_Ex1_ and CD4_Ex2_ in Fig. 4, C and E), suggestive of an exhausted state. Both of these exhausted clusters, along with the *Tox*-expressing CD4_Tox_ cluster, were slightly decreased by DRP-104 treatment, but paradoxically expanded upon combination therapy. However, combination therapy also expanded a CD4 memory population (CD4_Mem1_), similar to memory CD8 T cells (CD8_Mem_) (Fig. 4E). 

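CD4 Tox/Ex1-like cells, in which Tox-expressing and CD4_Ex1_-like cells lie together, made up 28.6% ± 5.71 of CD4 T cell-like cells in control mice, 19.4% ± 4.83 under DRP-104, 23.8% ± 0.852 under anti-PD1 and 32.8% ± 10.6 under the combination (SD, n = 2 mice). The combination differed from control by 0.20 on the log2 scale (SE 0.352, adjusted p = 0.934, edgeR), and without its first mouse by −0.18. CD4 Ex2-like cells were 19.2% ± 7.93 in control, 20.4% ± 2.72 under DRP-104 (0.09, SE 0.349, adjusted p = 0.808), 19.0% ± 1.24 under anti-PD1 and 20.3% ± 0.939 under the combination (0.08, SE 0.349, adjusted p = 0.934). The exhaustion genes of CD4 T cell-like cells under DRP-104 had 2 of 18 lower and 0 higher with the lane as a block (9 and 0 adjusted over the list alone). Under the combination 1 of 18 was higher and 0 lower (3 and 2). Tested over all CD4 T cell-like cells, these counts were not separated from shifts between CD4 clusters, such as that of the Treg-like share. Tox was at 1419 ± 709.9 CPM in control and 1344 ± 259, 1388 ± 248 and 1573 ± 625 in the treated arms.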

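CD4 Mem1-like cells were 23.6% ± 15.3 of CD4 T cell-like cells under the combination (12.8% and 34.4% in its 2 mice) and 15.2% ± 0.870 in control (SD, n = 2 mice, log2 change 0.64, SE 0.557, adjusted p = 0.737, edgeR). Without the second mouse of the combination the change was −0.25. Under DRP-104 alone they were 21.6% ± 10.9 and under anti-PD1 17.2% ± 0.601. S1pr1 (ENSMUSG00000045092), a receptor with which cells leave tissue for the blood, marks this cluster at 192 ± 36.1 CPM, as do Sell at 134 ± 68.9 and Lef1 at 868 ± 201 CPM (SD over 8 mice). Of the 16 naive and memory genes in CD4 T cell-like cells 0 were called for the combination against control, with or without the lane as a block, also when adjusted over the list alone (edgeR).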

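Of the clusters of CD4 and CD8 T cells, 2 had a called share without the lane as a block: Treg-like cells were lower with DRP-104 on average, and CD8 Mem-like cells higher under the combination than under anti-PD1. Both calls were lost under some alternatives, the first in 7 of 8 fits without 1 mouse and the second in 2 of 8. The paper's account of the shares takes in CD8_Ex1_, CD8_Mem_, Tregs, CD4_Mem1_ and the exhausted CD4 clusters, which it reports as larger under the combination. The CD8 Ex-like, CD4 Mem1-like, CD4 Tox/Ex1-like and CD4 Ex2-like differences were not called. Of these, the CD8 Ex-like cluster does not tell CD8_Ex1_ from CD8_Ex2_. On the effector side, DRP-104 went with lower Gzmb in both lineages when the lane was a block: CD4 T cell-like cells had 15.7 ± 22.8 CPM with DRP-104 and 90.4 ± 60.4 without (SD, n = 4 mice, −2.92, SE 0.284, adjusted p = 1.08e-06, edgeR), and CD8 T cell-like cells 19.9 ± 10.4 and 131 ± 97.0 (−2.63, SE 0.296, adjusted p = 3.25e-06). Without the block the adjusted p was 1.0 and 0.264. B cell-like cells, at 10.9 ± 9.92 CPM without DRP-104, had a fall of Gzmb too (−4.18, adjusted p = 0.0144 with the block), and RNA from other cells was not separated from the change in T cells. Other immune regulators moved with it in CD4 T cell-like cells, where 84 genes were called on average with the block (0 without it and with DESeq2, 221 at an unadjusted p under 0.05, 21 with DESeq2 and the block): the suppressive cytokine Il10 (ENSMUSG00000016529, −1.41, adjusted p = 0.00537) and the chemokine receptor Ccr5 (ENSMUSG00000079227, −1.26, adjusted p = 0.00105) fell, and Bcl2 rose (0.65, adjusted p = 0.00244). Tested over all CD4 T cell-like cells, these changes and that of Gzmb were not separated from the smaller Treg-like share. In CD8 T cell-like cells 53 genes were called with the block, 0 without it (217 at an unadjusted p under 0.05), 1, Gzmb, with DESeq2 and 27 with DESeq2 and the block. The fall of Gzmb in these cells was not separated from shifts between CD8 clusters. In a fit of 2 groups of 4 mice with the lane as a block, DRP-104 or not gave 5 genes in CD8 T cell-like cells, and another split of the mice gave 5 as well, so their count there stays open. Averaged over anti-PD1, 3 of 18 effector genes fell in CD8 T cell-like cells and 0 rose (5 and 0 adjusted over the list alone), and of 20 exhaustion genes 0 changed (1 higher adjusted over the list alone). For this average no gene list passed the set test fry in CD8 T cell-like cells, with or without the block. These data measure transcripts and surface proteins, and neither killing nor cytokine release.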

In summary, our single-cell analysis demonstrates that combining DRP-104 with anti-PD1 may alter the functionality and transcriptional state of *Keap1* mutant tumor–infiltrating CD4 and CD8 T cell populations, driving them from an exhausted program toward a more functional effector/memory state.

### DRP-104 enhances the effector function of CD4 and CD8 T cells

Our ExCITE-seq data revealed that DRP-104 and anti-PD1 therapy had a marked effect on specific T cell populations, including T_regs_, and on the distribution of memory versus exhausted T cell subsets. We then aimed to corroborate these findings and further characterize the functionality of T cells within the tumor microenvironment of *Keap1* mutant lung tumors treated with DRP-104. We performed multi-color flow cytometry on *Keap1* R470C mutant KP tumor-bearing lungs (gating shown in fig. S5A) after 5 and 10 days of treatment with DRP-104, anti-PD1, or the combination of both (Fig. 5A). After 5 days of treatment, we observed a modest increase in CD3 T cells following combination therapy with anti-PD1 and DRP-104, in comparison to untreated controls (Fig. 5B). Despite not being statistically significant, this increase in T cell population is likely driven by small increases in CD4 and CD8 T cell subsets (fig. S5B). Consistent with our ExCITE-seq data, DRP-104 profoundly decreased the proportion of T_regs_ (Figs. 4E and 5C). Furthermore, we observed an increase in CD8 central memory populations (identified by expression of CD44^+^ and CD62L^+^) following DRP-104 treatment, which was further augmented with addition of anti-PD1 (Fig. 5D).

**Fig. 5.**
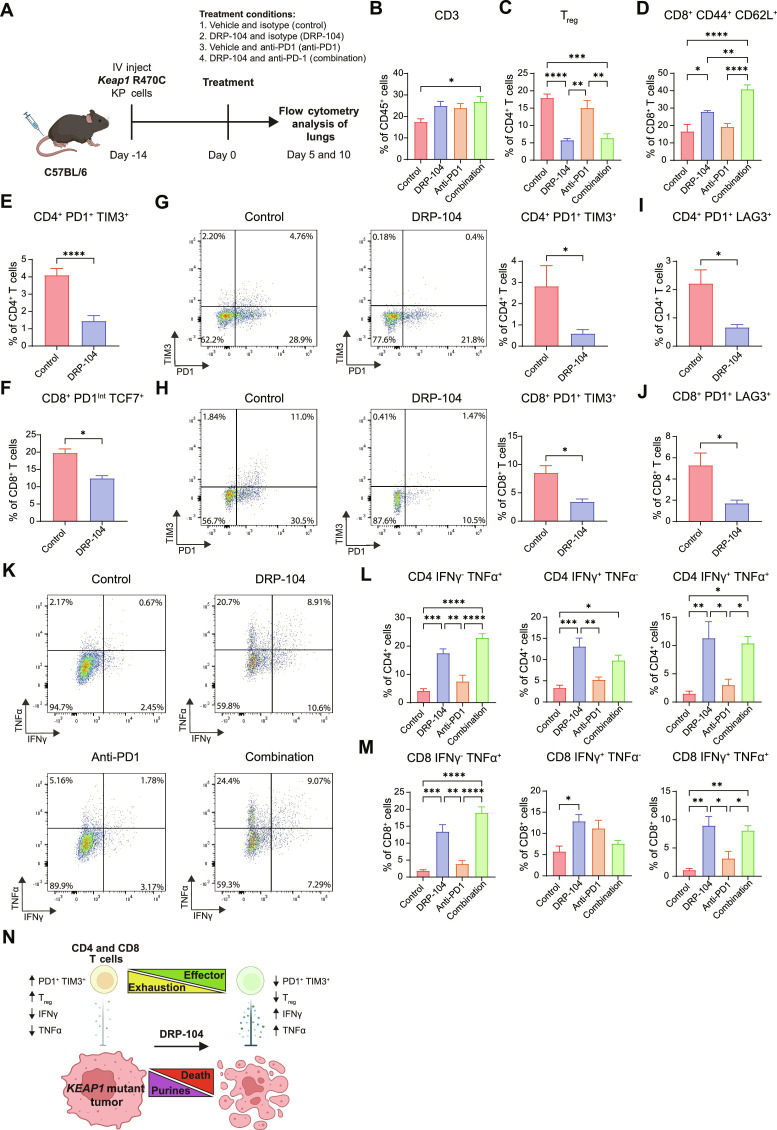
DRP-104 reduces T cell exhaustion and enhances effector T cell function in vivo. (**A**) Schematic of experimental design. *Keap1* R470C mutant KP lines were injected intravenously into C57BL/6 mice. Fourteen days after injection, treatment with DRP-104 (3 mg/kg) or vehicle and anti-PD1 (200 μg intraperitoneally three times a week) or isotype control was initiated. Lungs were collected from tumor-bearing mice either 5 or 10 days after treatment initiation and analyzed by flow cytometry. (**B** to **F**) Flow cytometry quantification of (B) CD3 T cells, (C) T_regs_ (CD4^+^ FoxP3^+^ CD25^+^), (D) CD8^+^ CD44^+^ CD62L^+^ (central memory CD8 T cells), (E) CD4^+^ PD1^+^ TIM3^+^, and (F) CD8^+^ PD1 intermediate TCF7^+^ populations after 5 days of treatment (*n* = 5 per group). (**G** and **H**) Flow cytometry analysis of PD1^+^ TIM3^+^ populations for (G) CD4 T cells and (H) CD8 T cells with representative gating after 10 days of treatment with DRP-104 (*n* = 3 to 6 per group). (**I** and **J**) Flow cytometry quantification of PD1^+^ LAG3^+^ for (I) CD4 T cells and (J) CD8 T cells (*n* = 3 to 6 per group) after 10 days of treatment with DRP-104. (**K** to **M**) Representative gating (K) and flow cytometry quantification of IFNγ and TNFα expression for PMA/ionomycin-stimulated (L) CD4 T cells and (M) CD8 T cells after 5 days of treatment with DRP-104 or vehicle and/or anti-PD1 or isotype control (*n* = 5 per group). (**N**) Overview of effect of DRP-104 on *KEAP1* mutant tumors and T cells. Data were analyzed by either Mann-Whitney test or one-way ANOVA and Tukey’s multiple-comparison testing. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

We next shifted our focus on evaluating T cell exhaustion since our ExCITE-seq analysis suggested that DRP-104 reduced T cell–exhausted subsets (Fig. 4E). On the basis of several studies (*69*, *70*, *72*, *75*–*79*), T cell exhaustion is a state of dysfunction associated with expression of surface inhibitor markers such as PD1, TIM3, TIGIT, and LAG3, with PD1/TIM3 coexpression denoting terminally exhausted T cell populations (*72*, *80*). This state is often characterized by reduced functionality, typically manifested by impaired cytokine production (*69*, *70*, *72*, *75*–*78*). Although exhaustion has been most extensively studied in the context of CD8 T cells, similar gene expression profiles are also seen in exhausted CD4 T cells (*75*). Flow cytometry analysis revealed that 5 days of treatment with DRP-104 significantly reduced the proportion of terminally exhausted PD1^+^ TIM3^+^ CD4 T cells, but not TIM3^+^ PD1^+^ CD8 T cells (Fig. 5E and fig. S5C). Unfortunately, likely due to the blocking effect of anti-PD1 therapy, we were unable to identify PD1^+^ populations in mice treated with anti-PD1 therapy (fig. S5D). Despite not observing changes in CD8^+^ PD1^+^ TIM3^+^ T cells, we did find a reduction in PD1^Int^ TCF7^+^ CD8 T cells in DRP-104–treated animals (Fig. 5F), corresponding to CD8-exhausted progenitor cells (*71*, *81*–*83*). These progenitor cells are thought to give rise to terminally exhausted T cells but can also be rescued to differentiate into memory/effector T cells (*81*, *82*, *84*). It is feasible that the increase in CD8 memory cells observed with DRP-104 treatment is due to driving exhausted progenitor CD8 T cells toward memory cell differentiation. Since T cell exhaustion is induced by prolonged antigen stimulation (*85*) and because of our observation that DRP-104 treatment reduced exhausted progenitor CD8 T cells, we hypothesized that additional days of DRP-104 treatment would drive a difference in the proportion of terminally exhausted CD8 T cells. After 10 days of DRP-104 treatment, when we quantified terminally exhausted CD4 and CD8 populations, we observed that both terminally exhausted CD4 and CD8 populations coexpressing PD1 and TIM3 (Fig. 5, G and H) or coexpressing PD1 and LAG3 (Fig. 5, I and J) were significantly reduced.

A fundamental characteristic of T cell exhaustion is reduced T cell function that is typified by decreased production of cytokines (*70*), such as interferon γ (IFNγ) and tumor necrosis factor α (TNFα), which are key effector molecules in antitumor responses. We have previously demonstrated that these cytokines are suppressed in T cells from *Keap1* mutant tumors compared to WT tumors (*50*). To assess whether DRP-104 treatment improves the function of both CD4 and CD8 T cells, we isolated T cells from *Keap1* mutant tumors treated with DRP-104 and/or anti-PD1 and evaluated their cytokine production after phorbol 12-myristate 13-acetate (PMA)/ionomycin stimulation. Flow cytometry analysis revealed that CD4 and CD8 T cells from DRP-104–treated mice had augmented IFNγ and TNFα production (Fig. 5, K to M), suggesting that the effector function of these T lymphocytes was greatly enhanced by the drug. Specifically, we find that DRP-104 treatment resulted in increased IFNγ^+^ TNFα^+^ double-positive T cells (Fig. 5, L and M). Anti-PD1 alone or the combination of DRP-104 with anti-PD1 did not necessarily increase the expression of these effector cytokines when compared to DRP-104 monotherapy (Fig. 5, L and M). In summary, using complementary methods, including ExCITE-seq and functional flow cytometry assays, we established that DRP-104 not only targets tumor-intrinsic purine metabolism but also diminishes T_regs_ and exhausted T cell populations that characterize *Keap1* mutant lung tumors. On the basis of these observations, we conclude that DRP-104 therapy enhances the functionality of antitumor CD4 and CD8 T cell responses, resulting in overall improved outcomes when combined with anti-PD1 therapy (Fig. 5N).

## DISCUSSION

*KEAP1* mutations are frequently found in LUAD and are associated with poor response rates to standard of care therapy (*2*, *12*, *19*, *65*, *74*). Despite knowing the metabolic vulnerabilities of *KEAP1* mutant LUAD (*2*, *23*, *36*), there are currently no clinically approved treatments specifically targeting this mutation. The KEAPSAKE trial was a phase 2 randomized multicenter double-blind clinical trial comparing the addition of the glutaminase inhibitor CB-839 or placebo control to standard of care checkpoint blockade and chemotherapy for patients with metastatic NSCLC with *KEAP1* or *NRF2* mutations. The trial was terminated due to lack of clinical benefit, and therefore, alternative approaches to targeting *KEAP1* mutant lung tumors need to be explored. Here, using immunodeficient and immunocompetent orthotopic murine cancer models, we demonstrate that DRP-104, a broad-acting glutamine antagonist, is efficacious against *KEAP1* mutant tumors by a mechanism distinct from GLS1-selective inhibitors, such as CB-839. Through our metabolomic analysis, we show that the intrinsic vulnerability of *KEAP1* mutant tumors to DRP-104 arises from the inhibition of nucleotide synthesis. Using our recently developed antigenic orthotopic lung cancer model (*50*), we revealed that DRP-104 not only is effective in targeting *Keap1* mutant lung tumors but also, in combination with checkpoint blockade DRP-104, led to significantly enhanced survival of mice compared to monotherapy. Using ExCITE-seq, we further identified that DRP-104 treatment leads to notable reduction in T_regs_. In addition, combining DRP-104 with anti-PD1 reduces a previously described *Ccl5*-expressing dysfunctional CD8 population (CD8_Ex1_) (*45*) while also expanding memory T cell populations (CD8_Mem_ and CD4_Mem1_). We then validated that DRP-104 reduced exhausted T cell populations and improved the functionality of T cells in the tumor microenvironment, as demonstrated by increased IFNγ and TNFα expression. Overall, our work validates that *Keap1* mutant tumors are sensitive to inhibition of glutamine metabolism by DRP-104, which operates both through cell-intrinsic mechanisms and through enhancement of antitumor T cell responses.

We identified that the major cell-intrinsic mechanism that contributes to the high sensitivity of *KEAP1* mutant tumors to DRP-104 centers on nucleotide synthesis. Previous studies from our laboratory demonstrated that *KEAP1* mutant tumors are glutamine addicted and depend on exogenous glutamine (*2*, *36*). However, unlike CB-839 that impairs glutamate-dependent anaplerosis, DRP-104 targets multiple glutamine-dependent reactions in *KEAP1* mutant tumors. Through a comprehensive metabolic analysis, we identified purine synthesis as a major target of DRP-104. Moreover, supplementation with nucleosides proved sufficient to rescue the DRP-104–mediated inhibition of *Keap1* mutant cell growth. A second possible tumor-intrinsic mechanism contributing to the sensitivity to DRP-104 is due to the enzymatic activation of the prodrug by the enzyme CES1 to produce the active form DON. *CES1* and the mouse ortholog *ces1g* are transcriptional targets of NRF2 (*2*, *47*). As a result, we speculate that the tumor microenvironment of *KEAP1* mutant tumors could be enriched with DON, the active form of DRP-104. This could potentially lead to a significantly enhanced efficacy of the drug. Additional work is needed to validate the role of NRF2 in *Ces1g* expression and DRP-104 sensitivity. CES1 expression could potentially serve as a biomarker in any tumor type that is sensitive to DRP-104. A third potential mechanism of *KEAP1* mutant sensitivity to DRP-104 is through NRF2-mediated regulation of glutamine transporters. NRF2 is known to up-regulate a series of transporters that facilitate glutamine uptake including SLC7A5, SLC38A6, and SLC3A2 (*2*, *86*–*89*). Since DRP-104 and DON are structurally similar to glutamine, the uptake of these drugs into *KEAP1* mutant tumors may be enhanced through increased expression of these glutamine transporters. Down-regulation of these transporters may also reflect a potential mechanism of resistance to DRP-104. Further work investigating the role of NRF2-regulated glutamine transporters can be performed through selective knockout of these transporters.

Targeting glutamine metabolism is a double-edged sword with potential consequences to proliferating cells. Previous work has demonstrated that T cell activation and proliferation is dependent on glutamine (*62*). However, glutamine utilization has multiple effects on T cell effector function (*48*, *61*, *62*, *90*, *91*). It has been suggested that inhibition of GLS1, the enzyme that metabolizes glutamine to glutamate, with CB-839 can either enhance or impair CD8 cytotoxic function (*61*, *90*). Other work has demonstrated that GLS1 inhibition can enhance T_H_1 cytokine production (*49*). The work presented here does not delineate the mechanism in which DRP-104 may reduce T cell exhaustion or enhance T cell function. One hypothesis, referred to as “glutamine steal” phenomenon (*91*), is that tumors with glutamine consumption can inhibit T cell function through depletion of free glutamine in the microenvironment. Potentially, DRP-104 reverses this depletion by inhibiting glutamine consumption of *KEAP1* mutant tumors and thereby increasing extracellular glutamine availability for metabolically active effector T cells. While this hypothesis supports an indirect effect of DRP-104 on T cells, DRP-104 may also have a direct effect on T cells. Previous work has evaluated the effect of DON on T cells (*48*), but did not explore the effect of the prodrug DRP-104. It is also not clear to what extent CES1 is excreted and able to enzymatically activate DRP-104 in the extracellular space of the tumor microenvironment, where it can directly affect T cell function. Further work is needed to investigate the impact of DRP-104 on T cells in a reductionist manner, to specifically examine the impact on T cell activation, cytokine production, and exhaustion.

In summary, DRP-104 is a promising therapeutic agent that has high efficacy in *KEAP1* mutant lung tumors. Our work demonstrates that DRP-104 not only targets tumor-intrinsic vulnerabilities via inhibition of nucleotide synthesis but also enhances the function of antitumor T cells and can be combined with checkpoint blockade, the current standard of care in NSCLC. These findings provide a mechanistic rationale for the clinical trial (NCT04471415) using DRP-104 in combination with checkpoint blockade in LUAD patients specifically with loss-of-function *KEAP1* mutations or gain-of-function *NRF2* mutations.

## MATERIALS AND METHODS

### Cell lines

KP and KPK cells used here were previously established (*2*). *Stk11* knockout tumors were generated by transient transfection of PX458 (Addgene 48138) expressing a guide targeting *Lkb1*. Single green fluorescent protein (GFP)–positive clones were selected, and *Lkb1* loss was validated by Western blot. *Nrf2* gain of function (Neh2 deletion), *Keap1* R470C mutant, and *Keap1* WT KP cell lines were generated as previously described (*2*, *74*). Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS) and gentamicin. *Keap1* R470C and *Keap1* WT KP cells were maintained in hygromycin selection (800 μg/ml).

### In vitro DRP-104 treatments and metabolic rescues

For cell viability assays, cells were plated in a white, opaque 96-well plate with clear bottom at a density of 1000 cells per well in RPMI 1640 with 10% FBS. After attachment, DRP-104, CB-839, or DON was added at the indicated concentrations. After 5 days, cell viability was assessed by CellTiter-Glo. For metabolic rescue experiments, 2000 cells per well were plated in a 12-well plate in RPMI 1640 with 10% FBS. Cells were pretreated with the indicated metabolites for 24 hours and then treated with DRP-104 for 5 days. Cells were stained with a 0.5% crystal violet solution in 20% methanol. Plates were then washed and dried, and crystal violet was eluted in 400 ml of 10% acetic acid. Data are plotted as relative cell growth to vehicle-treated control.

### Tumor mouse models

All experiments were approved by the New York University (NYU) Institutional Animal Care and Use Committee (IA16-01627). In vivo experiments using KP, KPK, KP *Nrf2* GoF, *Stk11* mutant, and *Keap1/Stk11* co-mutant KP cells were performed using nude (JAX strain #002019), NOD SCID Gamma (NSG; JAX strain #005557), of C57BL/6J (JAX strain #000664) mice. Cells [100,000 cells in 100 μl of phosphate-buffered saline (PBS)] were injected subcutaneously into each flank of the mouse. Tumors were measured by calipers, and volume was calculated based on 0.5 × length × width^2^. Once tumor volume was ~100 mm^3^, treatment was initiated. For PDXs, tumors were implanted in the flank of NSG mice as previously described (*2*). To generate orthotopic lung tumors, *Keap1* WT or *Keap1* R470C KP cells expressing luciferase GFP were injected intravenously (100,000 cells in 100 μl of PBS) into female C57BL/6J (JAX strain #000664) mice and tumor burden was measured by bioluminescence (PerkinElmer IVIS Spectrum In Vivo Imaging System, D-luciferin, PerkinElmer #122799). Data were analyzed using Living Image software.

### Treatments and T cell depletion

Treatment with DRP-104 (1 to 4 mg/kg) or vehicle control (10% Tween 80, 10% ethanol in 0.9% saline) was administered subcutaneously 5 days on, 2 days off. For anti-PD1 therapy, mice were administered anti-PD1 (29.F1A12, Bio X Cell BE0273) or isotype control [rat immunoglobulin G2a (IgG2a), Bio X Cell #BE0089] (200 μg) intraperitoneally three times a week. For T cell depletion experiments, either anti-CD8 (2.43, Bio X Cell BE0061) or isotype control (rat IgG2a, LTF-2, Bio X Cell BE0090) (150 μg) was administered intraperitoneally twice a week once tumor burden was established by bioluminescence. One day after administration of antibody, DRP-104 (3 mg/kg) was injected subcutaneously 5 days on, 2 days off.

### Metabolomics

For in vitro tracing, KPK tumor cells were plated at 100,000 cells per well in a 12-well plate in RPMI 1640 with 10% FBS. Cells were treated with DRP-104 [0.5 to 1.0 μM or dimethyl sulfoxide (DMSO)] for 24 hours. The medium was then replaced with fresh RPMI containing either 11 mM [U^13^C]-d-glucose or 2 mM [U^13^C]-l-glutamine and cultured for 1 hour. Cells were collected and prepared for LCMS as previously described (*92*). For in vivo metabolomics, CTG743 PDX tumors were implanted into NSG mice as described above. After tumors were approximately 100 mm^3^, mice were treated with either vehicle control or DRP-104 (3 mg/kg) for 5 days. Mice were euthanized, and then tumors were dissected. Tumor tissue was immediately flash-frozen in liquid nitrogen. Approximately 5 mg of tissue was collected for analysis by LCMS. Tumor tissue was homogenized in metabolite extraction buffer [80% (v/v) ice-cold methanol containing norvaline (1.4 μg/ml)] using Precellys. After homogenization, tissue samples were prepared for LCMS following the same methods used for the in vitro tracing experiments described above. Fractional enrichment was calculated as the peak area of an individual isotopologue divided by the summed peak areas of all isotopologues for that metabolite.

### ExCITE sequencing

Mice were sedated with ketamine and xylazine and then were injected with 2 μg of allophycocyanin (APC) anti-CD45 (2 μg per mouse diluted in 100 μl of PBS, BioLegend 30-F11) retro-orbitally. After 3 min, the chest of the mouse was opened. Lungs were removed and each lobe was separated and cleaned. The lung lobes were cut on a glass slide into small pieces and then digested [collagenase IV (Sigma-Aldrich, C5138), deoxyribonuclease I (Sigma-Aldrich, DN25) in RPMI with 10% FBS] for 35 min at 37°C. Digestion was stopped by addition of EDTA (1 mM). Digested cells were then filtered into a single-cell suspension through a 100-μm filter. Red blood cell (RBC) lysis was performed. Cells were then washed and suspended in a staining buffer. Cells were then stained with live dead staining (Zombie UV fixable viability dye, BioLegend #423107) and phycoerythrin (PE)–Cy7 anti-CD45 (see the next section for staining protocol).

Approximately 500,000 lung immune cells from each condition (two mice per condition) were sorted as live^+^ IV-CD45^−^ CD45^+^, and 50,000 tumor cells were sorted as live^+^ CD45^−^ GFP^+^. Sorted samples were multiplexed using cell hashing antibodies (BioLegend) and stained with ADTs (see antibody table). Cells (25,000) from each treatment condition were pooled and loaded into 10X Chromium. Gene expression, together with Hashtag oligo (HTO) libraries, was processed using Cell Ranger (v5.0.0) in multi-mode. Cell-containing droplets were selected using HTODemux function available in Seurat program. Unique molecular identifier (UMI) count matrices from each modality were imported into the same Seurat object as separate assays. Viable cells were filtered based on having more than 200 genes detected and less than 10% of total UMIs stemming from mitochondrial transcripts. HTO counts were normalized using centered log ratio transformation before hashed samples were demultiplexed using the Seurat::HTODemux function. Protein counts were normalized using centered log ratio transformation. RNA counts were normalized using Seurat::SCTransform function with regressions of cell cycle score, ribosomal, and mitochondrial percentages. Multimodal integration was performed using the weighted-nearest neighbor (WNN) method in Seurat. Briefly, a WNN network was constructed based on modality weights estimated for each cell using Seurat::FindMultiModalNeighbors function with top 40 and top 30 PCs from normalized RNA and protein counts, respectively. A shared nearest neighbor graph was then built based on the first 40 principal components (PCs) followed by identification of cell clusters using Leiden algorithm and Seurat::FindClusters function at multiple resolutions to identify potential rare cell types. Cell types were annotated based on canonical cell type markers and differential expressed genes of each cluster identified using Seurat::FindAllMarkers function with a logistic regression model. Clusters expressing markers of the same cell type were merged into a single cluster. Cell were then projected onto a uniform manifold (*93*) using the top 40 PCs for visualization.

### Flow cytometry and immunohistochemistry

Mice were euthanized, and lungs were digested into a single-cell suspension as described above. Single cells were transferred to a 96-well round bottom plate and resuspended in FACS (fluorescence-activated cell sorting) buffer [0.5% bovine serum albumin (BSA), 0.1% sodium azide, and 1 mM EDTA]. Live/dead staining was initially performed per protocol (Zombie UV fixable viability dye, BioLegend 423107). Cells were then blocked with Fc block (2.4G2, Bio X Cell) for 10 min on ice. Antibody cocktail for surface staining was then added for 15 min on ice, and then samples were washed with FACS buffer. Cells needing intracellular staining for FoxP3 were fixed and permeabilized using the FoxP3 Staining buffer kit (eBioscience 00552300). Intracellular Fc blocking was applied for 10 min on ice and then intracellularly stained with FoxP3 antibody for 1 hour on ice. Cells were then washed and resuspended in FACS buffer. For cytokine staining, single-cell suspension cells were plated on a 96-well flat bottom plate. Cells were stimulated with PMA (0.1 μg/ml, Sigma-Aldrich P-8139), ionomycin (1 μg/ml, Sigma-Aldrich I-0634), GolgiPlug (BD Biosciences 55029, 1:1000), and GolgiStop (BD Biosciences 555029, 1:1000) for 4.5 hours in RPMI with 10% FBS at 37°C. Next, cells were washed, transferred to a 96-well round bottom plate, and resuspended in FACS buffer. Surface staining was done as described above. Cells were then fixed with 2% paraformaldehyde (diluted in FACS buffer) and then permeabilized by 0.5% saponin (diluted in FACS buffer). Cells were blocked intracellularly with Fc block and then stained for 1 hour with cytokine antibody cocktail. Next, the cells were washed and resuspended in FACS buffer. The samples were filtered with a 100-μm filter and then run on BD LSRFortessa. Data were analyzed using FlowJo version 10.

For immunohistochemistry, tissues were fixed in 10% zinc formalin for 48 hours and processed through graded ethanol and xylene and into paraffin in a Leica Peloris automated processor. The iterative multiplex immunostaining protocol was performed on the Leica BondRX automated stainer, according to the manufacturers’ instructions with the antibodies. Briefly, all slides underwent sequential heat retrieval with either Leica Biosystems epitope retrieval 1 solution (ER1, pH 6.0, AR9961) or retrieval 2 solution (ER2, pH 9.0, AR9640), followed by primary and secondary antibody incubations and tyramide signal amplification (TSA) with Opal fluorophores. Primary and secondary antibodies were removed during heat retrieval steps, while fluorophores remained covalently attached to the epitope. Semi-automated image acquisition was performed on a Vectra Polaris multispectral imaging system at 20×. Whole slide unmixed scans were viewed with Akoya Phenochart. Slides were analyzed using QuPath 0.2.3. Antibodies used are listed in table S1.

### Statistics

Statistical analysis was performed using GraphPad Prism v9. All data are expressed as mean plus SEM. Data were analyzed by statistical test indicated in figure legends. All tests were two tailed.

## References

[1] D. Hanahan, R. A. Weinberg, Hallmarks of cancer: The next generation. Cell 144, 646–674 (2011).21376230 10.1016/j.cell.2011.02.013

[2] R. Romero, V. I. Sayin, S. M. Davidson, M. R. Bauer, S. X. Singh, S. E. LeBoeuf, T. R. Karakousi, D. C. Ellis, A. Bhutkar, F. J. Sánchez-Rivera, L. Subbaraj, B. Martinez, R. T. Bronson, J. R. Prigge, E. E. Schmidt, C. J. Thomas, C. Goparaju, A. Davies, I. Dolgalev, A. Heguy, V. Allaj, J. T. Poirier, A. L. Moreira, C. M. Rudin, H. I. Pass, M. G. Vander Heiden, T. Jacks, T. Papagiannakopoulos, Keap1 loss promotes Kras-driven lung cancer and results in dependence on glutaminolysis. Nat. Med. 23, 1362–1368 (2017).28967920 10.1038/nm.4407PMC5677540

[3] L. Lignitto, S. E. LeBoeuf, H. Homer, S. Jiang, M. Askenazi, T. R. Karakousi, H. I. Pass, A. J. Bhutkar, A. Tsirigos, B. Ueberheide, V. I. Sayin, T. Papagiannakopoulos, M. Pagano, Nrf2 activation promotes lung cancer metastasis by inhibiting the degradation of bach1. Cell 178, 316–329.e18 (2019).31257023 10.1016/j.cell.2019.06.003PMC6625921

[4] D. B. Shackelford, E. Abt, L. Gerken, D. S. Vasquez, A. Seki, M. Leblanc, L. Wei, M. C. Fishbein, J. Czernin, P. S. Mischel, R. J. Shaw, LKB1 Inactivation dictates therapeutic response of non-small cell lung cancer to the metabolism drug phenformin. Cancer Cell 23, 143–158 (2013).23352126 10.1016/j.ccr.2012.12.008PMC3579627

[5] A. T. Shaw, D. W. Kim, K. Nakagawa, T. Seto, L. Crinó, M. J. Ahn, T. de Pas, B. Besse, B. J. Solomon, F. Blackhall, Y. L. Wu, M. Thomas, K. J. O–Byrne, D. Moro-Sibilot, D. R. Camidge, T. Mok, V. Hirsh, G. J. Riely, S. Iyer, V. Tassell, A. Polli, K. D. Wilner, P. A. Jänne, Crizotinib versus chemotherapy in advanced ALK-positive lung cancer. N. Engl. J. Med. 368, 2385–2394 (2013).23724913 10.1056/NEJMoa1214886

[6] B. J. Solomon, T. Mok, D. W. Kim, Y. L. Wu, K. Nakagawa, T. Mekhail, E. Felip, F. Cappuzzo, J. Paolini, T. Usari, S. Iyer, A. Reisman, K. D. Wilner, J. Tursi, F. Blackhall, First-line crizotinib versus chemotherapy in ALK-positive lung cancer. N. Engl. J. Med. 371, 2167–2177 (2014).25470694 10.1056/NEJMoa1408440

[7] A. T. Shaw, T. M. Bauer, F. de Marinis, E. Felip, Y. Goto, G. Liu, J. Mazieres, D. W. Kim, T. Mok, A. Polli, H. Thurm, A. M. Calella, G. Peltz, B. J. Solomon, First-line lorlatinib or crizotinib in advanced ALK-positive lung cancer. N. Engl. J. Med. 383, 2018–2029 (2020).33207094 10.1056/NEJMoa2027187

[8] M. Maemondo, A. Inoue, K. Kobayashi, S. Sugawara, S. Oizumi, H. Isobe, A. Gemma, M. Harada, H. Yoshizawa, I. Kinoshita, Y. Fujita, S. Okinaga, H. Hirano, K. Yoshimori, T. Harada, T. Ogura, M. Ando, H. Miyazawa, T. Tanaka, Y. Saijo, K. Hagiwara, S. Morita, T. Nukiwa, Gefitinib or chemotherapy for non–small-cell lung cancer with mutated EGFR. N. Engl. J. Med. 362, 2380–2388 (2010).20573926 10.1056/NEJMoa0909530

[9] S. S. Ramalingam, J. Vansteenkiste, D. Planchard, B. C. Cho, J. E. Gray, Y. Ohe, C. Zhou, T. Reungwetwattana, Y. Cheng, B. Chewaskulyong, R. Shah, M. Cobo, K. H. Lee, P. Cheema, M. Tiseo, T. John, M.-C. Lin, F. Imamura, T. Kurata, A. Todd, R. Hodge, M. Saggese, Y. Rukazenkov, J.-C. Soria; FLAURA Investigators, Overall survival with osimertinib in untreated *EGFR*-mutated advanced NSCLC. N. Engl. J. Med. 382, 41–50 (2020).31751012 10.1056/NEJMoa1913662

[10] F. Skoulidis, B. T. Li, G. K. Dy, T. J. Price, G. S. Falchook, J. Wolf, A. Italiano, M. Schuler, H. Borghaei, F. Barlesi, T. Kato, A. Curioni-Fontecedro, A. Sacher, A. Spira, S. S. Ramalingam, T. Takahashi, B. Besse, A. Anderson, A. Ang, Q. Tran, O. Mather, H. Henary, G. Ngarmchamnanrith, G. Friberg, V. Velcheti, R. Govindan, Sotorasib for lung cancers with KRAS p.G12C mutation. N. Engl. J. Med. 384, 2371–2381 (2021).34096690 10.1056/NEJMoa2103695PMC9116274

[11] R. Pillai, M. Hayashi, A.-M. Zavitsanou, T. Papagiannakopoulos, NRF2: KEAPing tumors protected. Cancer Discov. 12, 625–643 (2022).35101864 10.1158/2159-8290.CD-21-0922PMC8904278

[12] W. L. Wu, T. Papagiannakopoulos, The pleiotropic role of the KEAP1/NRF2 pathway in cancer. N. Engl. J. Med. 4, 413–435 (2020).

[13] K. Itoh, T. Chiba, S. Takahashi, T. Ishii, K. Igarashi, Y. Katoh, T. Oyake, N. Hayashi, K. Satoh, I. Hatayama, M. Yamamoto, Y. I. Nabeshima, An Nrf2/small Maf heterodimer mediates the induction of phase II detoxifying enzyme genes through antioxidant response elements. Biochem. Biophys. Res. Commun. 236, 313–322 (1997).9240432 10.1006/bbrc.1997.6943

[14] K. Itoh, N. Wakabayashi, Y. Katoh, T. Ishii, K. Igarashi, J. D. Engel, M. Yamamoto, Keap1 represses nuclear activation of antioxidant responsive elements by Nrf2 through binding to the amino-terminal Neh2 domain. Genes Dev. 13, 76–86 (1999).9887101 10.1101/gad.13.1.76PMC316370

[15] M. McMahon, K. Itoh, M. Yamamoto, S. A. Chanas, C. J. Henderson, L. McLellan, C. R. Wolf, C. Cavin, J. D. Hayes, The Cap–n–Collar basic leucine zipper transcription factor Nrf2 (NF-E2 p45-related Factor 2) controls both constitutive and inducible expression of intestinal detoxification and glutathione biosynthetic enzymes. Cancer Res. 61, 3299–3307 (2001).11309284

[16] N. Wakabayashi, A. T. Dinkova-Kostova, W. D. Holtzclaw, M. I. Kang, A. Kobayashi, M. Yamamoto, T. W. Kensler, P. Talalay, Protection against electrophile and oxidant stress by induction of the phase 2 response: Fate of cysteines of the Keap1 sensor modified by inducers. Proc. Natl. Acad. Sci. U.S.A. 101, 2040–2045 (2004).14764894 10.1073/pnas.0307301101PMC357048

[17] A. Kobayashi, M. I. Kang, H. Okawa, M. Ohtsuji, Y. Zenke, T. Chiba, K. Igarashi, M. Yamamoto, Oxidative stress sensor Keap1 functions as an adaptor for Cul3-based E3 ligase to regulate proteasomal degradation of Nrf2. Mol. Cell. Biol. 24, 7130–7139 (2004).15282312 10.1128/MCB.24.16.7130-7139.2004PMC479737

[18] F. Skoulidis, L. A. Byers, L. Diao, V. A. Papadimitrakopoulou, P. Tong, J. Izzo, C. Behrens, H. Kadara, E. R. Parra, J. R. Canales, J. Zhang, U. Giri, J. Gudikote, M. A. Cortez, C. Yang, Y. Fan, M. Peyton, L. Girard, K. R. Coombes, C. Toniatti, T. P. Heffernan, M. Choi, G. M. Frampton, V. Miller, J. N. Weinstein, R. S. Herbst, K. K. Wong, J. Zhang, P. Sharma, G. B. Mills, W. K. Hong, J. D. Minna, J. P. Allison, A. Futreal, J. Wang, I. I. Wistuba, J. V. Heymach, Co-occurring genomic alterations define major subsets of kras-mutant lung adenocarcinoma with distinct biology, immune profiles, and therapeutic vulnerabilities. Cancer Discov. 5, 860–877 (2015).26069186 10.1158/2159-8290.CD-14-1236PMC4527963

[19] S. Papillon-Cavanagh, P. Doshi, R. Dobrin, J. Szustakowski, A. M. Walsh, STK11 and KEAP1 mutations as prognostic biomarkers in an observational real-world lung adenocarcinoma cohort. ESMO Open 5, e000706 (2020).32312757 10.1136/esmoopen-2020-000706PMC7199918

[20] A. Singh, A. Daemen, D. Nickles, S. M. Jeon, O. Foreman, K. Sudini, F. Gnad, S. Lajoie, N. Gour, W. Mitzner, S. Chatterjee, E. J. Choi, B. Ravishankar, A. Rappaport, N. Patil, M. McCleland, L. Johnson, G. Acquaah-Mensah, E. Gabrielson, S. Biswal, G. Hatzivassiliou, NRF2 Activation promotes aggressive lung cancer and associates with poor clinical outcomes. Clin. Cancer Res. 27, 877–888 (2021).33077574 10.1158/1078-0432.CCR-20-1985PMC10867786

[21] M. M. Awad, S. Liu, I. I. Rybkin, K. C. Arbour, J. Dilly, V. W. Zhu, M. L. Johnson, R. S. Heist, T. Patil, G. J. Riely, J. O. Jacobson, X. Yang, N. S. Persky, D. E. Root, K. E. Lowder, H. Feng, S. S. Zhang, K. M. Haigis, Y. P. Hung, L. M. Sholl, B. M. Wolpin, J. Wiese, J. Christiansen, J. Lee, A. B. Schrock, L. P. Lim, K. Garg, M. Li, L. D. Engstrom, L. Waters, J. D. Lawson, P. Olson, P. Lito, S. H. I. Ou, J. G. Christensen, P. A. Jänne, A. J. Aguirre, Acquired resistance to KRASG12C inhibition in cancer. N. Engl. J. Med. 384, 2382–2393 (2021).34161704 10.1056/NEJMoa2105281PMC8864540

[22] M. V. Negrao, H. A. Araujo, G. Lamberti, A. J. Cooper, N. S. Akhave, T. Zhou, L. Delasos, J. K. Hicks, M. Aldea, G. Minuti, J. Hines, J. V. Aredo, M. J. Dennis, T. Chakrabarti, S. C. Scott, P. Bironzo, M. Scheffler, P. Christopoulos, A. Stenzinger, J. W. Riess, S. Y. Kim, S. B. Goldberg, M. Li, Q. Wang, Y. Qing, Y. Ni, M. T. Do, R. Lee, B. Ricciuti, J. V. Alessi, J. Wang, B. Resuli, L. Landi, S.-C. Tseng, M. Nishino, S. R. Digumarthy, W. Rinsurongkawong, V. Rinsurongkawong, A. A. Vaporciyan, G. R. Blumenschein, J. Zhang, D. H. Owen, C. M. Blakely, G. Mountzios, C. A. Shu, C. M. Bestvina, M. C. Garassino, K. A. Marrone, J. E. Gray, S. P. Patel, A. L. Cummings, H. A. Wakelee, J. Wolf, G. V. Scagliotti, F. Cappuzzo, F. Barlesi, P. D. Patil, L. Drusbosky, D. L. Gibbons, F. Meric-Bernstam, J. J. Lee, J. V. Heymach, D. S. Hong, R. S. Heist, M. M. Awad, F. Skoulidis, Co-mutations and KRAS G12C inhibitor efficacy in advanced NSCLC. Cancer. Discov. 13, 1556–1571 (2023).37068173 10.1158/2159-8290.CD-22-1420PMC11024958

[23] R. Romero, F. J. Sánchez-Rivera, P. M. K. Westcott, K. L. Mercer, A. Bhutkar, A. Muir, T. J. González Robles, S. Lamboy Rodríguez, L. Z. Liao, S. R. Ng, L. Li, C. I. Colón, S. Naranjo, M. C. Beytagh, C. A. Lewis, P. P. Hsu, R. T. Bronson, M. G. Vander Heiden, T. Jacks, Keap1 mutation renders lung adenocarcinomas dependent on Slc33a1. Nat. Cancer 1, 589–602 (2020).34414377 10.1038/s43018-020-0071-1PMC8373048

[24] S. A. Best, D. P. de Souza, A. Kersbergen, A. N. Policheni, S. Dayalan, D. Tull, V. Rathi, D. H. Gray, M. E. Ritchie, M. J. McConville, K. D. Sutherland, Synergy between the KEAP1/NRF2 and PI3K pathways drives non-small-cell lung cancer with an altered immune microenvironment. Cell Metab. 27, 935–943.e4 (2018).29526543 10.1016/j.cmet.2018.02.006

[25] S. A. Best, S. Ding, A. Kersbergen, X. Dong, J. Y. Song, Y. Xie, B. Reljic, K. Li, J. E. Vince, V. Rathi, G. M. Wright, M. E. Ritchie, K. D. Sutherland, Distinct initiating events underpin the immune and metabolic heterogeneity of KRAS-mutant lung adenocarcinoma. Nat. Commun. 10, 4190 (2019).31519898 10.1038/s41467-019-12164-yPMC6744438

[26] K. Chan, F. Robert, C. Oertlin, D. Kapeller-Libermann, D. Avizonis, J. Gutierrez, A. Handly-Santana, M. Doubrovin, J. Park, C. Schoepfer, B. da Silva, M. Yao, F. Gorton, J. Shi, C. J. Thomas, L. E. Brown, J. A. Porco Jr., M. Pollak, O. Larsson, J. Pelletier, I. I. C. Chio, eIF4A supports an oncogenic translation program in pancreatic ductal adenocarcinoma. Nat. Commun. 10, 5151 (2019).31723131 10.1038/s41467-019-13086-5PMC6853918

[27] I. I. C. Chio, S. M. Jafarnejad, M. Ponz-Sarvise, Y. Park, K. Rivera, W. Palm, J. Wilson, V. Sangar, Y. Hao, D. Öhlund, K. Wright, D. Filippini, E. J. Lee, B. da Silva, C. Schoepfer, J. E. Wilkinson, J. M. Buscaglia, G. M. DeNicola, H. Tiriac, M. Hammell, H. C. Crawford, E. E. Schmidt, C. B. Thompson, D. J. Pappin, N. Sonenberg, D. A. Tuveson, NRF2 promotes tumor maintenance by modulating mRNA translation in pancreatic cancer. Cell 166, 963–976 (2016).27477511 10.1016/j.cell.2016.06.056PMC5234705

[28] G. M. DeNicola, P. H. Chen, E. Mullarky, J. A. Sudderth, Z. Hu, D. Wu, H. Tang, Y. Xie, J. M. Asara, K. E. Huffman, I. I. Wistuba, J. D. Minna, R. J. DeBerardinis, L. C. Cantley, NRF2 regulates serine biosynthesis in non–small cell lung cancer. Nat. Genet. 47, 1475–1481 (2015).26482881 10.1038/ng.3421PMC4721512

[29] G. M. DeNicola, F. A. Karreth, T. J. Humpton, A. Gopinathan, C. Wei, K. Frese, D. Mangal, K. H. Yu, C. J. Yeo, E. S. Calhoun, F. Scrimieri, J. M. Winter, R. H. Hruban, C. Iacobuzio-Donahue, S. E. Kern, I. A. Blair, D. A. Tuveson, Oncogene-induced Nrf2 transcription promotes ROS detoxification and tumorigenesis. Nature 475, 106–109 (2011).21734707 10.1038/nature10189PMC3404470

[30] Y. P. Kang, L. Torrente, A. Falzone, C. M. Elkins, M. Liu, J. M. Asara, C. C. Dibble, G. M. DeNicola, Cysteine dioxygenase 1 is a metabolic liability for non-small cell lung cancer. eLife 8, e45572 (2019).31107239 10.7554/eLife.45572PMC6584702

[31] A. T. Dinkova-Kostova, W. D. Holtzclaw, R. N. Cole, K. Itoh, N. Wakabayashi, Y. Katoh, M. Yamamoto, P. Talalay, Direct evidence that sulfhydryl groups of Keap1 are the sensors regulating induction of phase 2 enzymes that protect against carcinogens and oxidants. Proc. Natl. Acad. Sci. U.S.A. 99, 11908–11913 (2002).12193649 10.1073/pnas.172398899PMC129367

[32] T. Shibata, A. Kokubu, M. Gotoh, H. Ojima, T. Ohta, M. Yamamoto, S. Hirohashi, Genetic alteration of Keap1 confers constitutive Nrf2 activation and resistance to chemotherapy in gallbladder cancer. Gastroenterology 135, 1358–1368.e4 (2008).18692501 10.1053/j.gastro.2008.06.082

[33] S. Homma, Y. Ishii, Y. Morishima, T. Yamadori, Y. Matsuno, N. Haraguchi, N. Kikuchi, H. Satoh, T. Sakamoto, N. Hizawa, K. Itoh, M. Yamamoto, Nrf2 Enhances cell proliferation and resistance to anticancer drugs in human lung cancer. Clin. Cancer Res. 15, 3423–3432 (2009).19417020 10.1158/1078-0432.CCR-08-2822

[34] T. Saito, Y. Ichimura, K. Taguchi, T. Suzuki, T. Mizushima, K. Takagi, Y. Hirose, M. Nagahashi, T. Iso, T. Fukutomi, M. Ohishi, K. Endo, T. Uemura, Y. Nishito, S. Okuda, M. Obata, T. Kouno, R. Imamura, Y. Tada, R. Obata, D. Yasuda, K. Takahashi, T. Fujimura, J. Pi, M. S. Lee, T. Ueno, T. Ohe, T. Mashino, T. Wakai, H. Kojima, T. Okabe, T. Nagano, H. Motohashi, S. Waguri, T. Soga, M. Yamamoto, K. Tanaka, M. Komatsu, p62/Sqstm1 promotes malignancy of HCV-positive hepatocellular carcinoma through Nrf2-dependent metabolic reprogramming. Nat. Commun. 7, 12030 (2016).27345495 10.1038/ncomms12030PMC4931237

[35] M. Hayashi, A. Kuga, M. Suzuki, H. Panda, H. Kitamura, H. Motohashi, M. Yamamoto, Microenvironmental activation of Nrf2 restricts the progression of Nrf2-activated malignant tumors. Cancer Res. 80, 3331–3344 (2020).32636316 10.1158/0008-5472.CAN-19-2888

[36] V. I. Sayin, S. E. LeBoeuf, S. X. Singh, S. M. Davidson, D. Biancur, B. S. Guzelhan, S. W. Alvarez, W. L. Wu, T. R. Karakousi, A. M. Zavitsanou, J. Ubriaco, A. Muir, D. Karagiannis, P. J. Morris, C. J. Thomas, R. Possemato, M. G. Vander Heiden, T. Papagiannakopoulos, Activation of the NRF2 antioxidant program generates an imbalance in central carbon metabolism in cancer. eLife 6, e28083 (2017).28967864 10.7554/eLife.28083PMC5624783

[37] S. Mukhopadhyay, D. Goswami, P. P. Adiseshaiah, W. Burgan, M. Yi, T. M. Guerin, S. V. Kozlov, D. V. Nissley, F. McCormick, Undermining glutaminolysis bolsters chemotherapy while NRF2 promotes chemoresistance in KRAS-driven pancreatic cancers. Cancer Res. 80, 1630–1643 (2020).31911550 10.1158/0008-5472.CAN-19-1363PMC7185043

[38] H. W. Dion, S. A. Fusari, Z. L. Jakubowski, J. G. Zora, Q. R. Bartz, 6-Diazo-5-oxo-L-norleucine, a new tumor-inhibitory substance. II. Isolation and characterization. J. Am. Chem. Soc. 78, 3075–3077 (1956).

[39] A. Rahman, F. P. Smith, P. T. Luc, P. V. Woolley, Phase I study and clinical pharmacology of 6-diazo-5-oxo-L-norleucine (DON). Invest. New Drugs 3, 369–374 (1985).4086244 10.1007/BF00170760

[40] G. Lynch, N. Kemeny, E. Casper, Phase II evaluation of DON (6-diazo-5-oxo-L-norleucine) in patients with advanced colorectal carcinoma. Am. J. Clin. Oncol. 5, 541–543 (1982).7180833

[41] G. B. Magill, W. P. L. Myers, H. C. Reilly, R. C. Putnam, J. W. Magill, M. P. Sykes, G. C. Escher, D. A. Karnofsky, J. H. Burchenal, Pharmacological and initial therapeutic observations on 6-diazo-5-oxo-1-norleucine (DON) in human neoplastic disease. Cancer 10, 1138–1150 (1957).13489662 10.1002/1097-0142(195711/12)10:6<1138::aid-cncr2820100608>3.0.co;2-k

[42] K. M. Lemberg, J. J. Vornov, R. Rais, B. S. Slusher, We–re not “DON” yet: Optimal dosing and prodrug delivery of 6-diazo-5-oxo-L-norleucine. Mol. Cancer Ther. 17, 1824–1832 (2018).30181331 10.1158/1535-7163.MCT-17-1148PMC6130910

[43] R. Rais, K. M. Lemberg, L. Tenora, M. L. Arwood, A. Pal, J. Alt, Y. Wu, J. Lam, J. M. H. Aguilar, L. Zhao, D. E. Peters, C. Tallon, R. Pandey, A. G. Thomas, R. P. Dash, T. Seiwert, P. Majer, R. D. Leone, J. D. Powell, B. S. Slusher, Discovery of DRP-104, a tumor-targeted metabolic inhibitor prodrug. Sci. Adv. 8, eabq5925 (2022).36383674 10.1126/sciadv.abq5925PMC9668306

[44] Y. Yokoyama, T. M. Estok, R. Wild, Sirpiglenastat (DRP-104) induces antitumor efficacy through direct, broad antagonism of glutamine metabolism and stimulation of the innate and adaptive immune systems. Mol. Cancer Ther. 21, 1561–1572 (2022).35930753 10.1158/1535-7163.MCT-22-0282

[45] B. L. Horton, D. M. Morgan, N. Momin, M. Zagorulya, E. Torres-Mejia, V. Bhandarkar, K. D. Wittrup, J. C. Love, S. Spranger, Lack of CD8+ T cell effector differentiation during priming mediates checkpoint blockade resistance in non-small cell lung cancer. Sci. Immunol. 6, eabi8800 (2021).34714687 10.1126/sciimmunol.abi8800PMC10786005

[46] V. I. Sayin, M. X. Ibrahim, E. Larsson, J. A. Nilsson, P. Lindahl, M. O. Bergo, Antioxidants accelerate lung cancer progression in mice. Sci. Transl. Med. 6, 221ra215 (2014).10.1126/scitranslmed.300765324477002

[47] E. V. Knatko, M. H. Tatham, Y. Zhang, C. Castro, M. Higgins, S. Dayalan Naidu, C. Leonardi, L. de la Vega, T. Honda, J. L. Griffin, R. T. Hay, A. T. Dinkova-Kostova, Downregulation of Keap1 confers features of a fasted metabolic state. iScience 23, 101638 (2020).33103077 10.1016/j.isci.2020.101638PMC7575887

[48] R. D. Leone, L. Zhao, J. M. Englert, I. M. Sun, M. H. Oh, I. H. Sun, M. L. Arwood, I. A. Bettencourt, C. H. Patel, J. Wen, A. Tam, R. L. Blosser, E. Prchalova, J. Alt, R. Rais, B. S. Slusher, J. D. Powell, Glutamine blockade induces divergent metabolic programs to overcome tumor immune evasion. Science 366, 1013–1021 (2019).31699883 10.1126/science.aav2588PMC7023461

[49] M. O. Johnson, M. M. Wolf, M. Z. Madden, G. Andrejeva, A. Sugiura, D. C. Contreras, D. Maseda, M. V. Liberti, K. Paz, R. J. Kishton, M. E. Johnson, A. A. de Cubas, P. Wu, G. Li, Y. Zhang, D. C. Newcomb, A. D. Wells, N. P. Restifo, W. K. Rathmell, J. W. Locasale, M. L. Davila, B. R. Blazar, J. C. Rathmell, Distinct regulation of Th17 and Th1 cell differentiation by glutaminase-dependent metabolism. Cell 175, 1780–1795.e19 (2018).30392958 10.1016/j.cell.2018.10.001PMC6361668

[50] A.-M. Zavitsanou, R. Pillai, Y. Hao, W. L. Wu, E. Bartnicki, T. Karakousi, S. Rajalingam, A. Herrera, A. Karatza, A. Rashidfarrokhi, S. Solis, M. Ciampricotti, A. H. Yeaton, E. Ivanova, C. A. Wohlhieter, T. B. Buus, M. Hayashi, B. Karadal-Ferrena, H. I. Pass, J. T. Poirier, C. M. Rudin, K. K. Wong, A. L. Moreira, K. M. Khanna, A. Tsirigos, T. Papagiannakopoulos, S. B. Koralov, KEAP1 mutation in lung adenocarcinoma promotes immune evasion and immunotherapy resistance. Cell Rep. 42, (2023).10.1016/j.celrep.2023.113295PMC1075597037889752

[51] B. J. Altman, Z. E. Stine, C. V. Dang, From Krebs to clinic: Glutamine metabolism to cancer therapy. Nat. Rev. Cancer 16, 619–634 (2016).27492215 10.1038/nrc.2016.71PMC5484415

[52] F. Huang, M. Ni, M. D. Chalishazar, K. E. Huffman, J. Kim, L. Cai, X. Shi, F. Cai, L. G. Zacharias, A. S. Ireland, K. Li, W. Gu, A. K. Kaushik, X. Liu, A. F. Gazdar, T. G. Oliver, J. D. Minna, Z. Hu, R. J. DeBerardinis, Inosine monophosphate dehydrogenase dependence in a subset of small cell lung cancers. Cell Metab. 28, 369–382.e5 (2018).30043754 10.1016/j.cmet.2018.06.005PMC6125205

[53] A. K. Kaushik, A. Tarangelo, L. K. Boroughs, M. Ragavan, Y. Zhang, C.-Y. Wu, X. Li, K. Ahumada, J.-C. Chiang, V. T. Tcheuyap, F. Saatchi, Q. N. Do, C. Yong, T. Rosales, C. Stevens, A. D. Rao, B. Faubert, P. Pachnis, L. G. Zacharias, H. Vu, F. Cai, T. P. Mathews, G. Genovese, B. S. Slusher, P. Kapur, X. Sun, M. Merritt, J. Brugarolas, R. J. De Berardinis, In vivo characterization of glutamine metabolism identifies therapeutic targets in clear cell renal cell carcinoma. Sci. Adv. 8, eabp8293 (2022).36525494 10.1126/sciadv.abp8293PMC9757752

[54] C.-H. Chang, J. Qiu, D. O’Sullivan, M. D. Buck, T. Noguchi, J. D. Curtis, Q. Chen, M. Gindin, M. M. Gubin, G. J. W. van der Windt, E. Tonc, R. D. Schreiber, E. J. Pearce, E. L. Pearce, Metabolic competition in the tumor microenvironment is a driver of cancer progression. Cell 162, 1229–1241 (2015).26321679 10.1016/j.cell.2015.08.016PMC4864363

[55] E. H. Ma, G. Bantug, T. Griss, S. Condotta, R. M. Johnson, B. Samborska, N. Mainolfi, V. Suri, H. Guak, M. L. Balmer, M. J. Verway, T. C. Raissi, H. Tsui, G. Boukhaled, S. Henriques da Costa, C. Frezza, C. M. Krawczyk, A. Friedman, M. Manfredi, M. J. Richer, C. Hess, R. G. Jones, Serine is an essential metabolite for effector T cell expansion. Cell Metab. 25, 345–357 (2017).28111214 10.1016/j.cmet.2016.12.011

[56] R. D. Sheldon, E. H. Ma, L. M. DeCamp, K. S. Williams, R. G. Jones, Interrogating in vivo T-cell metabolism in mice using stable isotope labeling metabolomics and rapid cell sorting. Nat. Protoc. 16, 4494–4521 (2021).34349284 10.1038/s41596-021-00586-2

[57] B. Samborska, D. G. Roy, J. F. Rahbani, M. F. Hussain, E. H. Ma, R. G. Jones, L. Kazak, Creatine transport and creatine kinase activity is required for CD8+ T cell immunity. Cell Rep. 38, 110446 (2022).35235777 10.1016/j.celrep.2022.110446

[58] I. Kaymak, K. M. Luda, L. R. Duimstra, E. H. Ma, J. Longo, M. S. Dahabieh, B. Faubert, B. M. Oswald, M. L. J. Watson, S. M. Kitchen-Goosen, L. M. DeCamp, S. E. Compton, Z. Fu, R. J. DeBerardinis, K. S. Williams, R. D. Sheldon, R. G. Jones, Carbon source availability drives nutrient utilization in CD8+ T cells. Cell Metab. 34, 1298–1311.e6 (2022).35981545 10.1016/j.cmet.2022.07.012PMC10068808

[59] C.-H. Chang, J. D. Curtis, L. B. Maggi Jr., B. Faubert, A. V. Villarino, D. O’Sullivan, S. C. C. Huang, G. J. W. van der Windt, J. Blagih, J. Qiu, J. D. Weber, E. J. Pearce, R. G. Jones, E. L. Pearce, Posttranscriptional control of T Cell effector function by aerobic glycolysis. Cell 153, 1239–1251 (2013).23746840 10.1016/j.cell.2013.05.016PMC3804311

[60] J. Wu, G. Li, L. Li, D. Li, Z. Dong, P. Jiang, Asparagine enhances LCK signalling to potentiate CD8+ T-cell activation and anti-tumour responses. Nat. Cell Biol. 23, 75–86 (2021).33420490 10.1038/s41556-020-00615-4

[61] S. A. Best, P. M. Gubser, S. Sethumadhavan, A. Kersbergen, Y. L. Negrón Abril, J. Goldford, K. Sellers, W. Abeysekera, A. L. Garnham, J. A. McDonald, C. E. Weeden, D. Anderson, D. Pirman, T. P. Roddy, D. J. Creek, A. Kallies, G. Kingsbury, K. D. Sutherland, Glutaminase inhibition impairs CD8 T cell activation in STK11-/Lkb1-deficient lung cancer. Cell Metab. 34, 874–887.e6 (2022).35504291 10.1016/j.cmet.2022.04.003

[62] E. L. Carr, A. Kelman, G. S. Wu, R. Gopaul, E. Senkevitch, A. Aghvanyan, A. M. Turay, K. A. Frauwirth, Glutamine uptake and metabolism are coordinately regulated by ERK/MAPK during T lymphocyte activation. J. Immunol. 185, 1037–1044 (2010).20554958 10.4049/jimmunol.0903586PMC2897897

[63] M. Momcilovic, S. T. Bailey, J. T. Lee, M. C. Fishbein, C. Magyar, D. Braas, T. Graeber, N. J. Jackson, J. Czernin, E. Emberley, M. Gross, J. Janes, A. Mackinnon, A. Pan, M. Rodriguez, M. Works, W. Zhang, F. Parlati, S. Demo, E. Garon, K. Krysan, T. C. Walser, S. M. Dubinett, S. Sadeghi, H. R. Christofk, D. B. Shackelford, Targeted inhibition of EGFR and glutaminase induces metabolic crisis in EGFR mutant lung cancer. Cell Rep. 18, 601–610 (2017).28099841 10.1016/j.celrep.2016.12.061PMC5260616

[64] M. Momcilovic, S. T. Bailey, J. T. Lee, M. C. Fishbein, D. Braas, J. Go, T. G. Graeber, F. Parlati, S. Demo, R. Li, T. C. Walser, M. Gricowski, R. Shuman, J. Ibarra, D. Fridman, M. E. Phelps, K. Badran, M. St. John, N. M. Bernthal, N. Federman, J. Yanagawa, S. M. Dubinett, S. Sadeghi, H. R. Christofk, D. B. Shackelford, The GSK3 signaling axis regulates adaptive glutamine metabolism in lung squamous cell carcinoma. Cancer Cell 33, 905–921.e5 (2018).29763624 10.1016/j.ccell.2018.04.002PMC6451645

[65] D. Marinelli, M. Mazzotta, S. Scalera, I. Terrenato, F. Sperati, L. D’Ambrosio, M. Pallocca, G. Corleone, E. Krasniqi, L. Pizzuti, M. Barba, S. Carpano, P. Vici, M. Filetti, R. Giusti, A. Vecchione, M. Occhipinti, A. Gelibter, A. Botticelli, F. De Nicola, L. Ciuffreda, F. Goeman, E. Gallo, P. Visca, E. Pescarmona, M. Fanciulli, R. De Maria, P. Marchetti, G. Ciliberto, M. Maugeri-Saccà, KEAP1-driven co-mutations in lung adenocarcinoma unresponsive to immunotherapy despite high tumor mutational burden. Ann. Oncol. 31, 1746–1754 (2020).32866624 10.1016/j.annonc.2020.08.2105

[66] E. P. Mimitou, A. Cheng, A. Montalbano, S. Hao, M. Stoeckius, M. Legut, T. Roush, A. Herrera, E. Papalexi, Z. Ouyang, R. Satija, N. E. Sanjana, S. B. Koralov, P. Smibert, Multiplexed detection of proteins, transcriptomes, clonotypes and CRISPR perturbations in single cells. Nat. Methods 16, 409–412 (2019).31011186 10.1038/s41592-019-0392-0PMC6557128

[67] T. B. Buus, A. Herrera, E. Ivanova, E. Mimitou, A. Cheng, R. S. Herati, T. Papagiannakopoulos, P. Smibert, N. Odum, S. B. Koralov, Improving oligo-conjugated antibody signal in multimodal single-cell analysis. eLife 10, e61973 (2021).33861199 10.7554/eLife.61973PMC8051954

[68] M. Stoeckius, C. Hafemeister, W. Stephenson, B. Houck-Loomis, P. K. Chattopadhyay, H. Swerdlow, R. Satija, P. Smibert, Simultaneous epitope and transcriptome measurement in single cells. Nat. Methods 14, 865–868 (2017).28759029 10.1038/nmeth.4380PMC5669064

[69] A. Schietinger, M. Philip, V. E. Krisnawan, E. Y. Chiu, J. J. Delrow, R. S. Basom, P. Lauer, D. G. Brockstedt, S. E. Knoblaugh, G. J. Hämmerling, T. D. Schell, N. Garbi, P. D. Greenberg, Tumor-specific T cell dysfunction is a dynamic antigen-driven differentiation program initiated early during tumorigenesis. Immunity 45, 389–401 (2016).27521269 10.1016/j.immuni.2016.07.011PMC5119632

[70] E. J. Wherry, S. J. Ha, S. M. Kaech, W. N. Haining, S. Sarkar, V. Kalia, S. Subramaniam, J. N. Blattman, D. L. Barber, R. Ahmed, Molecular signature of CD8+ T cell exhaustion during chronic viral infection. Immunity 27, 670–684 (2007).17950003 10.1016/j.immuni.2007.09.006

[71] M. A. Paley, D. C. Kroy, P. M. Odorizzi, J. B. Johnnidis, D. V. Dolfi, B. E. Barnett, E. K. Bikoff, E. J. Robertson, G. M. Lauer, S. L. Reiner, E. J. Wherry, Progenitor and terminal subsets of CD8+ T cells cooperate to contain chronic viral infection. Science 338, 1220–1225 (2012).23197535 10.1126/science.1229620PMC3653769

[72] L. M. McLane, M. S. Abdel-Hakeem, E. J. Wherry, CD8 T Cell exhaustion during chronic viral infection and cancer. Annu. Rev. Immunol. 37, 457–495 (2015).10.1146/annurev-immunol-041015-05531830676822

[73] T. L. Walunas, D. S. Bruce, L. Dustin, D. Y. Loh, J. A. Bluestone, Ly-6C is a marker of memory CD8+ T cells. J. Immunol. 155, 1873–1883 (1995).7543536

[74] A.-M. Zavitsanou, R. Pillai, Y. Hao, W. L. Wu, E. Bartnicki, T. Karakousi, S. Rajalingam, A. Herrera, A. Karatza, A. Rashidfarrokhi, S. Solis, M. Ciampricotti, A. H. Yeaton, E. Ivanova, C. A. Wohlhieter, T. B. Buus, M. Hayashi, B. Karadal-Ferrena, H. I. Pass, J. T. Poirier, C. M. Rudin, K.-K. Wong, A. L. Moreira, K. M. Khanna, A. Tsirigos, T. Papagiannakopoulos, S. B. Koralov, KEAP1 mutation in lung adenocarcinoma promotes immune evasion and immunotherapy resistance. Cell Rep. 42, (2023).10.1016/j.celrep.2023.113295PMC1075597037889752

[75] A. Crawford, J. M. Angelosanto, C. Kao, T. A. Doering, P. M. Odorizzi, B. E. Barnett, E. J. Wherry, Molecular and transcriptional basis of CD4+ T Cell dysfunction during chronic infection. Immunity 40, 289–302 (2014).24530057 10.1016/j.immuni.2014.01.005PMC3990591

[76] M. Philip, L. Fairchild, L. Sun, E. L. Horste, S. Camara, M. Shakiba, A. C. Scott, A. Viale, P. Lauer, T. Merghoub, M. D. Hellmann, J. D. Wolchok, C. S. Leslie, A. Schietinger, Chromatin states define tumour-specific T cell dysfunction and reprogramming. Nature 545, 452–456 (2017).28514453 10.1038/nature22367PMC5693219

[77] M. Philip, A. Schietinger, Heterogeneity and fate choice: T cell exhaustion in cancer and chronic infections. Curr. Opin. Immunol. 58, 98–103 (2019).31181510 10.1016/j.coi.2019.04.014PMC7608527

[78] A. C. Scott, F. Dündar, P. Zumbo, S. S. Chandran, C. A. Klebanoff, M. Shakiba, P. Trivedi, L. Menocal, H. Appleby, S. Camara, D. Zamarin, T. Walther, A. Snyder, M. R. Femia, E. A. Comen, H. Y. Wen, M. D. Hellmann, N. Anandasabapathy, Y. Liu, N. K. Altorki, P. Lauer, O. Levy, M. S. Glickman, J. Kaye, D. Betel, M. Philip, A. Schietinger, TOX is a critical regulator of tumour-specific T cell differentiation. Nature 571, 270–274 (2019).31207604 10.1038/s41586-019-1324-yPMC7698992

[79] M. Andreatta, J. Corria-Osorio, S. Müller, R. Cubas, G. Coukos, S. J. Carmona, Interpretation of T cell states from single-cell transcriptomics data using reference atlases. Nat. Commun. 12, 2965 (2021).34017005 10.1038/s41467-021-23324-4PMC8137700

[80] C. U. Blank, W. N. Haining, W. Held, P. G. Hogan, A. Kallies, E. Lugli, R. C. Lynn, M. Philip, A. Rao, N. P. Restifo, A. Schietinger, T. N. Schumacher, P. L. Schwartzberg, A. H. Sharpe, D. E. Speiser, E. J. Wherry, B. A. Youngblood, D. Zehn, Defining ‘T cell exhaustion’. Nat. Rev. Immunol. 19, 665–674 (2019).31570879 10.1038/s41577-019-0221-9PMC7286441

[81] D. T. Utzschneider, M. Charmoy, V. Chennupati, L. Pousse, D. P. Ferreira, S. Calderon-Copete, M. Danilo, F. Alfei, M. Hofmann, D. Wieland, S. Pradervand, R. Thimme, D. Zehn, W. Held, T cell factor 1-expressing memory-like CD8(+) T cells sustain the immune response to chronic viral infections. Immunity 45, 415–427 (2016).27533016 10.1016/j.immuni.2016.07.021

[82] S. J. Im, M. Hashimoto, M. Y. Gerner, J. Lee, H. T. Kissick, M. C. Burger, Q. Shan, J. S. Hale, J. Lee, T. H. Nasti, A. H. Sharpe, G. J. Freeman, R. N. Germain, H. I. Nakaya, H. H. Xue, R. Ahmed, Defining CD8+ T cells that provide the proliferative burst after PD-1 therapy. Nature 537, 417–421 (2016).27501248 10.1038/nature19330PMC5297183

[83] B. C. Miller, D. R. Sen, R. al Abosy, K. Bi, Y. V. Virkud, M. W. LaFleur, K. B. Yates, A. Lako, K. Felt, G. S. Naik, M. Manos, E. Gjini, J. R. Kuchroo, J. J. Ishizuka, J. L. Collier, G. K. Griffin, S. Maleri, D. E. Comstock, S. A. Weiss, F. D. Brown, A. Panda, M. D. Zimmer, R. T. Manguso, F. S. Hodi, S. J. Rodig, A. H. Sharpe, W. N. Haining, Subsets of exhausted CD8+ T cells differentially mediate tumor control and respond to checkpoint blockade. Nat. Immunol. 20, 326–336 (2019).30778252 10.1038/s41590-019-0312-6PMC6673650

[84] I. Siddiqui, K. Schaeuble, V. Chennupati, S. A. Fuertes Marraco, S. Calderon-Copete, D. Pais Ferreira, S. J. Carmona, L. Scarpellino, D. Gfeller, S. Pradervand, S. A. Luther, D. E. Speiser, W. Held, Intratumoral Tcf1+PD-1+CD8+ T Cells with stem-like properties promote tumor control in response to vaccination and checkpoint blockade immunotherapy. Immunity 50, 195–211.e10 (2019).30635237 10.1016/j.immuni.2018.12.021

[85] S. A. Vardhana, M. A. Hwee, M. Berisa, D. K. Wells, K. E. Yost, B. King, M. Smith, P. S. Herrera, H. Y. Chang, A. T. Satpathy, M. R. M. van den Brink, J. R. Cross, C. B. Thompson, Impaired mitochondrial oxidative phosphorylation limits the self-renewal of T cells exposed to persistent antigen. Nat. Immunol. 21, 1022–1033 (2020).32661364 10.1038/s41590-020-0725-2PMC7442749

[86] Y. D. Bhutia, V. Ganapathy, Glutamine transporters in mammalian cells and their functions in physiology and cancer. Biochim. Biophys. Acta, Mol. Cell Res. 1863, 2531–2539 (2016).10.1016/j.bbamcr.2015.12.017PMC491921426724577

[87] M. Nachef, A. K. Ali, S. M. Almutairi, S.-H. Lee, Targeting SLC1A5 and SLC3A2/SLC7A5 as a potential strategy to strengthen anti-tumor immunity in the tumor microenvironment. Front. Immunol. 12, 624324 (2021).33953707 10.3389/fimmu.2021.624324PMC8089370

[88] Y. Peng, W. Chen, F. Huang, M. Geng, X. Li, F. Zhang, W. Zhu, L. Meng, R. Holmdahl, J. Xu, S. Lu, SLC38A6 expression in macrophages exacerbates pulmonary inflammation. Respir. Res. 24, 33 (2023).36707853 10.1186/s12931-023-02330-8PMC9881254

[89] X. Zhao, L. Jin, Y. Liu, Z. Liu, Q. Liu, Bioinformatic analysis of the role of solute carrier-glutamine transporters in breast cancer. Ann. Transl. Med. 10, 777 (2022).35965834 10.21037/atm-22-2620PMC9372701

[90] S. Varghese, S. Pramanik, L. J. Williams, H. R. Hodges, C. W. Hudgens, G. M. Fischer, C. K. Luo, B. Knighton, L. Tan, P. L. Lorenzi, A. L. Mackinnon, J. L. McQuade, Y. Hailemichael, J. Roszik, W. Peng, Y. N. Vashisht Gopal, The glutaminase inhibitor CB-839 (Telaglenastat) enhances the antimelanoma activity of T-cell–mediated immunotherapies. Mol. Cancer Ther. 20, 500–511 (2021).33361272 10.1158/1535-7163.MCT-20-0430PMC7933078

[91] D. N. Edwards, V. M. Ngwa, A. L. Raybuck, S. Wang, Y. Hwang, L. C. Kim, S. H. Cho, Y. Paik, Q. Wang, S. Zhang, H. C. Manning, J. C. Rathmell, R. S. Cook, M. R. Boothby, J. Chen, Selective glutamine metabolism inhibition in tumor cells improves antitumor T lymphocyte activity in triple-negative breast cancer. J. Clin. Invest. 131, (2021).10.1172/JCI140100PMC788041733320840

[92] S. E. LeBoeuf, W. L. Wu, T. R. Karakousi, B. Karadal, S. R. E. Jackson, S. M. Davidson, K. K. Wong, S. B. Koralov, V. I. Sayin, T. Papagiannakopoulos, Activation of oxidative stress response in cancer generates a druggable dependency on exogenous non-essential amino acids. Cell Metab. 31, 339–350.e4 (2020).31813821 10.1016/j.cmet.2019.11.012PMC7004873

[93] L. H. McInnes, L. M. Innes, J. Healy, N. Saul, L. Großberger, UMAP: Uniform manifold approximation and projection. J. Open Source Softw. 3, 861 (2018).

# Supplementary material for: Glutamine antagonist DRP-104 suppresses tumor growth and enhances response to checkpoint blockade in KEAP1 mutant lung cancer
**Source:** Sci Adv. 2024 Mar 27;10(13):eadm9859. doi: 10.1126/sciadv.adm9859
**Supplement:** Supplementary file 1 — Figs. S1 to S5 Table S1

Supplementary Materials for
**Glutamine antagonist DRP-104 suppresses tumor growth and enhances
response to checkpoint blockade in *KEAP1* mutant lung cancer**

Ray Pillai *et al.*

Sci. Adv. **10**, eadm9859 (2024)
DOI: 10.1126/sciadv.adm9859

This PDF file includes:

Figs. S1 to S5
Table S1

A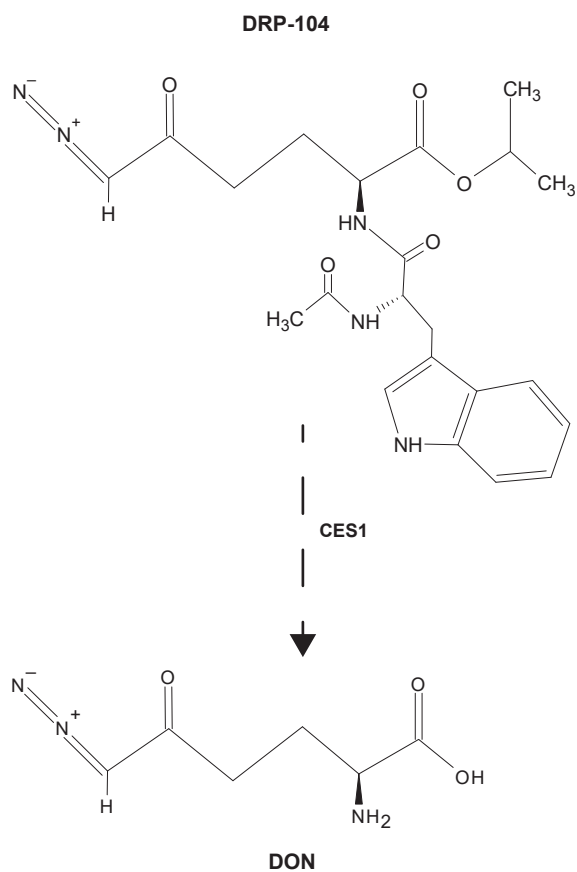**B**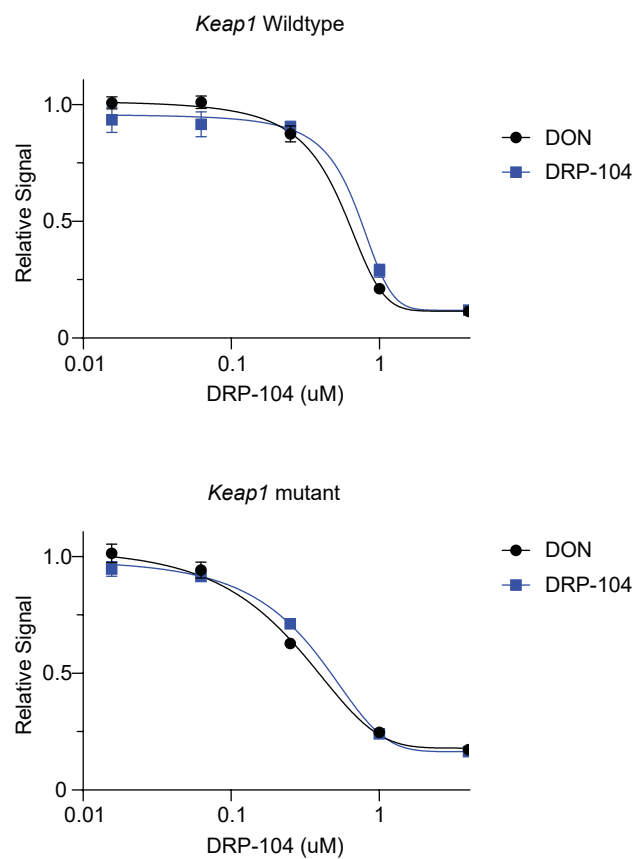**C**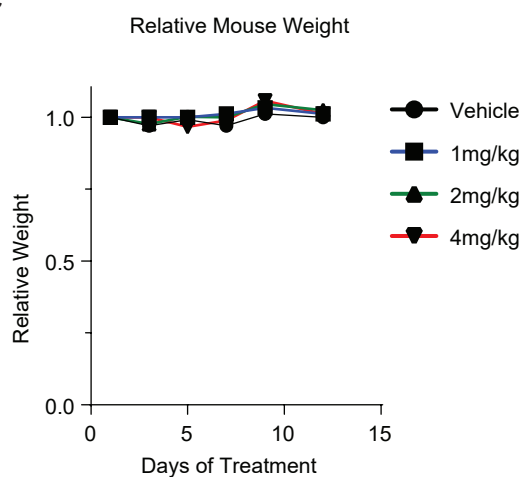**D**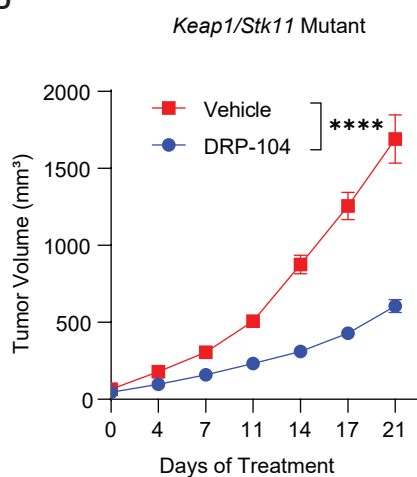**E**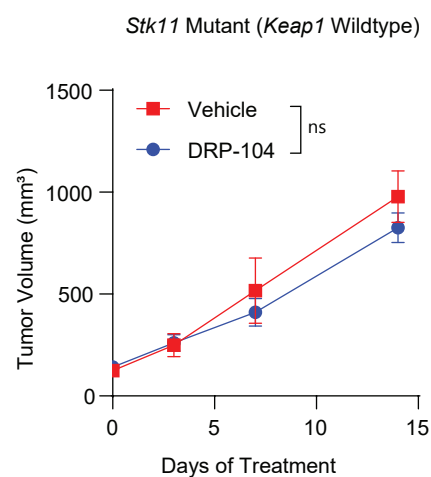

Figure S1: DRP-104 is effective *in vitro* and *in vivo* against *Keap1* mutant tumors

A: Structure of the prodrug DRP-104 which is enzymatically activated to 6-Diazo-6-oxo-L-norleucine (DON) by carboxylesterase 1 (CES1). **B:** *In vitro* dose response to DRP-104 and DON in *Keap1* wildtype and mutant cells. Cells were plated and treated with drug for three days and viability was measured by cell titer glo. **C:** C57BL/6 mice were treated with DRP-104 1, 2, or 4 mg/kg and relative weight to baseline is plotted. **D, E:** *Keap1/Stk11* co-mutant (**D**) or *Keap1* wildtype *Stk11* mutant (**E**) *Kras*^{G12D/+} *p53*^{-/-} cells were transplanted subcutaneously into C57BL/6 mice and response to DRP-104 (3 mg/kg) was measured (n=10 per group). Tumor growth was analyzed by two-way ANOVA. **** p < 0.0001, ns = not significant.

A

	Mutation Status				
PDX	KRAS	p53	KEAP1	STK11	Histologic Subtype
TPX1	-	-	WT	-	Adenocarcinoma
CTG1194	G12A	WT	WT	WT	Adenocarcinoma
LX465	G12D	L35Ffs*8	WT	WT	Adenocarcinoma
LX326	NRAS	R248L	G511C	WT	Adenocarcinoma
LX55a	G12C	R248L	D422N	WT	Adenocarcinoma
LX337	G12C	DeepDel	G332C	D53Tfs*11	Adenocarcinoma
CTG743	G12S	S215R	H311R	WT	Adenocarcinoma
LX640	WT	X261_splice	G511C	WT	Squamous

B

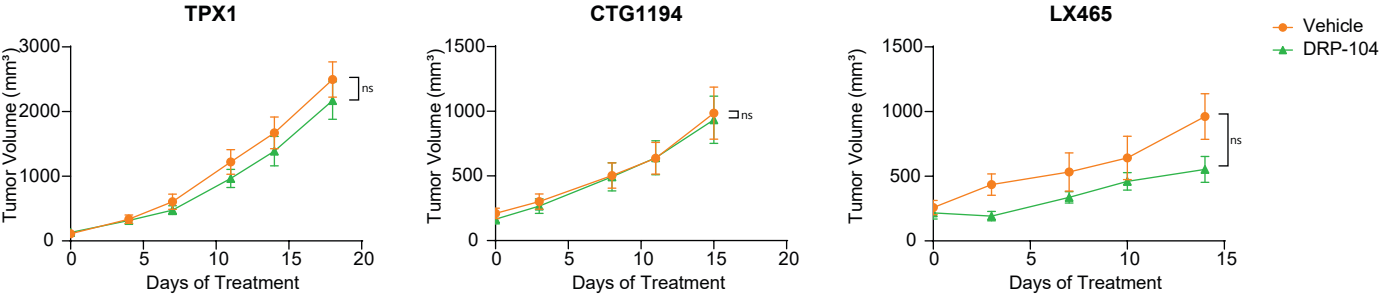

C

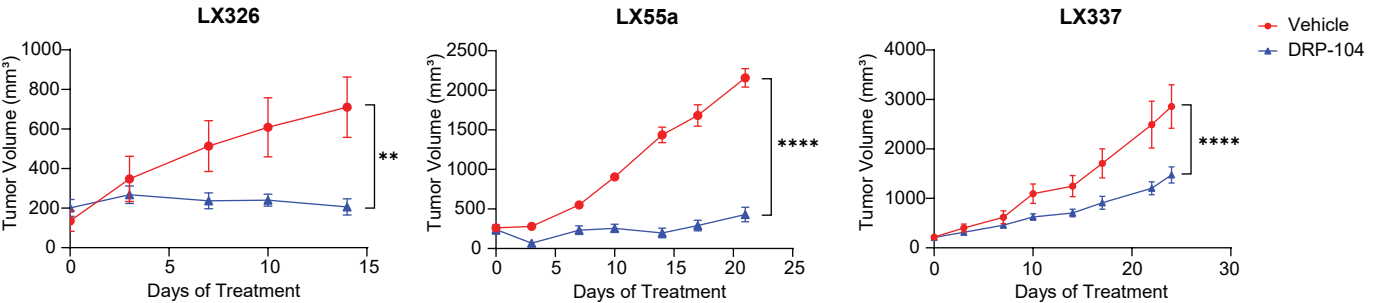

D

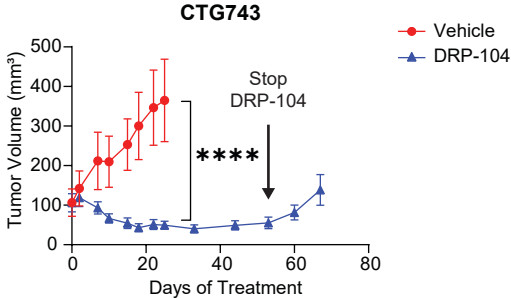

Figure S2: *KEAP1* mutant patient derived xenografts respond to DRP-104

A: Patient derived xenograft (PDX) lines with mutation status and histologic subtype listed. **B, C:** Treatment responses as measured by PDX tumor volume to DRP-104 (3 mg/kg) or vehicle control in **B)** *KEAP1* wildtype PDX (TPX1: n=8-10 per group, CTG1194: n=14-16 per group, LX465: n=8-9 per group) and **C)** *KEAP1* mutant PDX (LX326: n=6 per group, LX55a: n=8-9 per group, LX337: n=8 per group, **(D)** Treatment of *KEAP1* mutant PDX CTG743 with DRP-104 (3 mg/kg) or vehicle control (n=10 per group). Timepoint of withdrawal of DRP-104 is indicated. Tumor growth was analyzed by two-way ANOVA. ** p<0.01, **** p < 0.0001, ns= not significant.

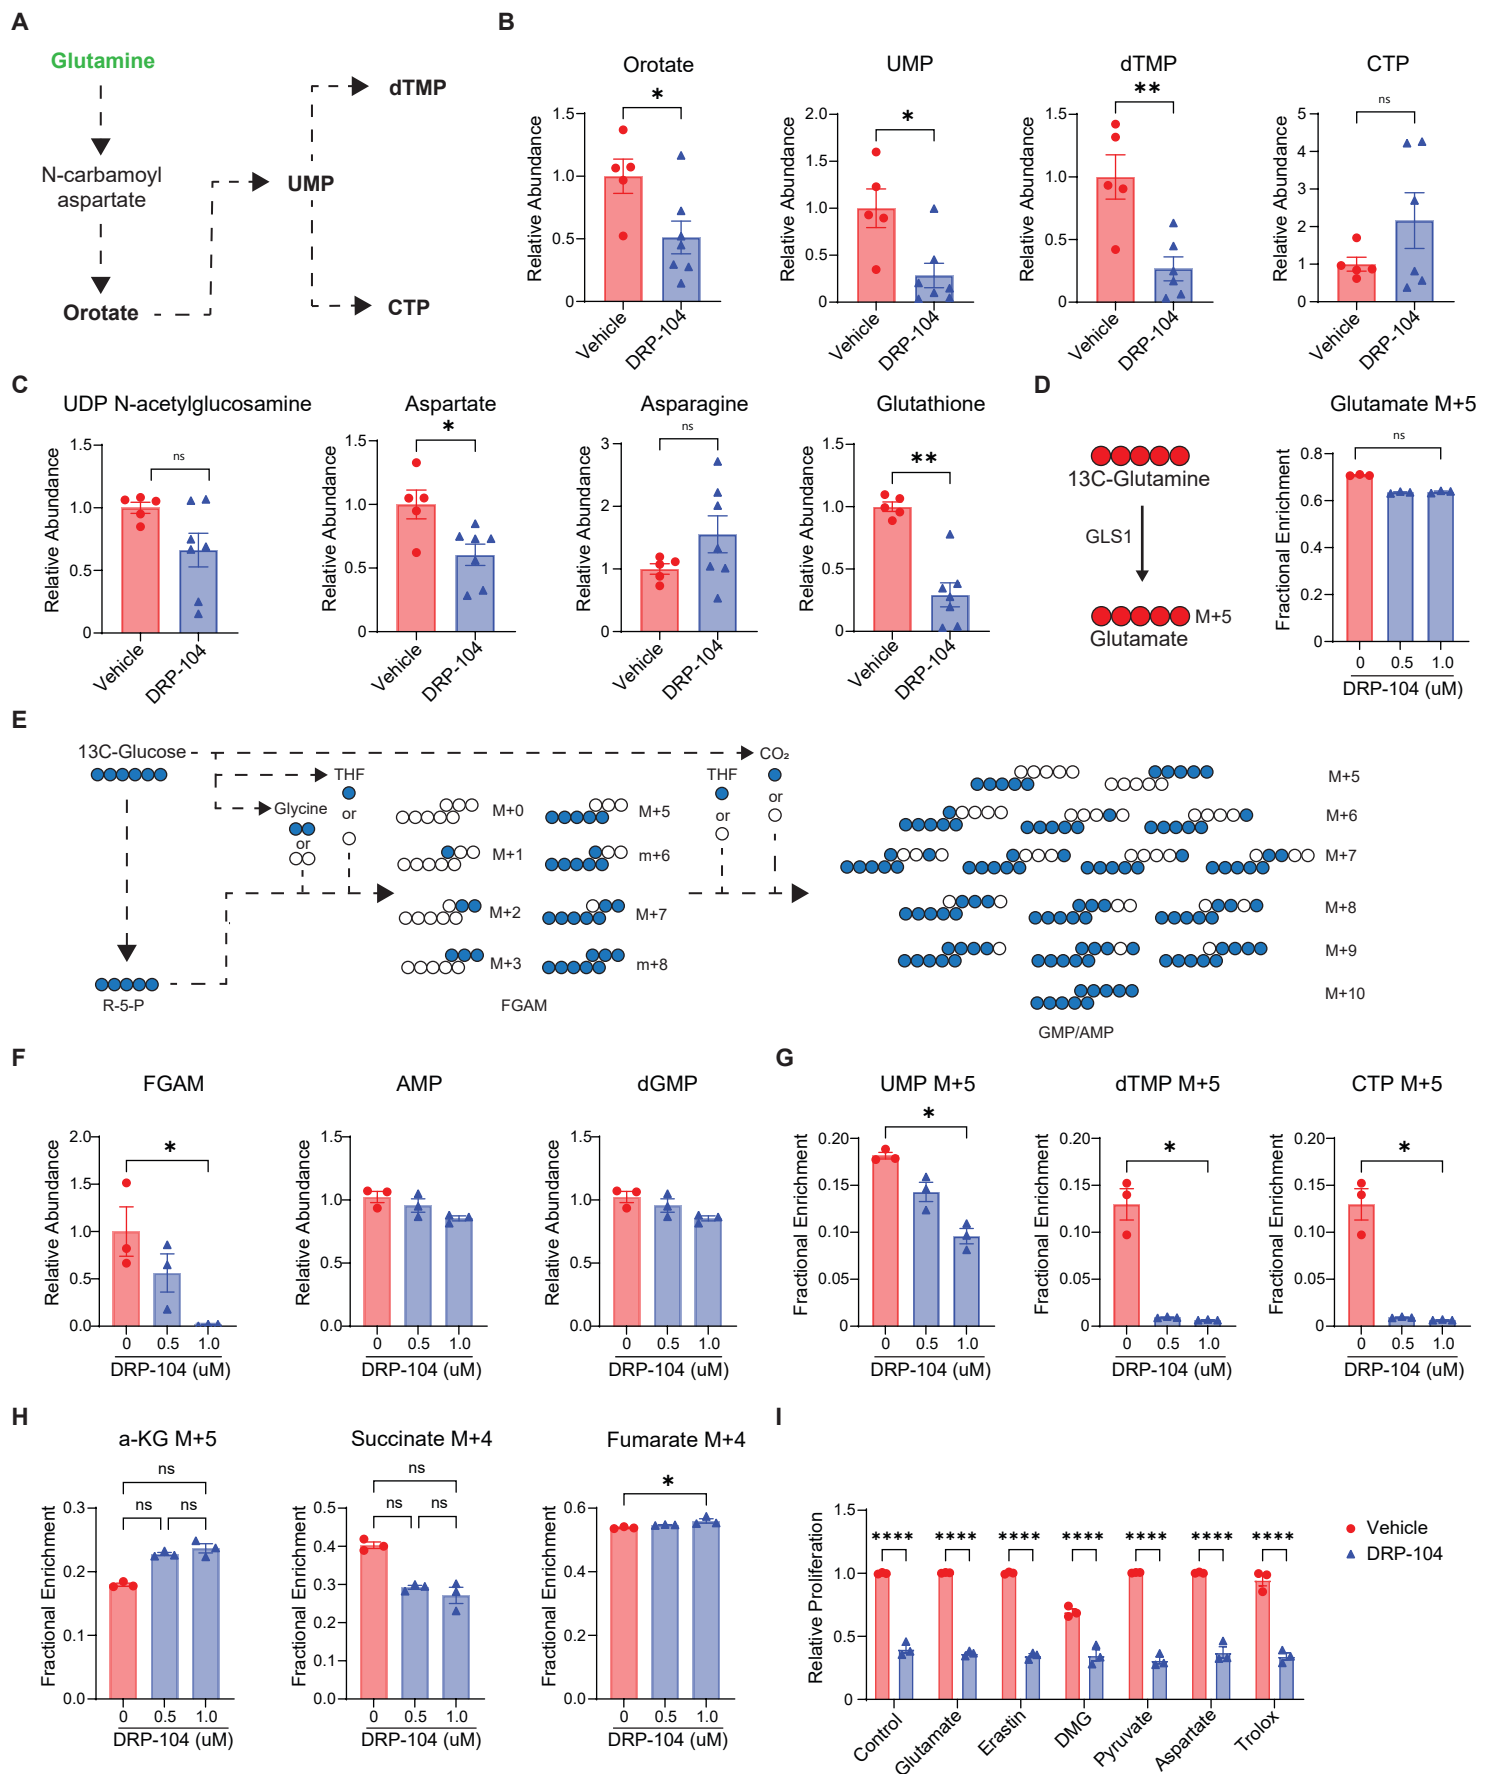

Figure S3: *In vivo* and *in vitro* metabolomics of DRP-104 treated *KEAP1* mutant tumors

A: Overview of pyrimidine synthesis pathway. **B, C:** Levels of selected metabolites by liquid chromatography mass spectrometry in CTG743 (*Keap1* mutant) patient derived xenograft tumors after 5 days of DRP-104 treatment (n=5-7 per group). **D:** *In vitro* tracing of *Keap1* mutant tumor cells with DRP-104 (n=3 per group) after 1 hour of labeling with ¹³C-glutamine (left) and quantification of fractional enrichment of ¹³C-glutamine labeled glutamate for each concentration of DRP-104 (right). **E:** Schematic of ¹³C-Glucose tracing for purine synthesis. **F:** Relative abundance of FGAM, AMP, dGMP as measured by LCMS from *Keap1* mutant tumor cells measured *in vitro*. **G, H:** Fractional enrichment of pyrimidines (G) and the TCA intermediates α-KG, succinate, and fumarate (H) after ¹³C-Glucose labelling with DRP-104 treatment *in vitro* (n=3 per condition). **I:** *Keap1* mutant tumor cells were pretreated with specific metabolites 24 hours prior to DRP-104 treatment (2 μM). After five days of drug or vehicle treatment, proliferation was measured by crystal violet and plotted relative to controls (n=3 per condition). Statistical analysis was done by either Mann Whitney test, Kruskal-Wallis test with Dunn's multiple comparisons test, or 2-way ANOVA. ns = not significant, * p < 0.05, ** p<0.01, **** p < 0.0001.

A

CD4

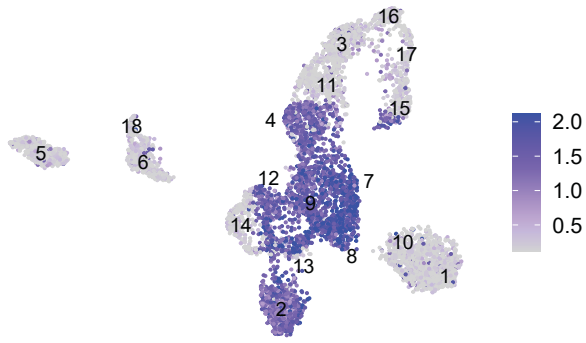

CD8

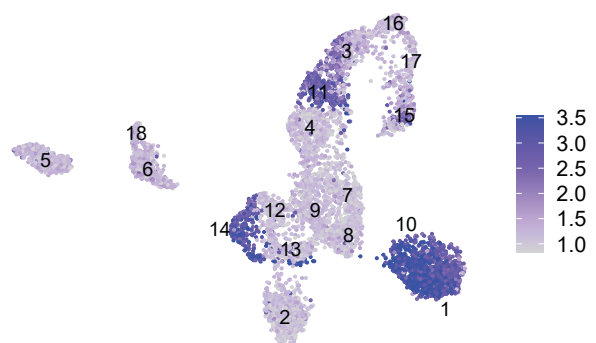

B

CD4

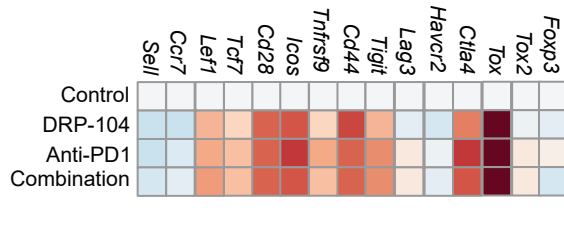

CD8

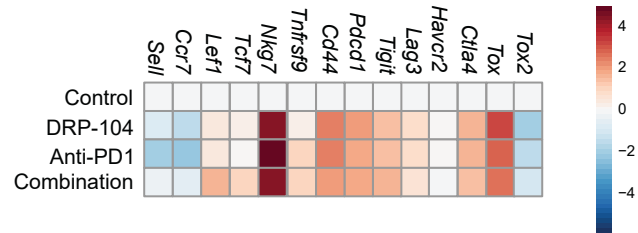

C

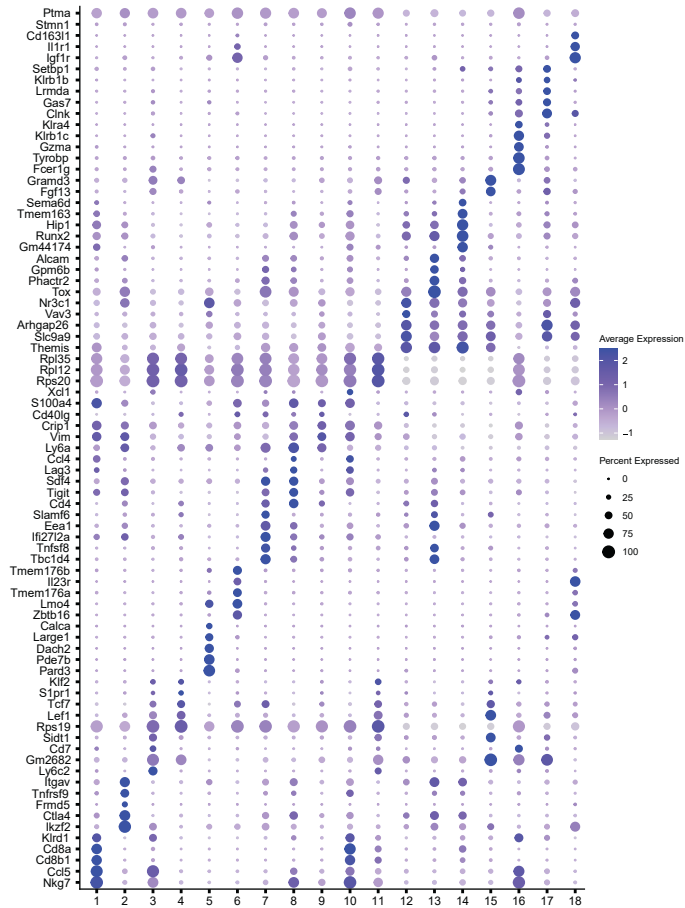

D

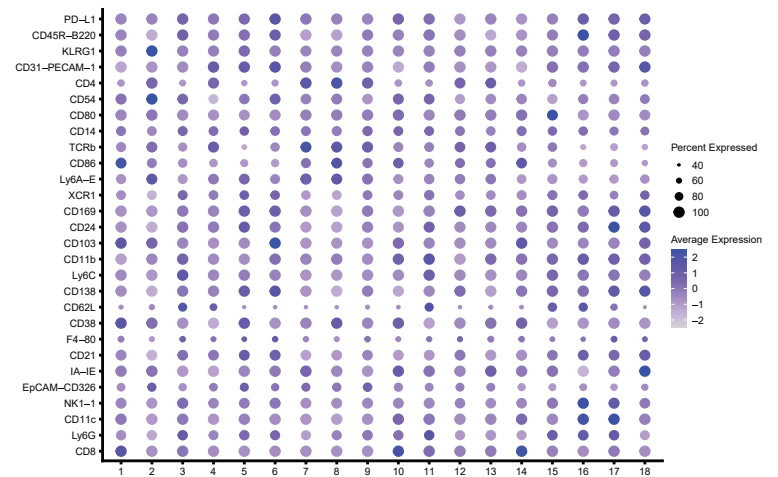

E

Ly6C

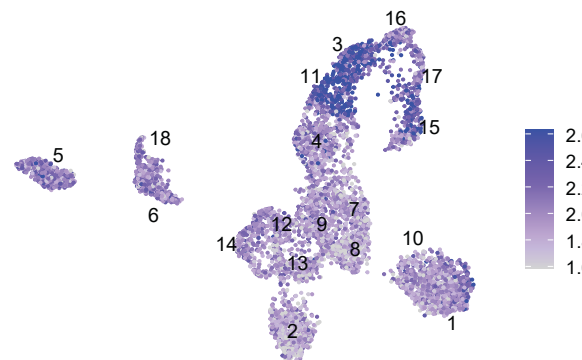

Figure S4: ExCITE-seq Analysis of T/NK/NKT/ILC Cells

A: Antibody derived tag (ADT) expression for CD4 and CD8 on T cell/NK cell/NKT cell/ILC subclusters. **B:** Heatmap for expression of selected genes in CD4 and CD8 T cells. **C:** Differentially expressed genes for T/NK/NKT/ILC subclusters. **D:** ADT expression by T cell/NK cell/NKT cell/ILC subcluster. **E:** Protein expression of Ly6C by ADT.

A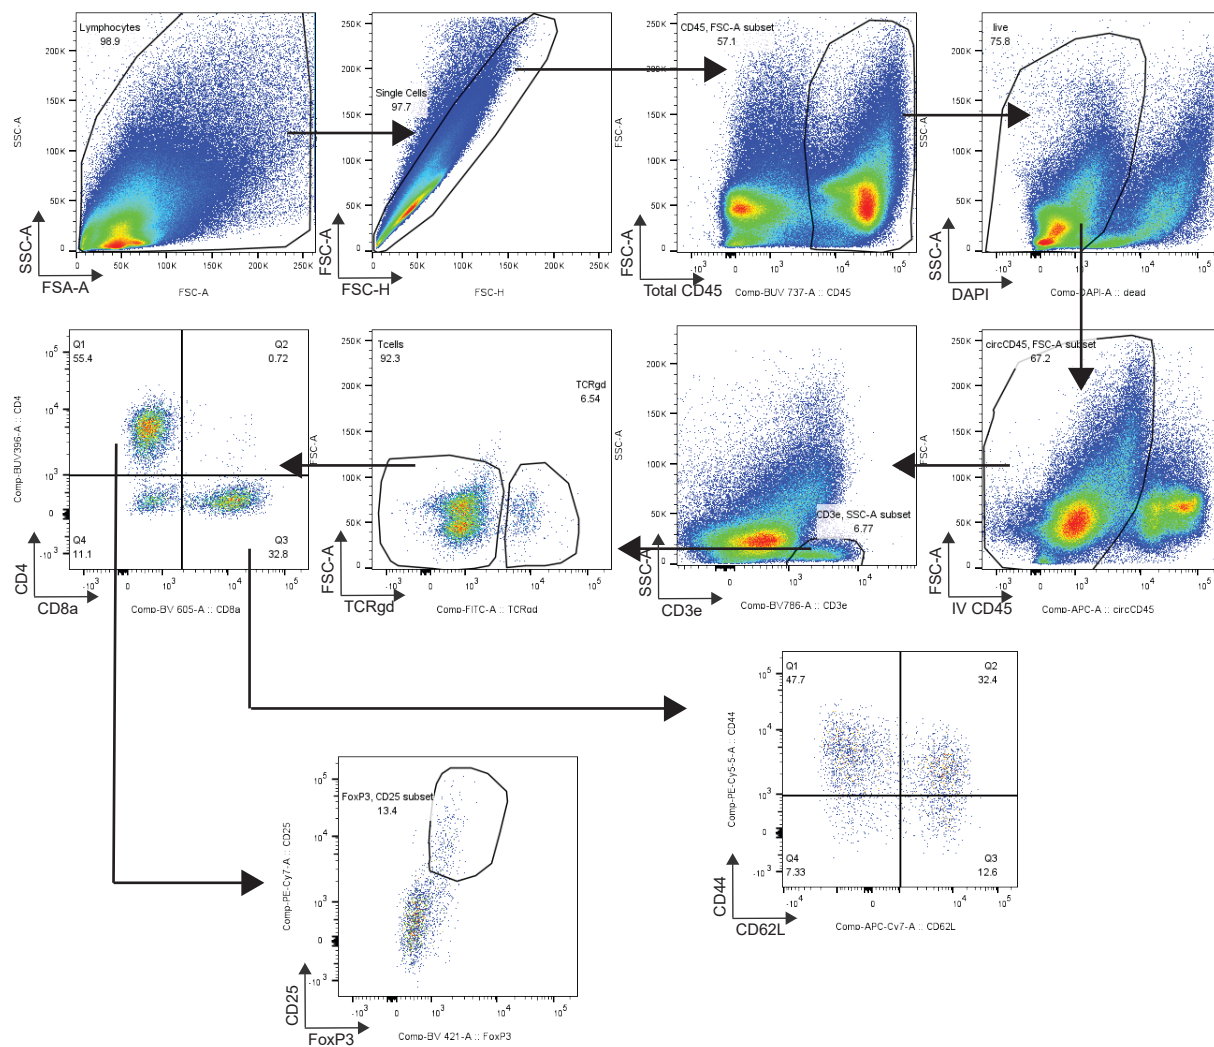**B**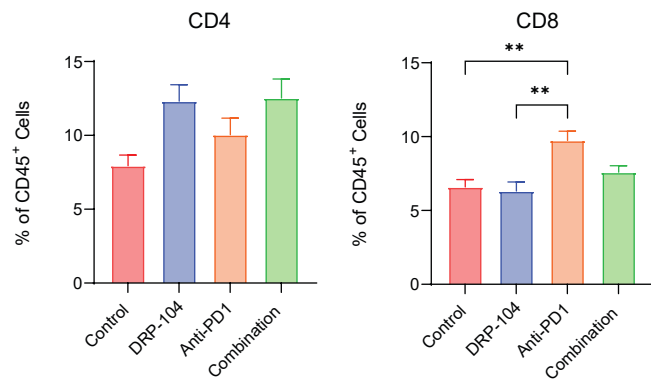**C**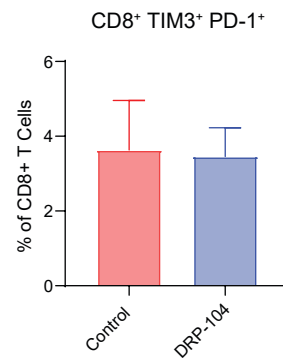**D**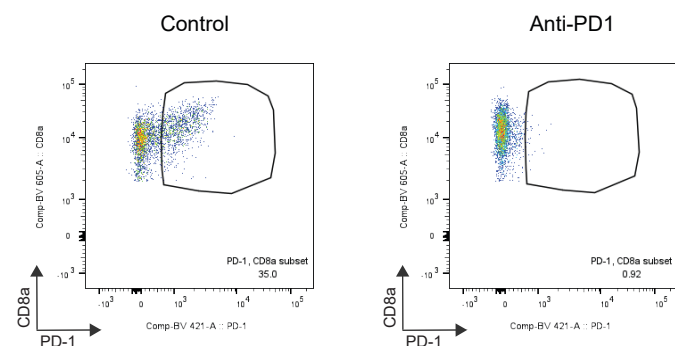

Figure S5: Flow Cytometry Analysis of T cells from orthotopic lung cancer model

A: Gating strategy for T cell populations. **B, C:** Flow cytometry quantification of **(B)** CD4, CD8, and **(C)** CD8⁺ TIM3⁺ PD-1⁺ T cell populations of *Keap1* R470C mutant tumor bearing lungs after five days of DRP-104 (3 mg/kg daily) or vehicle and anti-PD1 (200 ug three times a week) or isotype control treatment (n=5 per group). **D:** Representative flow cytometry plots of PD-1⁺ expression in CD8 T cells isolated from *Keap1* R470C mutant tumor bearing lungs after treatment with anti-PD1 or isotype control. Statistical analysis was done by one-way ANOVA with Tukey's multiple comparisons test or Mann Whitney test. ** p<0.01

Supplementary Table 1

Antigen	Clone	Manufacturer
CD45	30-F11	Biolegend
CD45	30-F11	BD Biosciences
CD3e	17A2	Biolegend
CD4	GL15	BD Biosciences
CD4	RM4-5	Invitrogen
CD8a	53-6.7	Biolegend
CD8a	53-6.7	BD Biosciences
TCRgd	UC7-13D5	Biolegend
CD62L	MEL-14	eBioscience
CD44	IM7	eBioscience
FoxP3	FJK-16S	eBioscience
LAG3	C9B7W	eBioscience
TIM3	RMT3-23	Biolegend
TCF7	C63D9	Cell Signaling Technologies
IFN γ	XMG1.2	BD Biosciences
TNF α	MP6-XT22	eBioscience
PD-1	RMP1-30	eBioscience
CD25	PC61.5	eBioscience

Supplementary Table 1: Antibody List

How the deposited data were processed for this re-analysis (not part of the article)

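The series holds 2 lanes of a droplet-based single-cell assay with gene expression, antibody tags and T cell receptor libraries, made from extravascular CD45+ cells and tumor cells sorted from the lungs of 8 mice. Each lane pooled 4 arms (control, DRP-104, anti-PD1, combination) whose cells carried 1 hashtag per arm, so that hashtag and lane together give the mouse, and each arm has 2 mice. Per lane the files give a count matrix of 32288 genes and 32 antibody features (28 tags and the hashtags), the barcodes, and a table of receptor contigs. The authors counted reads with Cell Ranger in its multi mode. The version in the methods is older than the 6.0.1 of the submitters' notes and the 7.0.0 in the header of the matrices. The values are raw counts of unique molecular identifiers (UMIs), not normalized and not split by hashtag. Genome build and annotation are not stated, and no coordinates are used here.

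The authors' steps were repeated where they are stated. Hashtags were called with HTODemux (centered log-ratio, quantile 0.99) in Seurat 5.3.0 (R 4.3.3). Of 33437 and 25965 barcodes, 32375 and 24899 had more than 200 genes, under 10% mitochondrial UMIs and any hashtag count. Of these 14376 and 13438 were called for 1 hashtag and 4580 and 3127 for several, and 13419 and 8334 had none past the cutoff. Cells with several hashtags are doublets of 2 arms and were left out, as were cells with none past the cutoff. Doublets within an arm cannot be seen this way. Scrublet scores were computed for an alternative, and because its automatic threshold marked 0 cells, the cells above the score that parts the top 8% were marked, 7.30% and 7.88% of the 2 lanes (824 and 786 of the cells with 1 hashtag). The number of barcodes in a called state depends on the quantile, which the methods do not give.

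Counts were normalized with sctransform 0.4.2, regressing cell cycle scores and the ribosomal and mitochondrial percent, and tags by centered log-ratio. A weighted nearest neighbor graph on 40 RNA and 30 protein components was clustered with the Leiden method (leidenalg 0.10.2). The resolution is not stated in the methods. 0.5 was used for all cells (20 clusters) and 1.0 for the T, NK and innate lymphoid cells (17 clusters). A cluster took the name of the marker set with the largest share of its genes raised in it, within the lineage that the CD4 and CD8 tags gave. The sets were written beforehand, those of subclusters from Fig. 4D and fig. S4C, and clusters without a clear best set stayed unnamed. Cluster names are therefore rebuilt. The tag antibodies of this study do not include Pdcd1 or Lag3, so exhausted-like clusters rest on transcripts.

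Depth was 3127 to 3967 cells per mouse (median 3339.5) with a median of 1249 to 1905 UMIs per cell. CD4 T cell-like cells numbered 298 to 439 per mouse, CD8 T cell-like cells 174 to 367 and tumor-like cells 45 to 139. Profiles of a population were the UMIs summed over its cells in each mouse (at least 20 cells). A gene was tested when it passed filterByExpr, which left 8282 genes in CD4 T, 7166 in CD8 T, 10197 in macrophage-like, 8575 in neutrophil-like, 8815 in conventional dendritic cell-like (cDC-like), 8852 in B, 1563 in NK and 8845 in tumor-like cells. Levels are given as counts normalized to TMM library sizes (CPM).

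Comparisons were DRP-104, anti-PD1 and the combination each against control, the combination against anti-PD1, the average effect of DRP-104 (its effect with and without anti-PD1, averaged) and their difference (interaction). Shares of cells were tested with edgeR 4.0.16 on cell counts per mouse with the total as offset, and genes with its quasi-likelihood F test. Tags were tested with limma 3.58.1 on the mean per mouse, and 28 gene lists, written before the data were examined, with the rotation test fry. All used 1 fit of the 8 mice, p-values adjusted by Benjamini and Hochberg within a population and comparison, and 0.05 as the threshold. The exception is the fit of genes in γδ T cell-like cells, which left out anti-PD1 replicate 2 with its 16 cells. Genes in a list were also adjusted over the list alone. For the average effect the exact permutation of 4 against 4 mice was counted as well (smallest two-sided p 0.0286).

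The lane number is also the replicate number, so the 2 mice of an arm differ by lane and every lane holds 1 mouse of each arm. The sample labels give this pairing, and it was checked in the data: after the mean of the arm is taken out, the gene profiles of 2 mice on one lane correlate with a median r over the 6 pairs of arms of 0.486 in CD4 T (lowest 0.452), 0.425 in CD8 T, 0.338 in macrophage-like, 0.404 in neutrophil-like, 0.193 in cDC-like (lowest 0.137), 0.421 in B, 0.524 in NK and 0.264 in tumor-like cells. The fit without a block is the one reported, the fit with the lane as a block was an alternative set beforehand, and its values stand beside a result where it changes the call. The 2 lanes hold different mice, so a difference between lanes, from the mice or from work on the lanes, cannot be assigned to either.

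Genes were named by a rule written before the data were examined, when the pictures of Fig. 4 and fig. S4B had been seen. It names the genes of Fig. 4D and fig. S4B in CD4 and CD8 T cells. For each population it names the 10 largest rises and falls among genes called for the average effect of DRP-104 and changed the same way in every pair of mice, and the 5 largest in each arm against control. Where none is called it names the 5 with the smallest p, and of each gene list the 2 to 4 members with the smallest p. Ribosomal, mitochondrial and receptor segment genes are counted and not named. The same rule was applied to the fit with the lane as a block after values had been seen, and genes given for the combination against anti-PD1, genes of the effector and memory lists, and genes behind counts of 5 or fewer were also chosen after values were seen.

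The tests were tested on simulated data, drawn with the means per lane and the dispersions of the real genes and with known changes in 200 genes. For the average effect in CD4 T cell-like cells, a 4-fold change was found in 72.7% of genes without and 90.9% with the lane as a block. 0 and 7 unchanged genes were called. In neutrophil-like cells a 2-fold change was found in 19.4% and 58.2%. In tumor-like cells the fit with the block called 26 unchanged genes. Of the tags, 5 of 5 that were shifted by 4 SD were called and 0 others. Smaller shifts of tags were not simulated.

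Alternatives set before the data were examined were these. For the samples, the lane as a block and each mouse left out in turn. For the cells, only those given the same hashtag by HTODemux and MULTIseqDemux, only those with under 5% mitochondrial UMIs or more than 500 genes, and cells marked by Scrublet left out. For the clusters, resolution 0.7 and 1.4, RNA components alone, and Tregs by a Foxp3 UMI and exhausted cells by UMIs of Pdcd1 and Lag3, after every T cell was thinned to 800 UMIs. For the genes, DESeq2 1.42.0, genes with at least 10 counts, cells gated by tag, and CD4 cells without Treg-like and CD8 cells without Mem-like cells. For the rest, log2 of tags per 1000 tag counts, larger clonotypes, equal receptor depth, and camera with a preset correlation of 0.01 or an estimated one. Chosen after the data were seen were DESeq2 with the block, fits without the CD226+-like clusters, tags with a mouse left out, camera with the block, fits of γδ T-like and ILC2-like cells and of single clusters, and neutrophil UMIs thinned to one depth.

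Receptor contigs were joined to cells by barcode, and a clonotype was an identical pair of α and β chain CDR3 sequences in one mouse. The paper does not report them. Flow cytometry, histology and tumor growth have no files in this series and were left out. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures, with the random seed 1.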

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

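Chosen only after the result was seen were the test of dendritic cell ratios to other populations, the test of RNA from other cells for neutrophil genes that are higher elsewhere, the fits of macrophage cluster 4, dendritic clusters 11 and 13 and the larger neutrophil cluster alone, neutrophil UMIs thinned to one depth, and DESeq2 with the block. Of the populations below, the T cell clusters and T cell genes are discussed in the paper, and the change or the genes of the others in Fig. 4B are not.

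Conventional dendritic cell-like cells fell in 4 of 4 pairs of mice on one lane, by 1.44 on the log2 scale for the average effect of DRP-104 (log2 change −1.44, SE 0.229, adjusted p = 4.88e-05, edgeR), and most in the cluster with Xcr1 and Clec9a, the markers of the cells that present tumor antigen to CD8 T cells (4.46% of cells in control, 1.11% under DRP-104 and 0.899% under the combination). Against dendritic cells that were too shallow to be named stands the share of all non-tumor cells with dendritic transcripts at one depth, whatever their cluster, which fell by 1.12. Against the growth of another population stand the ratios to B, neutrophil, αβ T and macrophage-like cells, which fell by 1.10, 1.28, 1.38 and 1.99 (smallest −1.1, exact permutation p = 0.0286 each, two-sided, with the lanes disregarded, the smallest that 4 against 4 mice can give). What stays open is whether glutamine antagonism lowers the number, the recruitment or the division of these cells, a hypothesis drawn from these data that was not tested. Unequal release of dendritic cells from digested tissue was not tested.

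In neutrophil-like cells 54 genes passed the test for the average effect of DRP-104, 3 higher (Nr4a2, ENSMUSG00000026826, 1.35, adjusted p = 0.00609, Nr4a1, ENSMUSG00000023034, 0.89, adjusted p = 0.0472, and Dock1, ENSMUSG00000058325, 1.77, adjusted p = 0.0258) and 51 lower, with interferon-induced genes such as Rsad2 (ENSMUSG00000020641, 174 ± 105.2 to 42.9 ± 30.4 CPM, −2.08, adjusted p = 0.00609), Gbp2 (ENSMUSG00000028270, −1.85, adjusted p = 0.0135) and Ifi47 (ENSMUSG00000078920, −1.88, adjusted p = 0.0112), the chemokine Cxcl3 (ENSMUSG00000029379, 1174 ± 322 to 292 ± 87.6 CPM, −2.0, adjusted p = 0.00761) and the glycolytic enzyme Pgk1 among the falls, each in 4 of 4 pairs. Against RNA from other cells stands the level of the 51 genes, which is higher in neutrophil-like cells than in the highest other population by a median log2 ratio of 0.76. For the 17 genes higher elsewhere the other populations entered, each at the share its markers allow, give a median of 19.4% of the level. CD8 T, plasmacytoid dendritic, plasma and unnamed cells were not entered. CD8 T cell-like cells had the highest level of Rbpj, Nlrc5 and Ly6c2 outside neutrophils, so for these the value may be too low. A shift between neutrophil clusters was checked in the larger cluster alone, where the median change is 0.98 times that in all neutrophils. This cluster holds 5560 cells and the other 250, so a ratio near 1 was nearly fixed and the check cannot decide. With every mouse at the same number of neutrophil UMIs, 40 of the 51 genes (0.78) are called again, against fewer UMIs in treated mice. A weaker interferon signal and less hypoxia around neutrophils under glutamine antagonism are candidate explanations that were not tested. The count depends on single mice: 151 genes without control replicate 1, 26 and 4 without DRP-104 replicate 1 and 2, 7 and 31 without combination replicate 1 and 2, 22 without control replicate 2, and 65 and 24 without anti-PD1 replicate 1 and 2.

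Other populations had a signal in data the paper does not discuss. NK-like cells rose by 0.97 (adjusted p = 0.00816), higher in 4 of 4 pairs (two-sided exact permutation p = 0.0571), which rests on the combination arm: they were 0.900% in control and 1.01% under DRP-104 alone (0.18, adjusted p = 0.697), and 0.716% under anti-PD1 and 2.43% under the combination. ILC2-like cells rose by 1.03 (adjusted p = 0.00816), higher in 4 of 4 pairs (exact permutation p = 0.0286). γδ T cell-like cells, which by their TCRb tag may include αβ T cells, rose by 0.88, higher in 4 of 4 pairs (exact permutation p = 0.0571). These permutations disregard the lanes. In macrophage-like cells 11 genes passed, 3 higher, Egfr (ENSMUSG00000020122, 2.48, adjusted p = 0.0421), Vcam1 (ENSMUSG00000027962, 1.41, adjusted p = 0.0423) and the heat shock gene Hspa1b (ENSMUSG00000090877, 1.79, adjusted p = 0.0421), and 8 lower, with the interferon-induced Ifitm1 (ENSMUSG00000025491, −2.69, adjusted p = 0.0139), the leukotriene receptor Ltb4r1 (ENSMUSG00000046908, −1.97, adjusted p = 0.0139) and the lactate exporter Slc16a3 (ENSMUSG00000025161, −1.48, adjusted p = 0.0299) among them. The 11 became 2, 4, 40 and 2 without replicate 1 and 49, 0, 1 and 7 without replicate 2 of control, DRP-104, anti-PD1 and combination in that order. In macrophage cluster 4 alone 207 genes passed, 70 higher and 137 lower. In dendritic cell-like cells 19 genes passed, 8 higher, with the lectin Cd209c (ENSMUSG00000040165, 1.85, adjusted p = 0.000863) among them, and 11 lower, with Xcr1 (ENSMUSG00000060509, −1.43, adjusted p = 0.0277), Irf8 (ENSMUSG00000041515, −1.06, adjusted p = 0.042), which cross-presenting dendritic cells need, and the division gene Ube2c (ENSMUSG00000001403, −1.67, adjusted p = 0.0277). The 19 became 32, 6, 184 and 12 without replicate 1 and 3, 1, 2 and 0 without replicate 2 in the same order of arms. Xcr1 marks the dendritic cluster that fell most, and edgeR called 0 genes for the average effect in this cluster alone without the block (557 at an unadjusted p under 0.05, 115 genes with the block), so the falls of Xcr1 and Irf8 were not separated from the shift between dendritic clusters. Ube2c (−3.40, adjusted p = 0.00132) and Cd209c (1.5, adjusted p = 0.00225) changed within dendritic cluster 11 alone.

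With the lane as a block the effect of DRP-104 differed with and without anti-PD1 in the share of NK-like cells (difference of effects 1.58, adjusted p = 0.0392, 0.0876 without the block) and of CD8 Mem-like cells (1.99). For genes, edgeR with the block called a difference of effects in 31 genes of CD4 T cell-like cells, 30 higher and 1 lower. Among the higher were the division genes Mki67 (ENSMUSG00000031004, 1.87, adjusted p = 0.011) and Top2a (ENSMUSG00000020914, 1.74, adjusted p = 0.0343). In CD8 T cell-like cells it called 12, 5 higher, with Bcl2 (1.42, adjusted p = 0.00545) and Sell (2.11, adjusted p = 0.04) among them, and 7 lower, with Ccl4 (−2.64, adjusted p = 1.12e-06) and Gzma (−3.40, adjusted p = 0.0109) among them. Without the block edgeR called 0 in both (203 and 137 at an unadjusted p under 0.05), and DESeq2 called 2 in CD4 (Penk, 3.65, adjusted p = 0.00502, and Ccl1, 4.57, adjusted p = 0.0277) and 0 in CD8, or 0 and 12 with the block. Elsewhere edgeR with the block called Ifitm1 and Gm36723 in neutrophil-like (2 genes), Cfh in dendritic (1), Il1r2, S100a9 and a receptor segment in B (3), Gzmc in NK (1) and Saa3 in tumor-like cells (1). The genes named in this paragraph were chosen after values were seen. Those of CD8 T cell-like cells were not separated from the difference in the CD8 Mem-like share.

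With 4 mice against 4, all splits of the 8 mice into equal groups were counted with a fit of 2 groups (35 splits, the real one included). The split by lane called more genes than the real one in all 8 populations, which points to a structure of the samples. Where the real split called 0 genes, all 35 splits call as many by construction and the count decides nothing: CD4 T (highest other 2403), CD8 T (1466), B (1988) and NK (567). In the others the splits with as many genes, the real one and the lane split both counted, numbered 2 in macrophage-like (real 21, highest other 972), 3 in neutrophil-like (29 and 476), 2 in dendritic (23 and 57) and 3 in tumor-like cells (1 and 190). In macrophage-like and dendritic cells the lane split was thus the only one beside the real one. Over all 35 splits chance cannot be excluded. The splits with 2 mice of each lane on either side, as in the real one, are 18, too few for a share under 0.05. In the same fit the highest of the other 17 called 16 genes in macrophage-like, 0 in neutrophil-like, 1 in dendritic and 3 in tumor-like cells. With the lane as a block the real split and the highest of the others called 28 and 17 genes in CD4 T, 5 and 5 in CD8 T, 154 and 37 in macrophage-like, 190 and 1 in neutrophil-like, 237 and 3 in dendritic, 211 and 3 in B, 2 and 17 in NK and 5 and 7 in tumor-like cells.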

How the results depend on the processing

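Chosen after the data were seen were DESeq2 with the lane as a block, the fits without the CD226+-like clusters and camera with the block. The other alternatives here were set before. No result reversed its direction past the test. Over the results that answer a comparison, 438 values under alternatives kept direction and side of the threshold, 123 moved and 18 lost the call. Over genes, tags and clusters named among many, 6877 kept both, 535 moved, 293 gained and 259 lost the call. Where nothing else is said, the cause was not tested.

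The fall of the conventional dendritic cell-like share kept its call under every alternative run for it. The Treg-like fall (average effect of DRP-104) kept its direction under each and was called with the lane as a block. It missed the threshold with both hashtag callers (−0.85, adjusted p = 0.07), without cells marked by Scrublet (−0.85, adjusted p = 0.053), at resolution 0.7 (−0.79, adjusted p = 0.054) and 1.4 (−0.85, adjusted p = 0.053), with under 5% mitochondrial UMIs (−0.9, adjusted p = 0.07), with more than 500 genes (−0.88, adjusted p = 0.06), with RNA components only (−0.92, adjusted p = 0.14) and with Tregs defined by a Foxp3 UMI (−0.98, adjusted p = 0.11). The CD8 Mem-like rise, combination against anti-PD1, missed it at resolution 0.7 (1.84, adjusted p = 0.059).

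With both hashtag callers the αβ T share, combination against control, was 0. With RNA components only, a single CD8 cluster was left, so its share is fixed and both CD8 Ex-like changes are 0 and 0 by construction. With cells defined by Pdcd1 and Lag3 UMIs, CD4 Ex2 under DRP-104 was −2.01 and CD8 Ex under anti-PD1 −0.43. Neither was called (adjusted p = 0.14 and 0.74). The first rests on 1 and 2 such CD4 cells in the DRP-104 mice and 6 and 7 in the control mice.

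Counts of genes depended on the lane as a block. With it edgeR called in CD4 T cell-like cells 38 genes for DRP-104, 6 for anti-PD1, 19 for the combination, 32 for combination against anti-PD1 and 84 for the average effect, and in CD8 T cell-like cells 6, 12, 2, 95 and 53, where it called 0 without the block. For the average effect it called with the block 228 in macrophage-like, 664 in neutrophil-like, 343 in dendritic, 215 in B, 7 in NK and 8 in tumor-like cells, and 1 tag each in CD4 and CD8 T cells (KLRG1 and CD54). All 11, 54 and 19 genes called without the block in macrophage-like, neutrophil-like and dendritic cells were also called with it.

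DESeq2 called 1 gene in CD8 T for the combination (Ccl1), and for the average effect 1 in CD8 T (Gzmb), 63 in macrophage-like, 103 in neutrophil-like, 46 in dendritic, 1 in B (Pclaf) and 6 in tumor-like cells. DESeq2 with the block called in CD4 T 10 for DRP-104, 4 for the combination (Xcl1 higher, Actg1, Vim and Gzmb lower), 8 for combination against anti-PD1 and 21 for the average effect, in CD8 T 3 for anti-PD1 (Ccl4 and Ccl5 higher, Bcl2 lower), 39, 77 and 27, and for the average effect 158 in macrophage-like, 257 in neutrophil-like, 157 in dendritic, 50 in B, 1 in NK (Large1) and 24 in tumor-like cells. Without the CD226+-like clusters edgeR called in CD8 T 2 for the combination (Serpine2 and Ccl1), 2 against anti-PD1 (Gzmb and Nedd4l) and 1 for the average effect (Gzmb). With the block too it called 16, 6, 17, 45 and 56 in CD4 T and 5, 13, 3, 141 and 68 in CD8 T in the order of the paragraph above. The genes in parentheses were picked after values were seen, as those behind counts of 5 or fewer.

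Gene lists past the set test depend on the correlation between genes. With fry 1 list passed in NK-like cells and 0 elsewhere. With the block it passed 1 in CD4 T, 2 in macrophage-like and 2 in neutrophil-like cells. Camera with a preset correlation passed 4 lists in CD4 T, 6 in CD8 T, 7 in macrophage-like, 3 in neutrophil-like, 11 in dendritic, 5 in B, 2 in NK and 12 in tumor-like cells, and with the block 4, 6, 9, 3, 12, 6, 3 and 12. With an estimated correlation it passed 0 in NK-like cells, with and without the block, and 0 elsewhere.

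In lane 2, with 1 mouse per arm, clonotypes of 3 or more cells held 17.8% of paired receptors in control, 24.2% under DRP-104, 22.1% under anti-PD1 and 17.5% under the combination, against 34.2%, 48.5%, 37.5% and 30.2% for 2 or more. The mice of lane 1, with 3 to 15 pairs each, are not part of these values. A larger clonotype holds fewer cells by construction. With 63 cells drawn from each mouse the order changed, to 31.7% in control, 29.8% under anti-PD1 and 30.2% under the combination, and the DRP-104 mouse had too few pairs (33).

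Leaving out each mouse in turn, the arm's lone mouse is assumed to vary like the other groups. The Treg-like change ranged from −1.01 to −0.7, and 7 of the 8 fits lost the call (kept without anti-PD1 replicate 1). The CD8 Mem-like change against anti-PD1 ranged from 1.48 to 2.29 and lost the call without anti-PD1 replicate 1 or combination replicate 2. The range was −0.04 to 0.31 for αβ T cells (combination), −0.28 to 0.58 for CD4 Ex2 under DRP-104 and −0.29 to 0.57 under the combination (both lowest without control replicate 1), −0.25 to 1.18 for CD4 Mem1 (lowest without combination replicate 2) and −0.18 to 0.5 for CD4 Tox/Ex1 under the combination (lowest without combination replicate 1). Gene counts ranged from 0 to 2 in CD4 T (DRP-104), 0 to 3 in CD8 T for anti-PD1, 0 to 1 for the combination, 0 to 4 against anti-PD1 and 0 to 1 for the average effect, 0 (without DRP-104 replicate 2) to 49 (without control replicate 2) in macrophage-like, 4 (without DRP-104 replicate 2) to 151 (without control replicate 1) in neutrophil-like, 0 (without combination replicate 2) to 184 (without anti-PD1 replicate 1) in dendritic and 0 to 18 in tumor-like cells (18 without anti-PD1 replicate 1).

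Cells gated by tag, genes with at least 10 counts, tags per 1000 counts, and T cells without Treg-like or Mem-like cells kept direction and threshold side for every result that answers a comparison. The fits gated by tag and those without Treg-like or Mem-like cells did not have the lane as a block. With all cells such a fit called no gene in CD4 or CD8 T cell-like cells. The gene calls with the block were thus not tested this way. At resolution 0.7, 1.4 and with RNA components only, clusters named CD4 Ex2, CD4 Tox/Ex1, CD8 Mem or CD226+ that did not form give no value. On simulated data for the average effect in CD8 T cell-like cells, a 2-fold change was found in 4.5% of genes without and 65.7% with the block, and depth was not varied.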

Differences from the paper's values

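Chosen after values were seen were the fit without the CD226+-like clusters and DESeq2 with the block. Cluster names are rebuilt ones throughout. Shares read by eye from Fig. 4E and Fig. 4B are means of mice without a stated error. Of those that can be compared, 1 was set apart from the value here. CD4 Ex2-like cells under DRP-104 made up 20.4% of CD4 T cell-like cells (SD 2.72, n = 2), where the paper's value is about 8% in Fig. 4E, read by eye. All alternatives set before the data were examined that give a value stayed apart from the paper's: 20.2% with more than 500 genes, 20.6% with both hashtag callers, 20.9% with under 5% mitochondrial UMIs, 20.0% without cells marked by Scrublet, 0.489% for cells defined by Pdcd1 and Lag3 UMIs, and 18.5% and 22.3% with either mouse left out. Resolutions 0.7 and 1.4 and RNA components only formed no such cluster.

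Fig. S4B colors genes by their level in each arm, without a stated test. The values here compare mice. Of the genes it shows higher than control, 12 of 29 pairs of gene and arm had the same sign in CD4 T cell-like cells and 11 of 25 in CD8 T cell-like cells. Of those it shows lower, 10 of 11 and 7 of 8 had the same sign. In CD4 T cell-like cells 2 of 9 shown higher under DRP-104 had the same sign, 5 of 10 under anti-PD1 and 5 of 10 under the combination. In CD8 T cell-like cells these were 2 of 7, 5 of 8 and 4 of 10. Without a block 0 of these genes were called in either direction (edgeR, DESeq2 called 1 gene in CD8 T cell-like cells in all). With the lane as a block Tnfrsf9 (−1.19, adjusted p = 0.00377) and Ctla4 (−0.92, adjusted p = 0.00363), shown higher in CD4 T cells under DRP-104, were lower, and Foxp3, shown lower under the combination, was lower too (−1.10, adjusted p = 0.0321).

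The paper states a rise of Cd44, Pdcd1 and Nkg7 by the treatments. In CD8 T cell-like cells Cd44 changed by −0.06 under DRP-104, −0.04 under anti-PD1 and −0.36 under the combination, Pdcd1 by −0.18, −0.11 and −0.33, and Nkg7 by −0.14, 0.43 and −0.10. In CD4 T cell-like cells Cd44 changed by 0.17, −0.06 and −0.15, Pdcd1 by −0.28, −0.19 and 0.16, and Nkg7 by −0.27, 0.38 and 0.49. None was called. The paper states a fall of Ccr7 and Sell: under the combination Ccr7 was 0.07 in CD4 and 0.59 in CD8 T cell-like cells and Sell 0.23 in CD8 T cell-like cells, while Sell in CD4 T cell-like cells (−0.54, −0.23 and −0.43) and both genes under DRP-104 or anti-PD1 alone had the sign the paper gives.

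The paper states that DRP-104 lowered and the combination raised the exhausted CD4 clusters. CD4 Ex2-like cells changed by 0.09 under DRP-104 and 0.08 under the combination. The sign under DRP-104 is that of the paper without control replicate 1 (−0.28) or DRP-104 replicate 1 (−0.06), and with cells defined by Pdcd1 and Lag3 UMIs (−2.01). The last value rests on few cells, 1 and 2 in the DRP-104 mice and 6 and 7 in the control mice. The combined CD4 Tox/Ex1-like cluster had the signs the paper gives (−0.57 and 0.20). The paper states that CD4_Mem1_ expanded with the combination as CD8_Mem_ did. The CD4 Mem1-like change was 0.64 and was not called under any setting run.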

Other observations

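Chosen after the result was seen were both tests of the low-ribosomal clusters, the fits of γδ T-like and ILC2-like cells and of single clusters, and every gene named here from the fit with the lane as a block.

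Beyond T cells, DRP-104 went with lower glycolysis and hypoxia genes in macrophage-like cells and lower division genes in B cell-like cells when the lane was a block. Of 18 glycolysis and hypoxia genes 13 fell in macrophage-like cells and 0 rose (18 and 0 adjusted over the list alone), with the glycolytic enzymes Pgk1 (ENSMUSG00000062070, 199 ± 47.4 to 102 ± 25.6 CPM, n = 4, −0.99, adjusted p = 0.00707) and Ldha (ENSMUSG00000063229, 352 ± 82.0 to 198 ± 34.6 CPM, −0.83, adjusted p = 0.00707) lower in 4 of 4 pairs. As a set these had an adjusted p = 0.105 with fry and the block (0.438 with an estimated correlation). Without the block 1 of the 18, Slc16a3, was called. The arginine-consuming enzyme Arg1 (ENSMUSG00000019987), which macrophages use to hold back T cells, fell from 900 ± 254 to 292 ± 145 CPM (−1.74, adjusted p = 0.0184 with the block). In neutrophil-like cells 15 of 16 tested type I interferon genes fell with the block and 0 rose, and 14 of 18 glycolysis and hypoxia genes fell with 1 rise. As sets both had an adjusted p = 0.0394 with fry and the block (0.0627 without, 0.435 and 0.648 with an estimated correlation). In B cell-like cells 11 of 21 cell cycle genes fell and 0 rose with the block (18 and 0 adjusted over the list alone), among them Top2a (ENSMUSG00000020914, −1.56, adjusted p = 0.000104), which untangles replicated DNA, and Cenpf (ENSMUSG00000026605, −2.17, adjusted p = 0.000186), and so did Aicda (ENSMUSG00000040627), which mutates antibody genes (−3.66, adjusted p = 0.000579). As a set the cell cycle genes had an adjusted p = 0.185 in B cell-like cells with fry and the block (0.49 with an estimated correlation). The falls in B cell-like cells were not separated from a change in the kinds of B cells present or from RNA of other cells. EdgeR called 0 genes in B cell-like cells without the block (361 at an unadjusted p under 0.05), DESeq2 1 (Pclaf) and DESeq2 with the block 50.

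In tumor-like cells, 45 to 139 per mouse, the interferon-induced chemokine Cxcl10 (ENSMUSG00000034855) fell from 128 ± 81.1 to 18.1 ± 16.6 CPM with DRP-104 (−2.67, adjusted p = 0.0036 with the block) and the lipid carrier Apoe (ENSMUSG00000002985), abundant in macrophages as well, rose (1.38, adjusted p = 0.00365). In this population the fit with the block called 8 genes, but on simulated data 26 unchanged ones, and another split of the mice called 7 where the real one called 5, so neither gene is firm. Without the block edgeR called 0 genes there (790 at an unadjusted p under 0.05), DESeq2 called 6 and DESeq2 with the block 24. In NK-like cells the block gave falls of the chemokines Ccl4 (−1.58, adjusted p = 0.000127) and Ccl5 (−1.0, adjusted p = 0.000391). These are not firm either: edgeR without the block called 0 genes (18 at an unadjusted p under 0.05), as did DESeq2, DESeq2 with the block called 1 other gene (Large1), and with the block another split of the mice called 17 genes where the real one called 2. In γδ T cell-like cells Il17a (ENSMUSG00000025929), the cytokine that draws neutrophils, was at 497 ± 682 CPM in control and 18.5 ± 10.2 under DRP-104 (n = 2, −4.88, edgeR). By its TCRb tag this cluster may hold αβ T cells too. The fit left out anti-PD1 replicate 2, which had too few cells. The fall rests on 1 control mouse, since the other lies at the level of the mice given DRP-104. In ILC2-like cells edgeR with the block called 4 genes, all higher: Palld (ENSMUSG00000058056, 2.01, adjusted p = 0.00178), Nr4a3 (ENSMUSG00000028341, 1.37), Gm20186 (ENSMUSG00000106874, 1.18) and Tmtc2 (ENSMUSG00000036019, 1.14). Without the block it called 0 (22 at an unadjusted p under 0.05).

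Cells with few ribosomal protein transcripts form the CD226+-like clusters of T cells, and their share differs between mice of one arm. No arm differed from control in the CD8 CD226+-like share with the lane as a block (smallest adjusted p = 0.12, edgeR). With 2 mice per arm this cannot exclude a treatment effect. Lane 1 held 33.1% ± 9.13 and lane 2 10.4% ± 2.09 of CD8 T cell-like cells (n = 4 each, exact permutation p = 0.0286, two-sided). Within each lane the DRP-104 mouse was highest (42.1% and 12.6%) and the combination mouse lowest (21.1% and 7.69%). An effect of the arm beside that of the lane therefore stays open. A difference between lanes may be the source: in B cell-like cells, too, a cluster with few ribosomal transcripts held 27.6% ± 2.89 of cells in lane 1 and 9.88% ± 1.15 in lane 2, with 12.5 percentage points between the lowest mouse of lane 1 and the highest of lane 2. CD4 CD226+-like cells were 18.1% ± 11.4 and 7.20% ± 3.53 (exact permutation p = 0.143). Lanes hold different mice, so the work on a lane and its mice stay confounded.

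Receptors were recovered unevenly: 341 contigs in lane 1 and 1771 in lane 2, with 3 to 15 cells per mouse carrying a pair of chains in lane 1 and 33 (DRP-104) or at least 63 (the other arms) in lane 2. In lane 2, 34.2% of paired cells (95% interval 24.4 to 45.7) belonged to clonotypes of 2 or more cells in the control mouse, 48.5% (32.5 to 64.8) under DRP-104, 37.5% (28.8 to 47.1) under anti-PD1 and 30.2% (20.2 to 42.4) under the combination. With 1 mouse per arm these were not tested. With 63 cells drawn from each mouse the share was 31.7% in control, 29.8% under anti-PD1 and 30.2% under the combination. Over the 4 mice of lane 2, 57 CD8 Ex-like cells, 54.8% of those with a pair, were in such clonotypes, as were 36.1% of 61 CD4 Tox/Ex1-like, 34.5% of 29 CD4 Ex2-like and 4.35% of 23 Treg-like cells, and 0 of 18 CD8 Mem-like and 0 of 20 CD4 Mem1-like cells.

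Clusters without a name held 16.0% of non-tumor cells in control, 22.9% under DRP-104, 18.8% under anti-PD1 and 22.4% under the combination.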
